# Blue Light Regulates Phosphate Deficiency-Dependent Primary Root Growth Inhibition in Arabidopsis

**DOI:** 10.3389/fpls.2019.01803

**Published:** 2020-01-31

**Authors:** Chuan-Ming Yeh, Koichi Kobayashi, Sho Fujii, Hidehiro Fukaki, Nobutaka Mitsuda, Masaru Ohme-Takagi

**Keywords:** BBX32, HY5, light, phosphate deficiency, root architecture, transcription factor

## Abstract

Plants have evolved mechanisms to improve utilization efficiency or acquisition of inorganic phosphate (Pi) in response to Pi deficiency, such as altering root architecture, secreting acid phosphatases, and activating the expression of genes related to Pi uptake and recycling. Although many genes responsive to Pi starvation have been identified, transcription factors that affect tolerance to Pi deficiency have not been well characterized. We show here that the ectopic expression of *B-BOX32* (*BBX32*) and the mutation of *ELONGATED HYPOCOTYL 5* (*HY5*), whose transcriptional activity is negatively regulated by BBX32, resulted in the tolerance to Pi deficiency in Arabidopsis. The primary root lengths of *35S:BBX32* and *hy5* plants were only slightly inhibited under Pi deficient condition and the fresh weights were significantly higher than those of wild type. The Pi deficiency-tolerant root phenotype of *hy5* was similarly observed when grown on the medium without Pi. In addition, a double mutant, *hy5 slr1*, without lateral roots, also showed a long primary root phenotype under phosphate deficiency, indicating that the root phenotype of *hy5* does not result from an increase of external Pi uptake. Moreover, we found that blue light may regulate Pi deficiency-dependent primary root growth inhibition through activating peroxidase gene expression, suggesting the Pi-deficiency tolerant root phenotype of *hy5* may be due to blockage of blue light responses. Altogether, this study points out light quality may play an important role in the regulation of Pi deficiency responses. It may contribute to regulate plant growth under Pi deficiency through proper illumination.

## Introduction

Inorganic phosphate (Pi) is an essential constituent of ATP, nucleic acids, and membrane phospholipids. In addition, it is crucial to various cellular metabolic pathways, including photosynthesis, glycolysis, respiration, signal transduction, and carbohydrate metabolism (Ticconi and Abel, 2004; Péret et al., 2011; Niu, 2013). However, Pi is easily chelated by soil particles or formed insoluble complexes with aluminum or iron at acid pH and with calcium at alkaline pH leading to a low mobility and availability in soils (Wissuwa, 2003; Gaxiola et al., 2011). Therefore, available soil Pi concentrations are often less than the requirement for optimal crop production (Nussaume et al., 2011; Péret et al., 2011; Niu, 2013). Plants have evolved adaptive mechanisms to acquire and recycle Pi in response to Pi deficiency. Alteration of root architecture, such as enhancement of lateral root growth and root hair formation, increases root surface areas for Pi absorption (Ticconi and Abel, 2004; Péret et al., 2011). Induction of high-afﬁnity Pi transporter genes increases uptake of soluble Pi, while activation or secretion of acid phosphatases, ribonucleases, and organic acids enhances scavenging of extracellular Pi from insoluble organic complexes. In addition, the activities of acid phosphatases and ribonucleases also help release Pi from intracellular organic Pi-containing molecules (Raghothama, 2000; Poirier and Bucher, 2002; Nussaume et al., 2011). To improve Pi use efficiency, plants substitute bypass pathways that do not require Pi for metabolic processes requiring Pi (Plaxton and Tran, 2011). Replacing membrane phospholipids with non-P-containing glycolipids also plays an important role in the supply of free Pi during Pi deficiency (Kobayashi et al., 2006).

Many efforts have been made to unravel the molecular mechanisms that regulate Pi starvation responses (PSRs). An array of Pi starvation-induced (PSI) genes have been identified by transcriptome studies (Wu et al., 2003; Misson et al., 2005; Thibaud et al., 2010; Woo et al., 2012) and a series of *hypersensitive to phosphate starvation* (*hps*) mutants have been isolated and characterized (Yeh et al., 2017). Although various plant transcription factors (TFs) affect PSRs, the transcriptional regulation of these processes is not yet well elucidated. *AtPHR1* (*PHOSPHATE STARVATION RESPONSE 1*) is the first Arabidopsis TF gene shown to mediate diverse PSRs (Rubio et al., 2001). Although *AtPHR1* is not Pi starvation-inducible, PHR1 regulates a subset of PSI genes through the miR399-PHO2 (an ubiquitin-conjugating E2 enzyme) signaling pathway (Bari et al., 2006; Chiou et al., 2006). *AtPHR1*, *AtPHL1* (*PHR1-like 1*), and their two rice orthologues, *OsPHR1* and *OsPHR2*, have been identified as having partially redundant functions (Zhou et al., 2008; Bustos et al., 2010; Liu et al., 2010). In addition, several TFs have been identified as negative regulators of PSRs in Arabidopsis. BHLH32, a basic helix-loop-helix TF, negatively regulates anthocyanin accumulation, root hair formation, and induction of the PSI genes (Chen et al., 2007). *AtMYB62* is low-Pi-inducible and mediates its negative effects on PSRs through modulation of gibberellin metabolism (Devaiah et al., 2009). WRKY6 and WRKY42 negatively regulate the expression of *PHOSPHATE1* (*PHO1*), which is responsible for Pi translocation from root to shoot in Arabidopsis (Hamburger et al., 2002; Chen et al., 2009). AtWRKY75 and AtZAT6 have been reported to regulate root development and Pi acquisition, although they may not be specific to PSRs due to their responsiveness to multiple nutrient deficiencies (Devaiah et al., 2007a; Devaiah et al., 2007b). In recent years, several Arabidopsis TF genes, such as *AtERF070*, *APSR1*, *AtMYB2*, and *AL6*, have been shown to be involved in the regulation of root growth and architecture under Pi deficiency (Yeh and Ohme-Takagi, 2015).

Adding Pi fertilizer can improve soil Pi levels; however, the world's Pi rock reserves may be exhausted within 120 years (Gilbert, 2009; Nussaume et al., 2011) and the demand for Pi fertilizers will likely increase to support crop productivity for the growing global population (Nussaume et al., 2011; Péret et al., 2011). In addition, the low solubility of Pi in soils often causes over-application of chemical fertilizers, subsequently leading to potential threats to the environment and the ecosystem (Gaxiola et al., 2011; Péret et al., 2011). Therefore, proper utilization of the remaining Pi reserves is important to reduce Pi resource depletion and environmental threaten. To this end, development of crops with tolerance to Pi deficiency is required, especially if crops can be manipulated to possess higher ability for Pi recycling or Pi utilization efficiency.

In this study, we identified both the chimeric repressor and the ectopic expression of a B-box zinc finger protein (BBX32) gene (35S:BBX32-SRDX and 35S:BBX32) induce Pi deficiency tolerance and the Pi-deficiency tolerance phenotype of *35S:BBX32-SRDX* and *35S:BBX32* may result from the repression of HY5 function. Furthermore, we found that continuous blue light illumination accelerates sensitivity to Pi deficiency in WT and elimination from blue light improves PR growth through reduction of class III peroxidase (PRX) gene expression. Our results indicate that BBX32 and HY5 are involved in the regulation of PSRs, and 35S:BBX32-SRDX and hy5 exhibit root tolerant phenotypes to Pi deficiency due to blockage of blue-light responses.

## Results and Discussion

### Identification of Transcription Factors Responsible for Pi Deficiency Tolerance

To identify transcription factors (TFs) that can be manipulated to allow plants growing well under minimal Pi fertilization, we grew the Arabidopsis Chimeric REpressor gene Silencing Technology (CRES-T) lines in Pi-deficient conditions and screened for plant phenotypes indicative of tolerance to Pi deficiency: larger plant size, longer primary root (PR) length, and lower anthocyanin accumulation than wild type (WT). The CRES-T can convert a transcriptional activator into a strong repressor by fusion with the plant-specific repression domain SRDX (superman repression domain X), leading to dominant repression of the target genes. The resultant transgenic plants exhibit phenotypes similar to those of the knockout mutants of the manipulated TF and its functionally redundant TFs (Hiratsu et al., 2003; Mitsuda and Ohme-Takagi, 2009). In this study, Arabidopsis CRES-T seedlings were grown on 1/2 MS medium with 10 μM Pi (K_2_HPO_4_) to isolate plants that show tolerance to Pi deficiency. A CRES-T line for *BBX32* gene (*35S:BBX32-SRDX*) was isolated and preferentially investigated.

The *35S:BBX32-SRDX* lines and the corresponding WT, Col-0, were grown on 1/2 MS media in the presence of 625 μM Pi (Pi sufficient) or 10 μM Pi (Pi deficient) for 10 days to confirm the tolerant phenotype. The PR growth of both WT and *35S:BBX32-SRDX* was inhibited under Pi deficient condition compared to Pi sufficient condition, while the PR lengths of *35S:BBX32-SRDX* were significantly longer than that of WT (**Figures 1A, B**). In addition, the fresh weight of *35S:BBX32-SRDX* under Pi deficiency was higher compared to the WT (**Figure 1C** and **Supplementary Figure 1**). The Pi-deficiency tolerance of *35S:BBX32-SRDX* was further confirmed by examination of Pi deficiency-responsive anthocyanin accumulation and gene expression. The anthocyanin content was increased in both WT and *35S:BBX32-SRDX* under Pi-deficient conditions; however, the level was significantly lower in *35S:BBX32-SRDX* than in WT (**Figure 2A**). The expression of *INDUCED BY PHOSPHATE STARVATION1* (*IPS1*), *RIBONUCLEASE 1* (*RNS1*), and *ACID PHOSPHATASE TYPE 5* (*ACP5*) was significantly induced by Pi deficiency in the WT, but their transcript levels were much lower in *35S:BBX32-SRDX* than in the WT (**Figures 2B–D**). These results indicate that *35S:BBX32-SRDX* plants appear to suffer less stress in Pi-deficient conditions compared to the WT.

**Figure 1:**
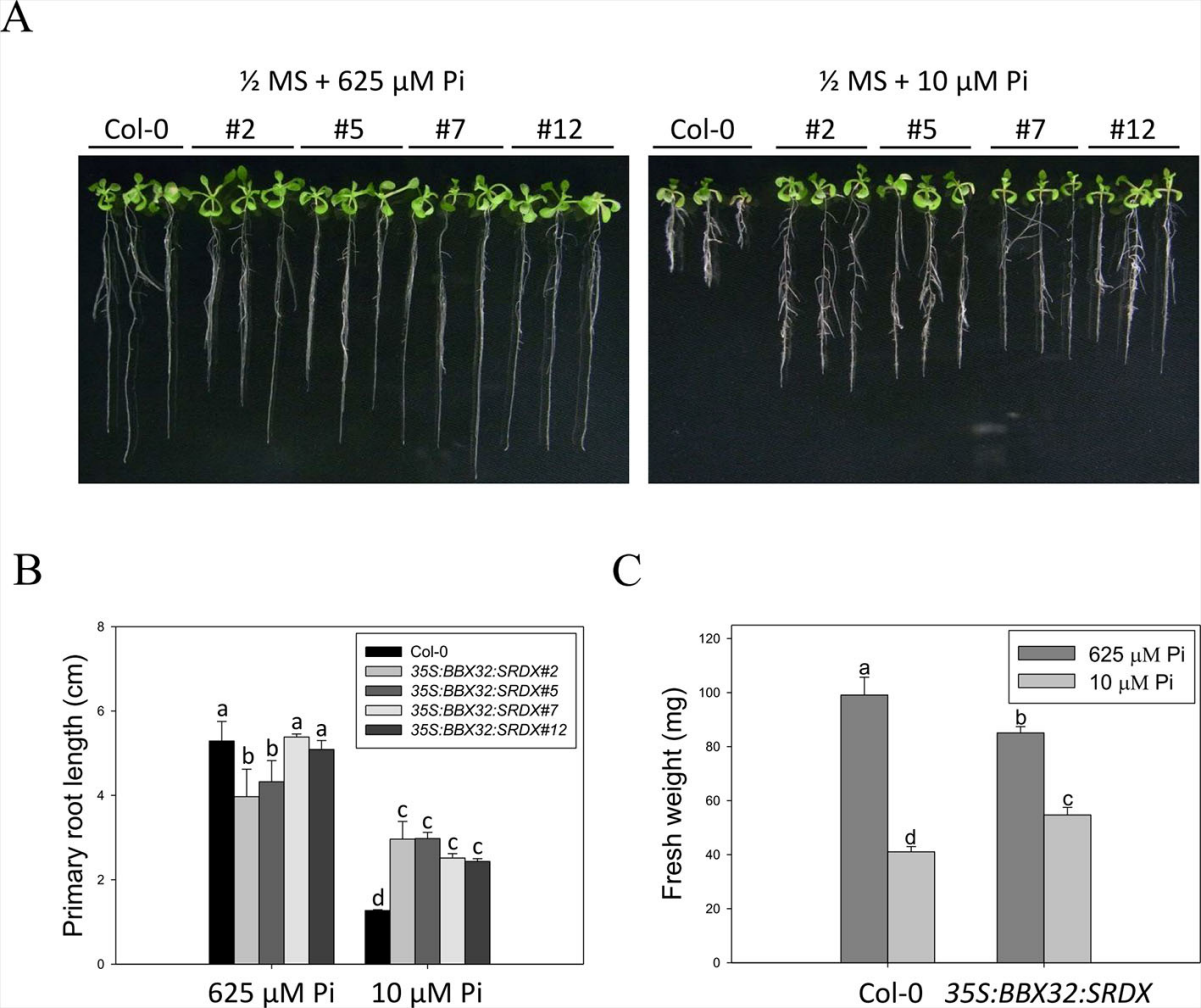
Primary root length and fresh weight of wild-type and *35S:BBX32-SRDX* seedlings in response to Pi treatment. **(A)** Wildtype (Col-0) and *35S:BBX32-SRDX* seedlings (line#2, 5, 7, 12) grown in Pi-sufficient (625 μM) and Pi-deficient (10 μM) conditions. **(B)** Primary root (PR) lengths after growth on vertical plates for 10 days. **(C)** Seedling fresh weights (FWs) after growth on horizontal plates for 16 days. The FW of *35S:BBX32-SRDX* is the average of the four lines used in this study. Data represent the means ± standard error (SE) of four independent experiments. Different letters above the bars indicate statistically significant differences among the means based on Two-way ANOVA (Analysis of Variance) followed by Fisher's LSD (Least Significant Difference) tests (*P < *0.05).

**Figure 2:**
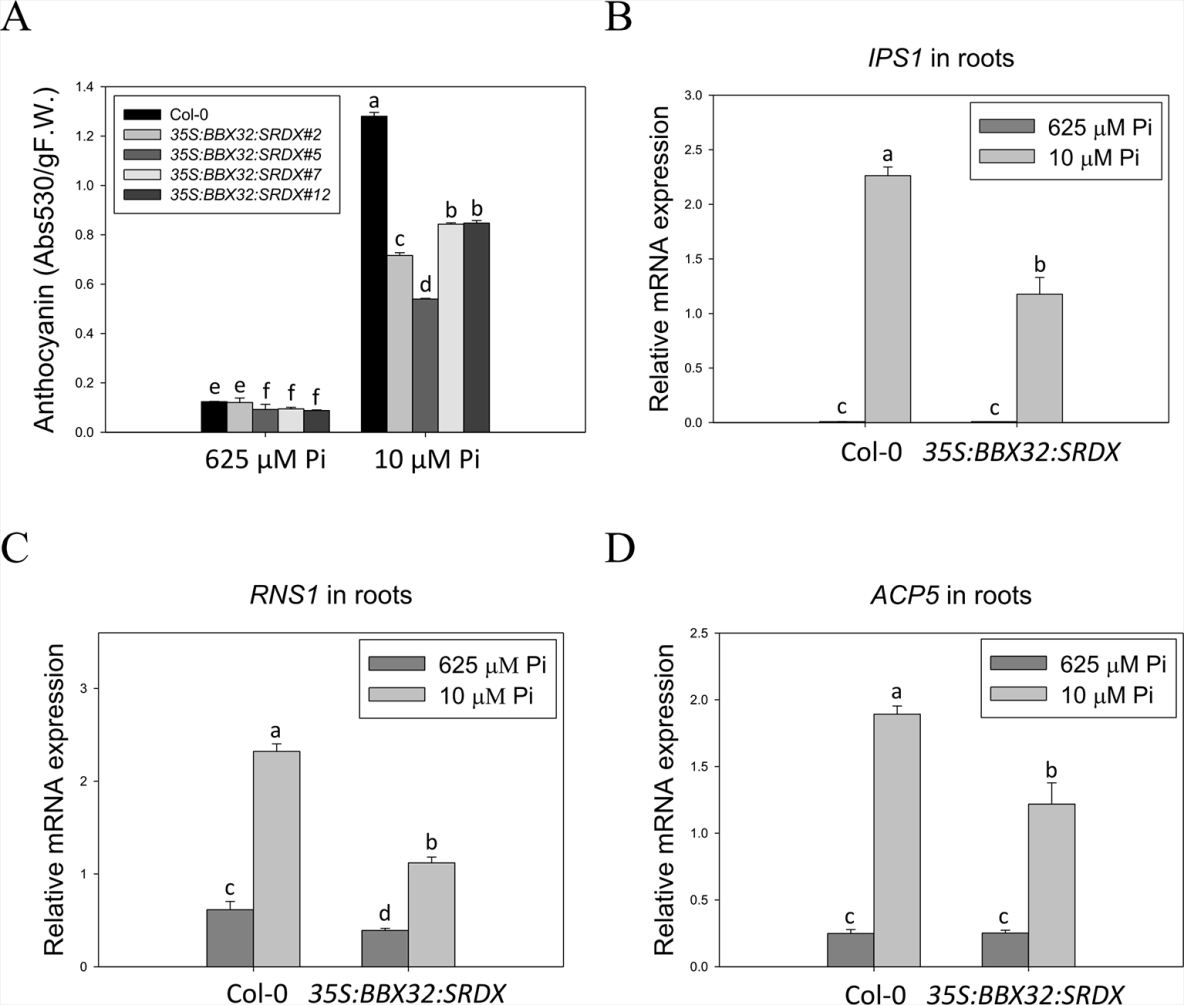
Lower level of anthocyanin content and PSI gene expression in *35S:BBX32-SRDX* plants. Low Pi-induced anthocyanin accumulation in Col-0 and *35S:BBX32-SRDX* **(A)**. Expression level of *IPS1* **(B)**, *RNS1* **(C)**, and *ACP5* **(D)**. Anthocyanin content of 10-day-old seedlings was extracted by 45% methanol and 5% acetic acid. The relative level of anthocyanin was calculated from the absorbance at 530 and 637 nm. RNA extracted from 10-day-old seedlings was subjected to real-time RT-PCR. Data represent means ± standard error (SE) of three independent experiments. Different letters above the bars indicate statistically significant differences among the means based on Two-way ANOVA followed by Fisher's LSD test (*P* < 0.05).

### Phenotype of Overexpression and Knockout Lines of *BBX32*

To further examine the role of *BBX32* in response to Pi deficiency, the overexpression lines of *BBX32* (*35S:BBX32*) and *bbx32* knockout plants (SALK_059534) were generated and examined. The *35S:BBX32* plants exhibited a Pi deficiency-tolerant phenotype as *35S:BBX32-SRDX* plants (**Figures 3A, B**), while the inhibition of PR length of *bbx32* under Pi deficiency was similar to that of WT (**Figure 3C**). As shown previously, when a TF is a repressor or inhibitor of transcription, the chimeric repressor and the ectopic expression of a TF exhibit a similar phenotype but show opposite to the knockout line (Matsui et al., 2008; Ikeda et al., 2012). These indicate that BBX32 is likely to play a role in negative regulation in response to Pi deficiency.

**Figure 3:**
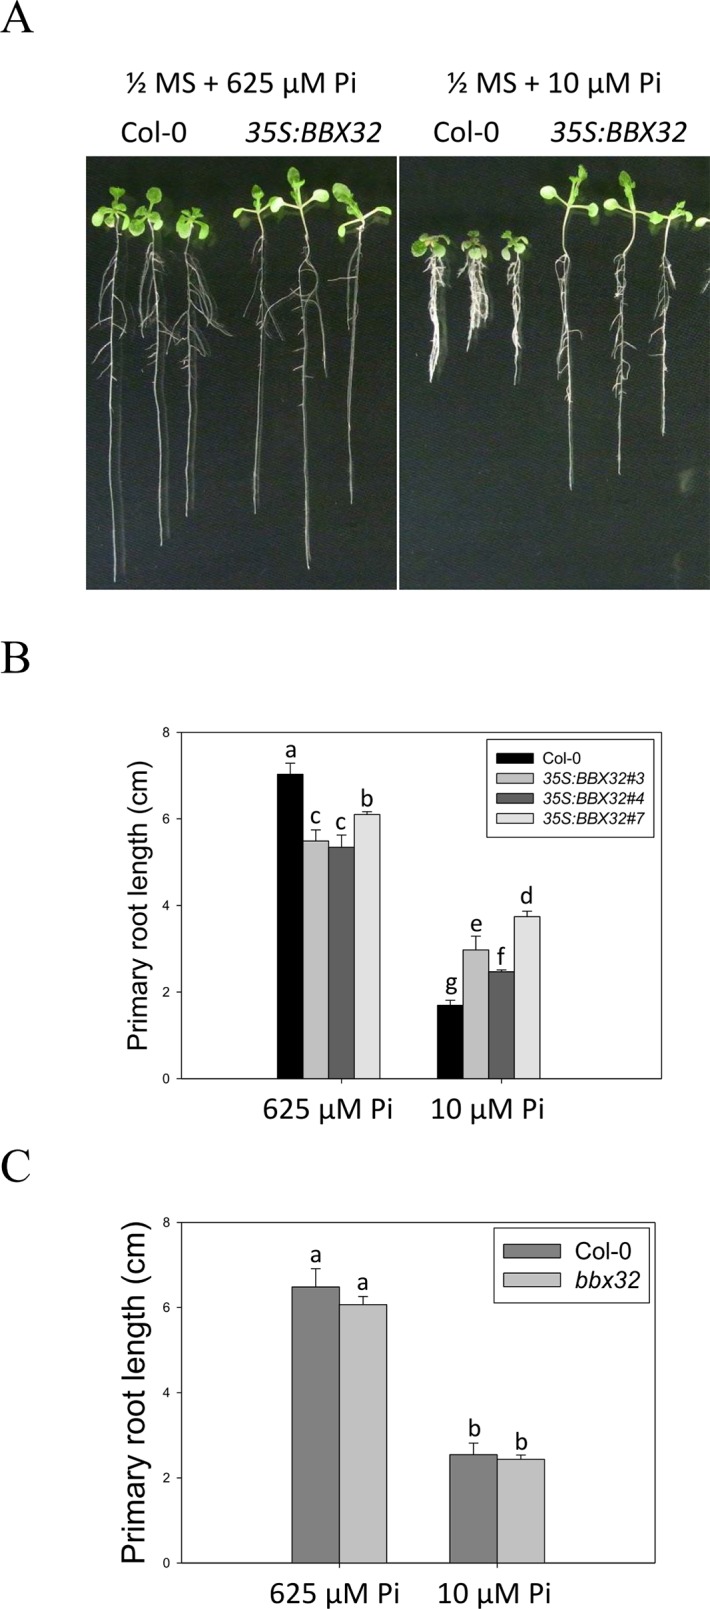
Primary root length of *35S:BBX32* and *bbx32* seedlings in response to Pi treatment. **(A)** Wildtype and *35S:BBX32* seedlings (line#3, 4, 7) grown in Pi-sufficient and Pi-deficient conditions. **(B)** PR lengths of *35S:BBX32* after growth on vertical plates for 10 days. **(C)** PR length of *bbx32* after growth on vertical plates for 10 days. Data represent the means ± standard error (SE) of four independent experiments. Different letters above the bars indicate statistically significant differences among the means based on Two-way ANOVA followed by Fisher's LSD test (*P* < 0.05).

### Tolerant Phenotypes of *hy5-215* Mutants Under Pi Deficiency

BBX32 has been reported to modulate light signaling through suppressing activity of ELONGATED HYPOCOTYL 5 (HY5), a bzip TF involved in the regulation of photomorphogenesis. Overexpression of *BBX32* induces hypocotyl elongation in response to multiple wavelengths of light as in *hy5* mutant and represses HY5-regulated gene expression (Holtan et al., 2011). Therefore, we examined whether *hy5* mutant also exhibits Pi deficiency-tolerant phenotype. Here, we used *hy5-215*, generated by ethyl methanesulfonate mutagenesis, for further study (Oyama et al., 1997). The PR lengths of WT were significantly reduced under Pi-deficient conditions when compared with those grown under Pi-sufficient conditions, while only slight inhibition of PR growth was observed in the *hy5-215* mutant between Pi-sufficient and Pi-deficient conditions (**Figures 4A, B**). WT fresh weight declined to 37% under Pi deficient-conditions compared to Pi-sufficient conditions, while *hy5-215* fresh weight declined to 65% under Pi deficient-conditions compared to Pi-sufficient conditions (**Figure 4C** and **Supplementary Figure 2**). We also confirmed the tolerance of *hy5-215* to Pi deficiency by examination of several well-known PSRs including expression of ribonuclease, purple acid phosphatase, and anthocyanin biosynthesis genes (**Supplementary Note** and **Figures 3–5**). These results indicate that the Pi-deficiency tolerant phenotype of *35S:BBX32-SRDX* and *35S:BBX32* plants may indeed result from repression of HY5 function. We, therefore, would use *hy5-215* mutant for further studies to address the tolerance mechanisms.

**Figure 4:**
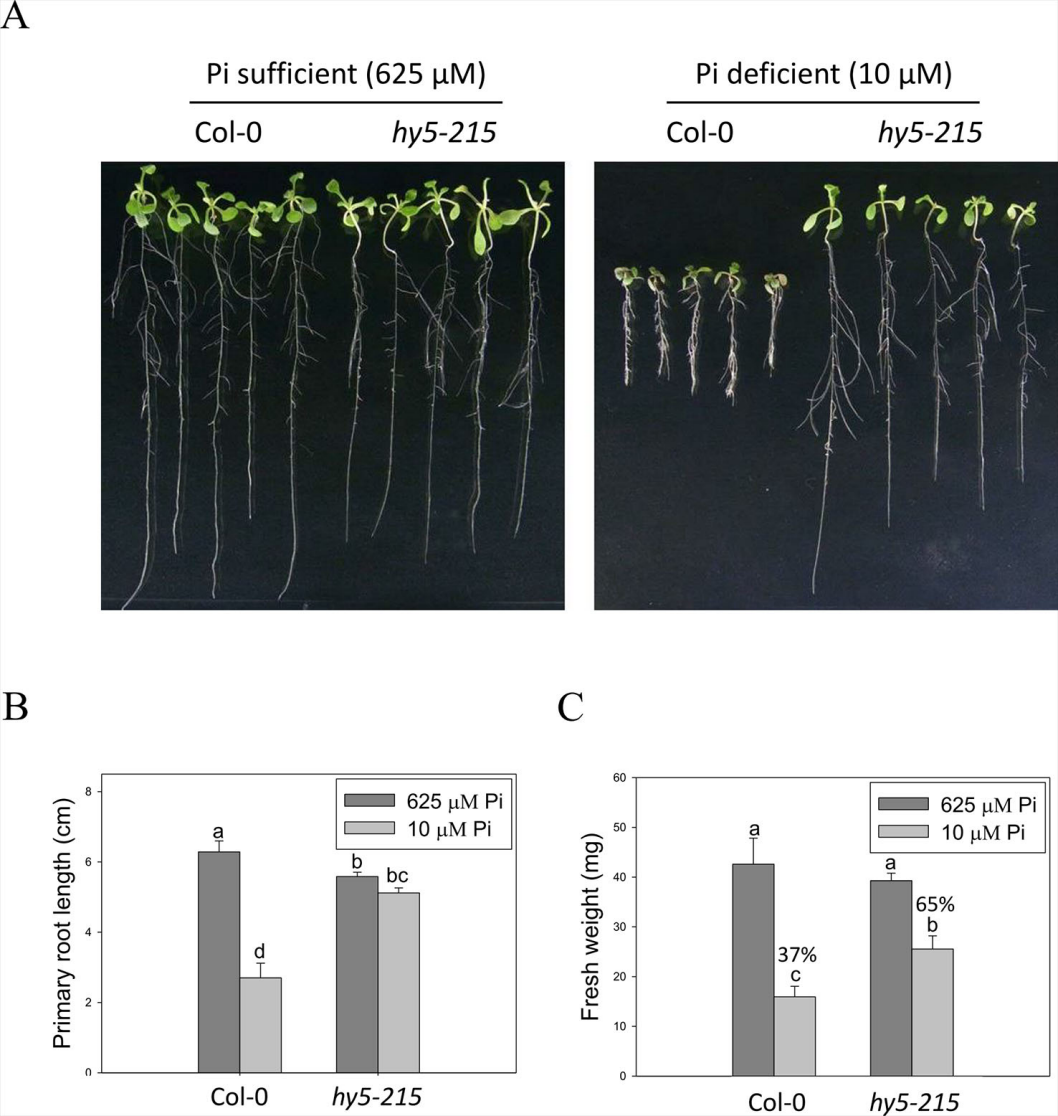
Primary root length and fresh weight of wild-type and mutant seedlings in response to Pi treatment. **(A)** Wildtype and *hy5-215* seedlings grown in Pi-sufficient and Pi-deficient conditions. **(B)** PR lengths after growth on vertical plates for 10 days. **(C)** Seedling FWs after growth on horizontal plates for 14 days. Data represent the means ± standard error (SE) of four independent experiments. Different letters above the bars indicate statistically significant differences among the means based on Two-way ANOVA (Analysis of Variance) followed by Fisher's LSD (Least Significant Difference) tests (*P < *0.05).

### Alteration of Root Architecture in *hy5-215* Is Not Responsible to Pi-Deficiency Tolerance

Plant root architecture, the spatial arrangement of a root system, is highly plastic in response to depletion of mineral nutrients. Modiﬁcations of RA through altering the number, length, angle, and diameter of roots or root hairs enable plants to cope with nutrient shortages (Gruber et al., 2013). The “topsoil foraging” strategy is employed to get immobile Pi from the Pi-enriched upper-layer soil under Pi deficiency; in topsoil foraging, plants inhibit PR growth but enhance lateral root (LR) growth and root hair formation, thus increasing the surface area available for Pi uptake (Péret et al., 2011; Sato and Miura, 2011; Niu, 2013). In this study, a great number of root hairs were initiated in the WT under Pi-deficient conditions, whereas *hy5-215* formed fewer and shorter root hairs (**Figure 5A**), suggesting that *hy5-215* may not show as strong of a response to Pi deficiency as WT. Bhosale et al. (2018) reported that Arabidopsis root hair elongation in response to low Pi is regulated by an auxin-dependent pathway mediated by TAA1, AUX1, ARF19, RSL2, and RSL4. We analyzed expression levels of these genes in the roots of WT and *hy5-215* and found no significant difference between WT and mutant (data not shown), suggesting the *hy5-215* phenotype doesn't result from suppression of root hair elongation. It is worth noting that LR numbers and lengths were not enhanced by low-Pi treatment in either WT or *hy5-215*. Instead, LR growth was repressed by our Pi deficiency condition (**Figures 5B–D**). This inconsistency to previous findings may result from different Pi concentrations and experimental conditions used in the different studies. Plants grown at relatively higher levels of Pi (> 1 mM) in Pi-sufficient media form fewer or almost no LRs (Pérez-Torres et al., 2008; Lei et al., 2011). However, Pi-sufficient treatment (625 μM) in this work induces much more LR formation and growth. This is in agreement with the previous reports that used relative lower concentrations for Pi-sufficient treatments (Devaiah et al., 2007a; Pérez-Torres et al., 2008; Devaiah et al., 2009; Lei et al., 2011; Gruber et al., 2013).

**Figure 5:**
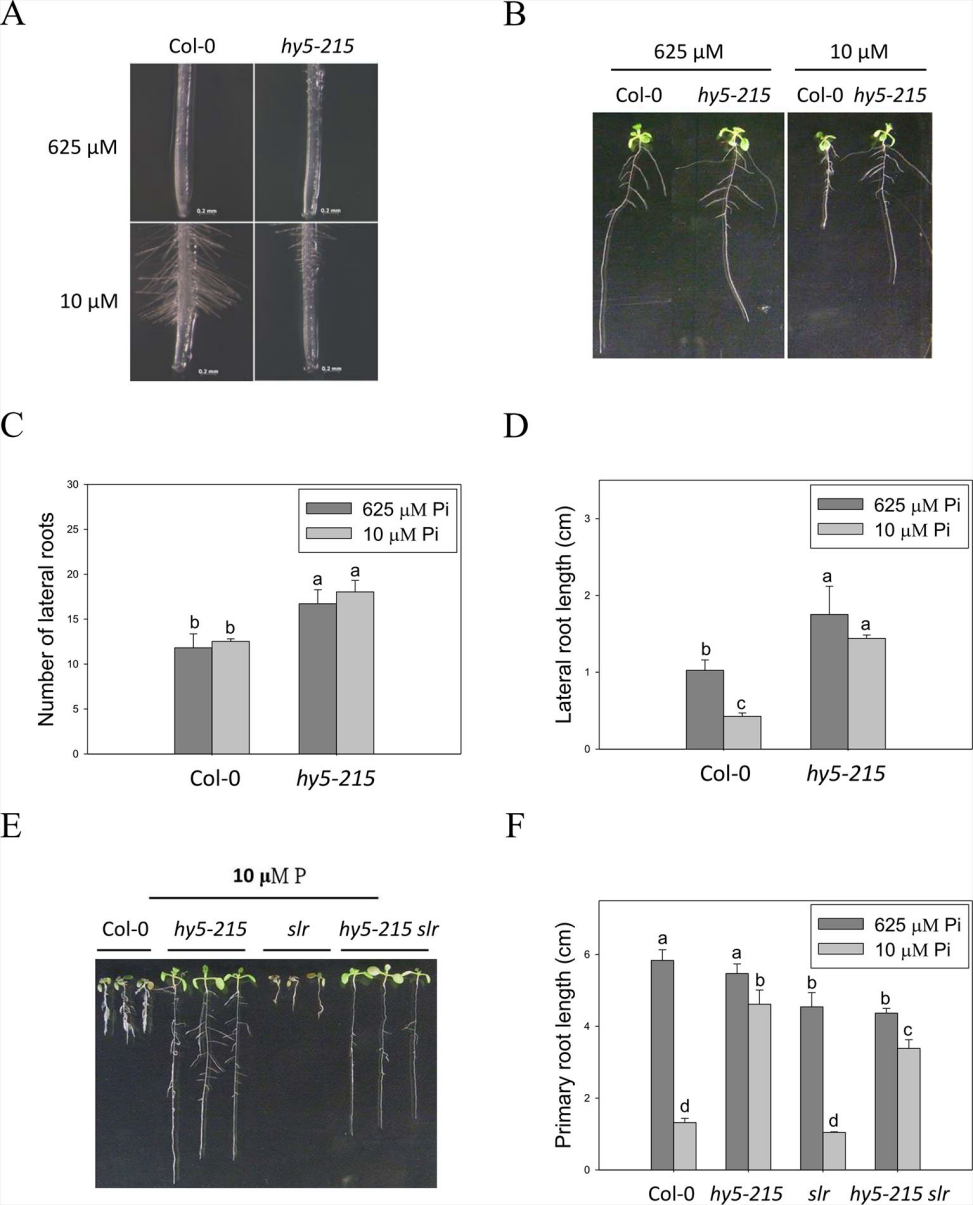
Root hair formation and root architecture of wild-type and mutant seedlings in response to Pi treatment. **(A)** Root hair formation of Col-0 and *hy5-215* after growth of 7 days. **(B)** Root architecture of Col-0 and *hy5-215* after growth of 10 days. **(C)** Increase of LR number in *hy5-215* plants. **(D)** Increase of LR length in *hy5-215* plants. **(E)** The Col-0, *hy5-215*, *slr*, and *hy5-215slr-1* seedlings grown in Pi-sufficient and Pi-deficient conditions. **(F)** PR length in Col-0, *hy5-215*, *slr*, and *hy5-215slr-1*. All the seedlings were grown on 1/2 MS medium with 625 or 10 μM Pi for 7 to 10 days. Data represent means ± SE of four independent experiments. Different letters above the bars indicate statistically significant differences among the means based on Two-way ANOVA followed by Fisher's LSD tests (*P < *0.05).

Although LR growth was not enhanced by Pi starvation in this study, a root system possessing more and longer LRs was found in *hy5-215* in both Pi-sufficient and Pi-deficient conditions (**Figures 5B–D**). A similar phenotype was found in *35S:BBX32-SRDX* (**Supplementary Figure 6**). To examine whether the increased LR number and lengths contribute to the Pi-deficiency tolerance in *hy5-215*, a double mutant constructed with *hy5-215* and *solitary-root-1* (*slr-1*), a gain-of-function mutant of IAA14 (a repressor of auxin signaling) that does not produce LRs, was examined under Pi deficiency (Fukaki et al., 2002; Kobayashi et al., 2012). The *hy5-215 slr-1* double mutant showed a long-hypocotyl phenotype similar to that of *hy5-215* and a PR lacking LR growth similar to the *slr-1* phenotype. Interestingly, the PR elongation of *hy5-215 slr-1* seedlings was only slightly inhibited by Pi deficiency, although the PR of *hy5-215 slr-1* was shorter than that of *hy5-215* in the respective conditions (**Figures 5E, F**). The results revealed that LR growth is beneficial for growth on Pi-deficient medium, but the change in *hy5-215* root architecture does not appear to be responsible for the observed tolerance to Pi deficiency in *hy5-215*. Auxin signaling was reported to be enhanced in Arabidopsis *hy5* mutants (Oyama et al., 1997; Cluis et al., 2004), whereas it may be repressed in *hy5-215 slr-1* mutants due to the gain-of-function mutation of *SLR/IAA14*. Therefore, the similar tolerance phenotypes between *hy5-215 slr-1* and *hy5-215* also suggest that auxin signaling may not be responsible for the Pi-deficiency tolerance in *hy5-215*.

### External Pi Acquisition Is Not Involved in Pi-Deficiency Tolerance of *hy5-215*

Enhancement of Pi inﬂux through induction of high-afﬁnity Pi transporter genes is one of the conserved strategies evolved by plants to optimize their growth in response to Pi limitation. There are nine genes encoding *PHT* homologs (*PHT1;1–PHT1;9*) in the Arabidopsis genome. Most of the *PHT1* family genes are strongly induced by low Pi treatment within the ﬁrst 12 hours (Bayle et al., 2011; Nussaume et al., 2011). Functional studies show a major role for PHT1 in Pi acquisition in roots from Pi-deficient environment; however, some of the PHTs are also required for Pi mobilization (PHT1;5, PHT1;8 and PHT1;9), ﬂower development (PHT1;6), and Pi uptake in Pi replete condition (PHT1;1 and PHT1;4) (Nussaume et al., 2011; Nagarajan et al., 2011; Lapis-Gaza et al., 2014). In this study, we found that expression of *PHT1* family genes was lower in *hy5-215* shoots than in the WT, suggesting *hy5-215* may not be as deficient as WT under low Pi treatment (**Supplementary Figure 7**). However, three *PHT1* genes, *PHT1;5*, *PHT1;8,* and *PHT1;9*, were induced in a higher level in *hy5-215* roots under both sufficient and deficient conditions (**Supplementary Figure 8** and **Table 1**). 

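The arrays cover *PHT1;5*, *PHT1;8* and *PHT1;9* in *hy5-215* roots at both Pi levels, with 3 replicates per group under white light. The paper also measured these genes by RT-qPCR of seedlings, which was not analysed here. Under Pi deficiency, the log2 signal of *PHT1;5* (AT2G32830) was -1.85 ± 0.94 (SD, n = 3) in *hy5-215* and -2.35 ± 0.79 (SD, n = 3) in the WT, relative to the 75th percentile of each array. Its log2 fold change was 0.50 (SE 0.59, adjusted p = 0.636 from limma over all genes) under Pi deficiency and 0.70 (adjusted p = 0.539) under Pi sufficiency, and without *hy5-215* replicate 1 the first value was -0.02. *PHT1;8* (AT1G20860) had 0.41 (SE 0.29, adjusted p = 0.393) and 0.30 (adjusted p = 0.607). The latter was -0.00 under another background correction, normexp on the median spot signal, and 1.37 (adjusted p = 0.00609) with the mean of its probes in place of the brightest. *PHT1;9* had 0.23 (SE 0.39, adjusted p = 0.755) under Pi deficiency and 1.08 (SE 0.39, adjusted p = 0.107) under Pi sufficiency, where the *hy5-215* arrays lay above the WT arrays and the adjusted p was 0.0278 with the slide as a block and 0.0495 without *hy5-215* replicate 2. The other 4 differences did not pass the threshold under these fits, with or without the block. Of the 9 *PHT1* genes, 4 changes in roots passed the adjusted p over both Pi levels. Under Pi deficiency they were *PHT1;3* (AT5G43360) with 0.85 (adjusted p = 0.0389) and *PHT1;7*, which was lower, with -1.92 (adjusted p = 0.0410), and under Pi sufficiency *PHT1;1* with 0.62 (adjusted p = 0.0151) and *PHT1;2* (AT5G43370) with 0.63 (adjusted p = 0.0156). This number was 1 without *hy5-215* replicate 3 under Pi sufficiency.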

To demonstrate whether the higher *PHT1* gene expression in *hy5-215* roots can increase Pi uptake and subsequently contribute to Pi-deficiency tolerance, the free Pi content was measured. Unexpectedly, a great reduction of Pi level was found in *hy5-215* shoots under Pi sufficient condition (**Figure 6A**). Although Pi content was slightly higher in *hy5-215* shoots than in WT under Pi deficiency, no statistically significant difference (*P <*0.05) was found between them. In addition, there was no significant difference between WT and *hy5-215* in roots (**Figure 6B**). The results indicated that the elevated amounts of *PHT1* transcripts in *hy5-215* roots might not or only partially contribute to Pi deficiency tolerance of *hy5-215*. To verify this finding, we cultured WT and *hy5-215* plants on Pi-free media. The *hy5-215* plants exhibited similar growth on Pi-free medium and on Pi-deficient medium containing 10 µM Pi. The PR length of *hy5-215* grown on Pi-free medium was only slightly diminished compared to that of plants grown on Pi-deficient medium (**Figure 6C** and **Supplementary Figure 9A**). A similar phenotype was found in *35S:BBX32-SRDX* (**Supplementary Figure 9B**). Altogether, these results indicate that the induction of *PHT1;5*, *PHT1;8*, and *PHT1;9* in *hy5-215* roots may be involved in Pi translocation from roots to shoots but not Pi uptake from roots, and the root tolerant phenotype of *hy5-215* to Pi deficiency is not related to extracellular Pi acquisition. Furthermore, it also suggests that the pre-accumulated Pi in seeds during seed development is sufficient to support *hy5-215* growth at the early stages of Pi deficiency.

**Figure 6:**
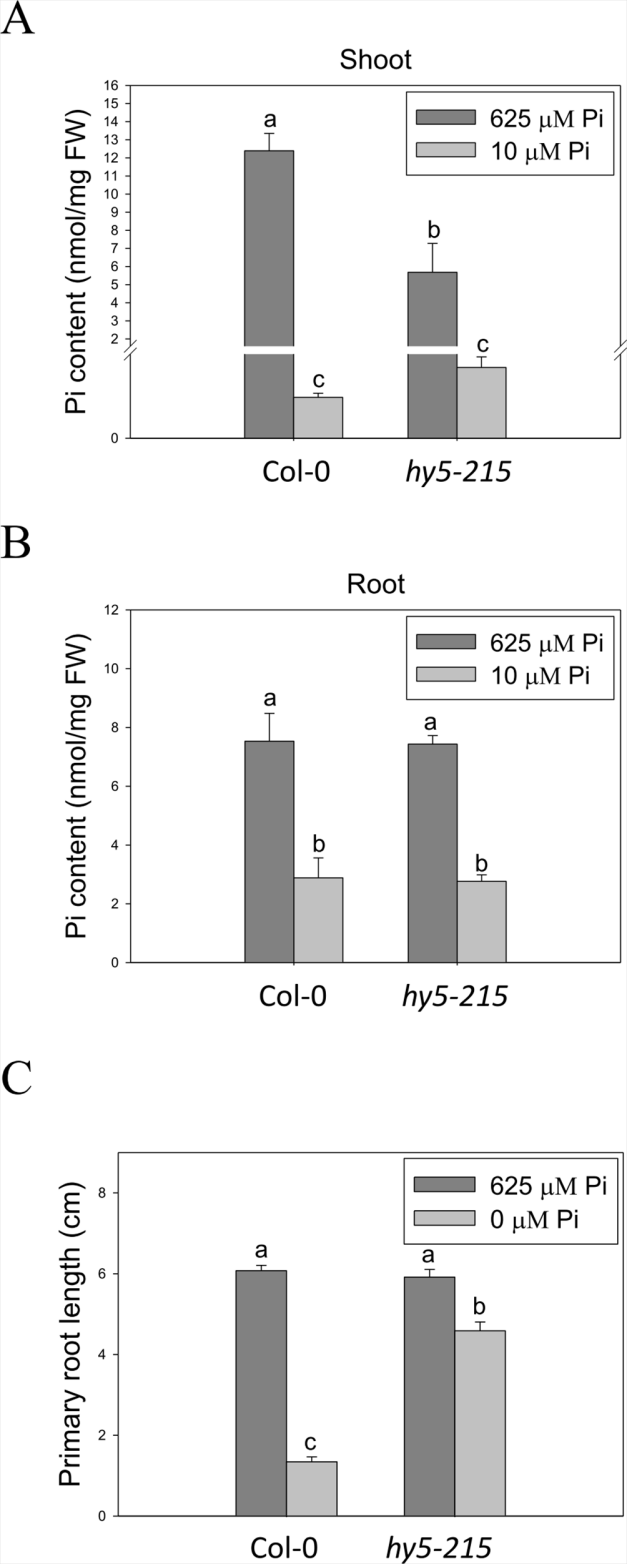
Pi content in wild-type and mutant seedlings in response to Pi treatment. **(A)** Soot Pi content in Col-0 and *hy5-215*. **(B)** Root Pi content in Col-0 and *hy5-215*. **(C)** PR length in Col-0 and *hy5-215* when Pi was sufficient or absent. The seedlings were grown on 1/2 MS medium with 625, 10, or 0 μM Pi for 10 days. Data represent means ± SE of four independent experiments. Different letters above the bars indicate statistically significant differences among the means based on Two-way ANOVA followed by Fisher's LSD tests (*P < *0.05).

### Lower Level of Pi Deficiency-Inducible Membrane Glycolipids in *hy5-215*

Since Pi deficiency tolerance of *hy5-215* was not due to Pi acquisition, we investigated Pi use efficiency in the mutant and wild type. Improvement of Pi utilization efficiency helps plants to conserve internal Pi and can involve the recycling of Pi from senescent tissues and the replacement of Pi from cellular structures or metabolic processes by alternative non-Pi compounds (Kobayashi et al., 2006; Rose et al., 2013). Membrane lipid remodeling, in which phospholipids are hydrolyzed and replaced by non-phosphorus glycolipids, such as sulfoquinovosyldiacylglycerol (SQDG) and digalactosyldiacylglycerol (DGDG), is a representative mechanism of Pi recycling, which improves Pi use efficiency (Kobayashi et al., 2006; Nakamura, 2013). Therefore, we analyzed the expression of genes involved in hydrolysis of phospholipids, non-specific phospholipase C4 gene (*NPC4*), and synthesis of SQDG and DGDG including *SQD1*, *SQD2*, *MGDG2*, and *MGDG3* (monogalactosyldiacylglycerol synthetic genes) in the WT and *hy5-215*. All the analyzed genes were induced by Pi deficiency, but the expression levels were lower in *hy5-215* than in the WT (**Supplementary Figures 10A–E**). The lipid composition calculated as the ratio of DGDG and PC (phosphatidylcholine), one of the major membrane phospholipids, is used as a marker to indicate a Pi-deficient state (Kobayashi et al., 2006). Enhancement of the DGDG/PC ratio represents an increase in DGDG biosynthesis to replace membrane phospholipids in response to Pi deficiency. A lower ratio of DGDG/PC was found in *hy5-215* under Pi-deficient conditions (**Supplementary Figure 10F**), indicating that the increased tolerance to Pi deficiency in *hy5-215* mutants is not caused by increased free Pi from phospholipids.

### Light Quality Is Involved in Regulation of Pi Deficiency Response

Because HY5 acts as an integrator of different light signaling pathways downstream of multiple photoreceptor families and regulates photomorphogenesis (Cluis et al., 2004), we examined the effect of light on *hy5-215* tolerance to Pi deficiency. When the seedlings were grown in Pi-deficient conditions under continuous white light, WT and *hy5-215* PR lengths were 28% and 46% of PR lengths under Pi-sufficient conditions, respectively (**Figure 7A**). Under continuous dark, there were no significant differences in PR growth between WT and *hy5-215* (**Figure 7B**). These results, together with the results from long-day treatments (16 h light/8 h dark; **Figure 4B**), indicate that increased light irradiation time inhibits Arabidopsis PR growth in Pi-deficient conditions. Therefore, light may play a role in *hy5-215* tolerance to Pi deficiency.

**Figure 7:**
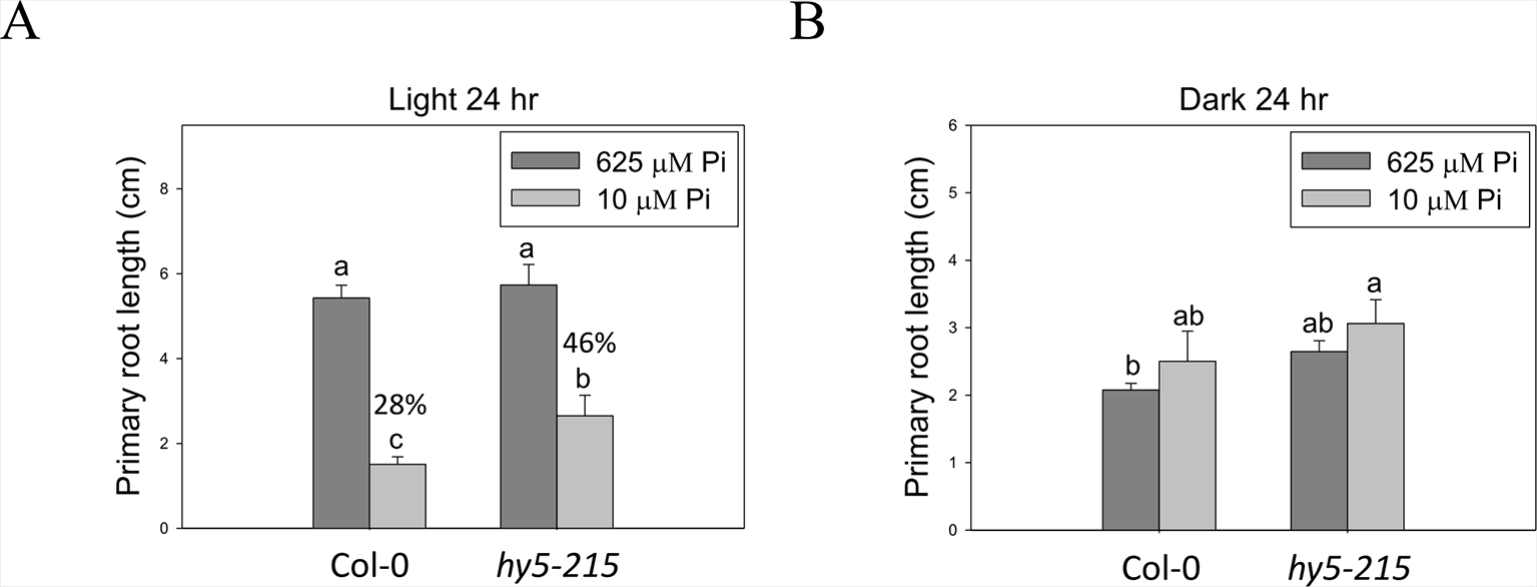
Effect of light on Pi-deficiency tolerance in Arabidopsis. The seedlings were grown on 1/2 MS media with 625 or 10 μM Pi under continuous light **(A)** or dark **(B)** treatments. The PR length was measured after 10 days of growth. Data represent means ± SE of four independent experiments. Different letters above the bars indicate statistically significant differences among the means based on Two-way ANOVA followed by Fisher's LSD test (*P < *0.05).

To better understand light effects on Pi-deficiency tolerance, Arabidopsis plants were grown under continuous blue (B), red (R), and far-red (FR) light. PR growth was inhibited by Pi deficiency in the WT under continuous B light (**Figures 8A, B**). In contrast, the same level of inhibition by Pi deficiency under B light was not observed in *hy5-215*. Interestingly, PR growth was not inhibited by Pi deficiency in the WT and all tested mutants when grown under continuous R and FR irradiation (**Figures 8A, C**). These results indicate that the root tolerant phenotype of *hy5-215* to Pi deficiency is negatively regulated by B light. To further confirm this finding, the B light receptor mutants, *cry1 cry2* and *phot1 phot2*, were examined under Pi deficiency (Fankhauser and Chory, 1999; Kinoshita et al., 2001). Indeed, a tolerant phenotype to Pi deficiency was found in these two mutants (**Figure 9**). Therefore, the tolerance of *hy5-215* to Pi deficiency likely results from blockage of B light responses, and the tolerance mechanism may be related to enhancement of internal Pi recycling or utilization efficiency but not external Pi acquisition due to the observation of *hy5-215* tolerance on Pi-free condition. Our findings may provide valuable insights for developing Pi deficiency-tolerant crops in the future. Furthermore, light quality-regulated responses to Pi deficiency may allow indoor plant growers to reduce Pi fertilizer application through proper illumination.

**Figure 8:**
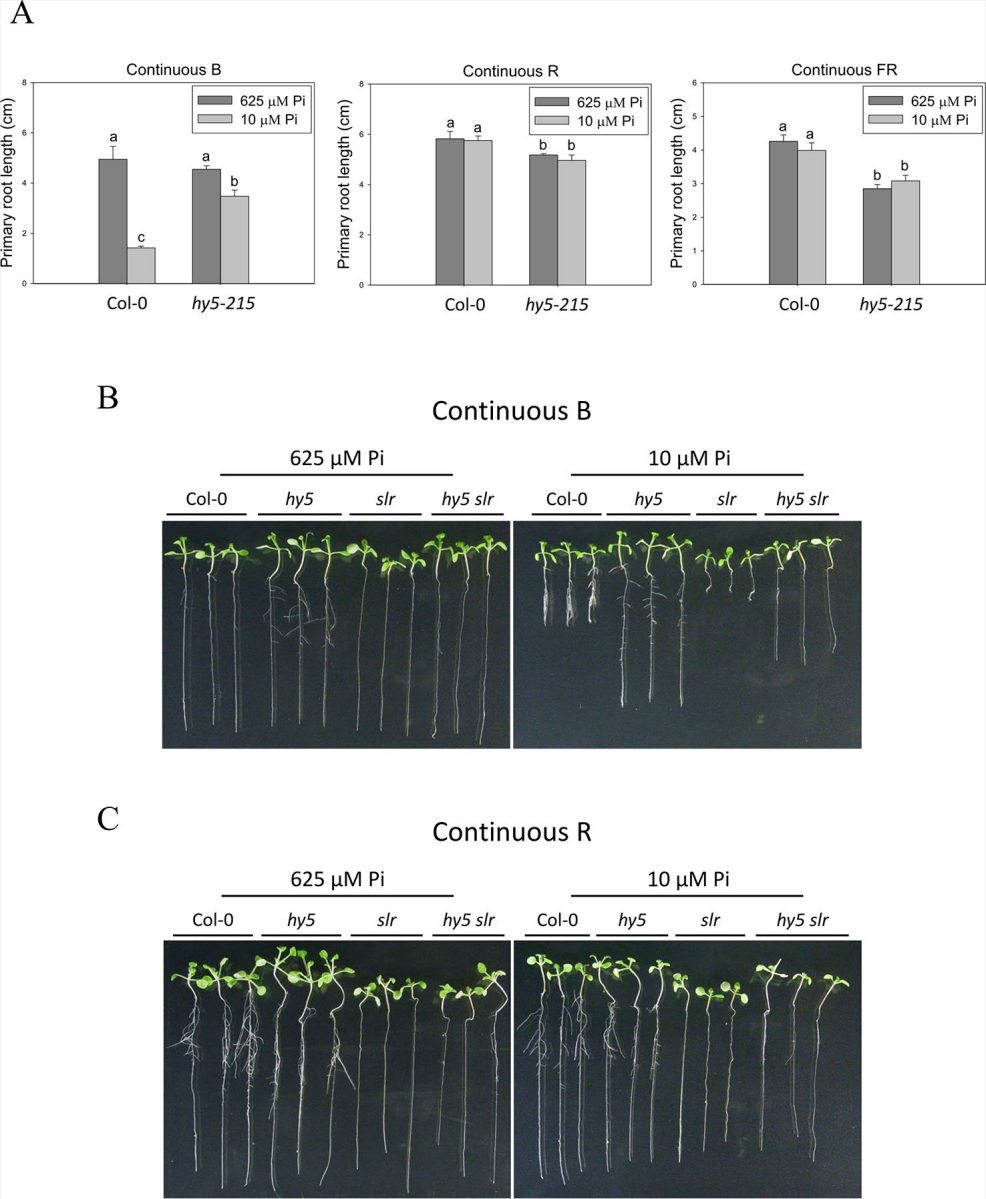
Effect of light quality on primary root length in Arabidopsis. The Col-0 and *hy5-215* seedlings were grown on 1/2 MS media with 625 or 10 μM Pi under continuous blue (B), red (R), or far red (FR) light treatments, respectively. The PR length was measured after 10 days of growth **(A)**. The Col-0, *hy5-215*, *slr*, and *hy5-215slr-1* seedlings grown on Pi-sufficient and Pi-deficient media under continuous B **(B)** and R **(C)** light treatments. Data represent means ± SE of four independent experiments. Different letters above the bars indicate statistically significant differences among the means based on Two-way ANOVA followed by Fisher's LSD test (*P < *0.05).

**Figure 9:**
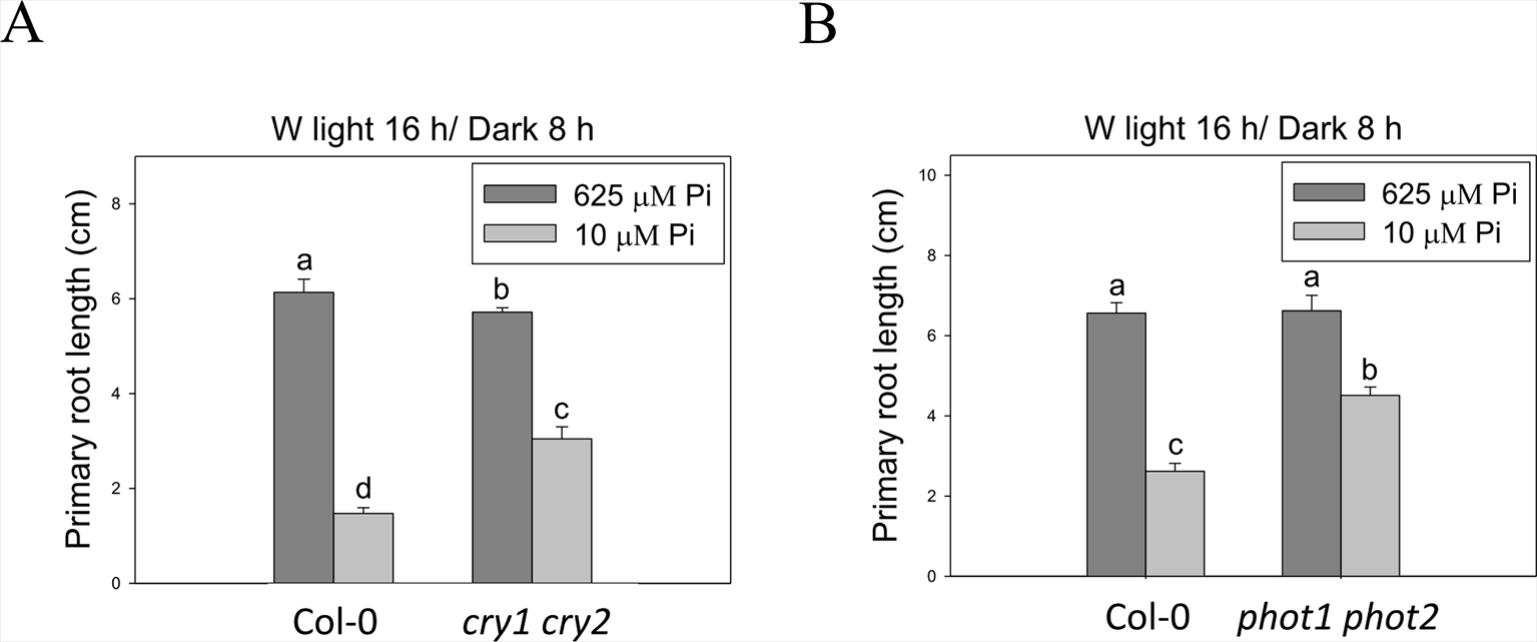
Primary root length of wild-type and blue light receptor mutant seedlings in response to Pi treatment. The blue light receptor mutants, *cry1 cry2* **(A)** and *phot1 phot2* **(B)**, were grown on Pi-sufficient and Pi-deficient media under long-day condition (16 h light/8 h dark). The PR length was measured after 10 days of growth. Data represent means ± SE of four independent experiments. Different letters above the bars indicate statistically significant differences among the means based on Two-way ANOVA followed by Fisher's LSD test (*P < *0.05).

### Identification of Possible Candidate Genes Responsible for Pi-Deficiency Tolerance in *35S:BBX32-SRDX* and *hy5-215*

To determine the Pi-deficiency tolerance mechanism of *hy5-215* and *35S:BBX32-SRDX*, we performed several microarray experiments using mRNAs from shoots and roots. 

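RNA from shoots and roots of *hy5-215*, *35S:BBX32-SRDX* and the WT (Col-0), grown under white light with 625 µM Pi (Pi sufficiency) or 10 µM Pi (Pi deficiency), was labelled with Cy3 and hybridised to 1-colour Agilent arrays, 1 sample per array. Each line was compared with WT plants of its own set, and each set had 24 arrays, with 3 replicates for each genotype, organ and Pi level. The paper gives 22°C and 16 h of light per day, while the sample labels give 23°C, 16 h of light per day and an age of 4 weeks. The labels of these sets name the tissue of the shoot arrays as leaf, and shoot is used here as in the paper. The deposited signals had been background-subtracted and corrected for spatial trends by Agilent's Feature Extraction software, and had not been normalized between arrays. Of the 43803 spots per array that were not controls, between 68.5% and 81.5% were well above background in the *hy5-215* set and between 74.9% and 83.7% in the *35S:BBX32-SRDX* set. Log2 signals were expressed here relative to the 75th percentile of each array, which lay between 3576 and 7651 signal units in the *hy5-215* set and between 2417 and 4883 in the *35S:BBX32-SRDX* set. Each gene was represented by its probe with the highest mean signal, and it was tested if that probe was well above background on all arrays of at least 1 of the 4 groups of an organ. The 4 groups of a set and organ were fitted together with limma. A gene was called with a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2 or under 0.5, the fold limits that the paper gives for Supplementary Tables 2 and 3. Within groups, the median SD between replicates was between 0.12 and 0.25 on the log2 scale. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.10. Each slide carried the 4 groups of an organ for 1 replicate, with each group at the same place on every slide. Across genes, the deviations of arrays from their group means correlated within a slide, with a mean r between 0.43 and 0.54 over the 4 combinations of set and organ. The tests were therefore repeated with the slide as a block. Blocked values are given beside many of the calls it changed and of the counts it moved by more than 1.5 times, but not beside all.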

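The manipulated genes were read first. In roots under Pi deficiency, the log2 signal of *HY5* (AT5G11260) was -0.81 ± 0.09 (SD, n = 3) in *hy5-215* and 1.25 ± 0.24 (SD, n = 3) in the WT. Its log2 fold change was -2.05 (SE 0.12, adjusted p = 9.16e-06 from limma), and under Pi sufficiency it was -1.91 (SE 0.12). In shoots under Pi deficiency, the log2 fold change of *HY5* was -0.03 (SE 0.53, adjusted p = 1.00), and it lay between -0.52 and 0.51 with each array left out in turn, so the shoots gave no direction. The *BBX32* probe (AT3G21150) read 5.81 ± 0.44 (SD, n = 3) in *35S:BBX32-SRDX* roots and -4.55 ± 2.28 (SD, n = 3) in WT roots under Pi deficiency, a log2 fold change of 10.35 (SE 0.85, adjusted p = 0.000109). The wide spread in the WT came from replicate 2, and without it the log2 fold change was 11.67. In shoots, the signals were 4.55 ± 0.08 and -3.65 ± 0.73 (SD, n = 3 each), a log2 fold change of 8.21 (SE 0.29, adjusted p = 7.88e-07).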

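In roots under Pi deficiency, 1328 of the 22018 genes tested were called in *hy5-215* against the WT, 639 higher and 689 lower. In *35S:BBX32-SRDX* roots, 1177 of 22520 genes were called, 571 higher and 606 lower. Dropping the fold limit moved these counts to 4114 and 2401 genes, and an unadjusted p under 0.05 from limma counted 6731 and 5023. Scaling each array to the median of its detected probes, an alternative chosen after the values were seen, moved the median of all genes in *hy5-215* roots by 0.13 on the log2 scale, and the share of called genes that were higher rose from 48.1% to 59.9%. Of the genes called in *hy5-215* roots, 1299 were tested in both sets, and 1220 of these (93.9%) changed in the same direction in *35S:BBX32-SRDX* roots. Both lines were called in the same direction for 641 of them (49.3%), 343 lower and 298 higher, where 33.7 would be expected if the calls of the lines were unrelated. The other way round in the lines were 4 genes (9 with the slide as a block), and the 4 are named after their values were seen. *AMT1;2* (AT1G64780) had log2 fold changes of 1.68 in *hy5-215* and -1.73 in *35S:BBX32-SRDX*, AT1G65486 was higher in *hy5-215* and had -1.51 in *35S:BBX32-SRDX*, *CYP71B13* (AT5G25140) had 1.17 and -1.43, and AT5G41050 had 1.26 and -2.02. Spearman's rho of the log2 fold changes of the lines was 0.59 across the 21873 genes tested in both sets, which are not independent replicates. The lowest and the highest genes differed between the lines. In *hy5-215* roots, *FLS1* (AT5G08640) had a log2 fold change of -7.76 (SE 0.98, adjusted p = 0.000518), AT3G28899 of -7.19 and *MYB12* (AT2G47460) of -6.09, while *QQS* (AT3G30720) had 5.93 (SE 0.18, adjusted p = 4.86e-07). In *35S:BBX32-SRDX* roots, *PAP14* (AT2G46880) was at least 22.3-fold lower and *EARLI1* (AT4G12480) had a log2 fold change of -4.89, while *SUP* (AT3G23130) had 11.41 and was followed by *BBX32*, *LCR85* (AT4G22210) with 7.61, AT1G66860, which was at least 126-fold higher, and *CYP710A4* (AT2G28860) with 6.27. The transgene carries the SRDX repression domain, named after *SUP*. The *SUP* probe may therefore read the transgene, which cannot be told apart here from induction of *SUP* itself.

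**Figure D1:**
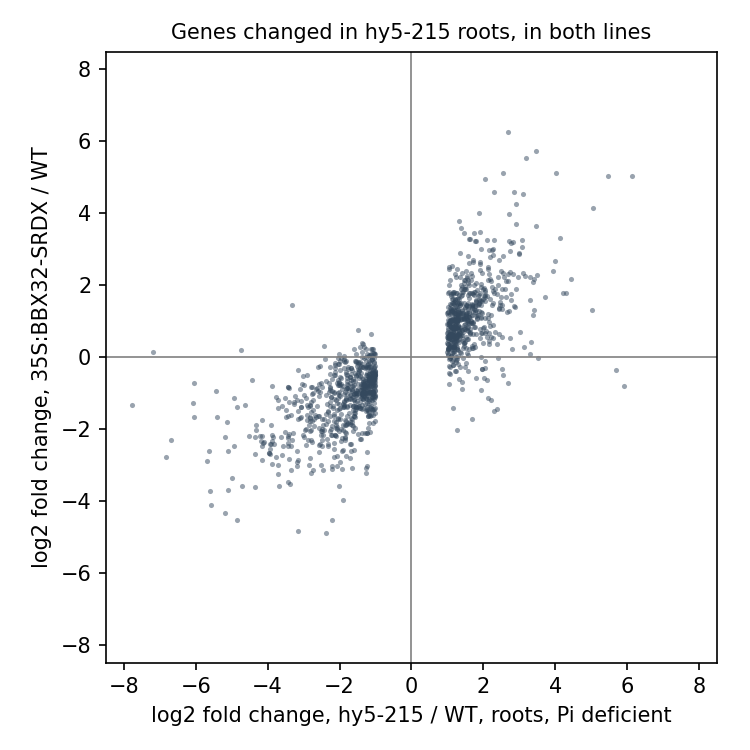
Log2 fold changes against the WT under Pi deficiency in roots of *hy5-215* (x axis) and of *35S:BBX32-SRDX* (y axis), 1 point per gene called in *hy5-215* and tested in both sets. Of these genes, 1220 of 1299 lie in the quadrants where both lines changed in the same direction.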

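Far fewer genes were called in shoots under Pi deficiency. In *hy5-215* shoots, 36 of 21460 genes were called, 7 higher and 29 lower, and in *35S:BBX32-SRDX* shoots 23 of 21451, 7 higher and 16 lower. With the slide as a block, these counts were 192 and 257. They also moved with single arrays, to 8 without *hy5-215* replicate 2 and to 5 without WT replicate 1 of the *35S:BBX32-SRDX* set. The median SD between replicates was at least 0.22 in the shoots of the *hy5-215* set, against at most 0.14 in its roots. Of the 32 genes called in *hy5-215* shoots and tested in both sets, 28 (87.5%) changed in the same direction in *35S:BBX32-SRDX* shoots. Only 3 were called in the same direction, all lower, and they are named after their values were seen. AT1G25025 had log2 fold changes of -1.29 in *hy5-215* and -1.15 in *35S:BBX32-SRDX*, *PAP11* (AT2G18130) -2.07 and -2.29, and *PPC3* (AT3G14940) -1.64 and -1.12. With the slide as a block, 41 of 182 genes were called in the same direction. Leaving out *hy5-215* replicate 2 left 0 of the 3, by limma, while the fold limit alone counted 210 genes as changed in the same direction.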

The transcriptomic analysis indicates a large number of genes show similar expression pattern between *hy5-215* and *35S:BBX32-SRDX* samples (**Supplementary Figure 11** and **Tables 1**–**3**). Consistent with previous reports, the well-known PSI genes were up-regulated in the WT under Pi deficiency. However, the expression levels of most PSI genes were significantly lower in *hy5-215* and *35S:BBX32-SRDX*, including genes encoding high-affinity Pi transporters, ribonucleases, acid phosphatases, lipid remodeling, and anthocyanin synthesis enzymes (**Supplementary Table 1**). 

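The known PSI genes were taken from Supplementary Table 1, whose 91 genes the study chose, so that counts over the list are not independent evidence. In WT roots under Pi deficiency, 1591 genes were called against Pi sufficiency in the *hy5-215* set, 897 of them higher, and 1293 in the *35S:BBX32-SRDX* set, 703 of them higher. The share that was higher depended on the processing. It was 56.4% in the first set and 41.0% of 1214 genes with normexp on the median spot signal, and 54.4% in the second set and 67.2% of 1316 genes with scaling to the median of detected probes, 2 alternatives chosen after the values were seen. Of the PSI genes, 49 of 76 tested were higher in roots of the *hy5-215* set, 24 of them called, with 34 past the threshold when adjusted over the list alone. In the *35S:BBX32-SRDX* set, 49 of 80 were higher, 22 of them called and 32 when adjusted over the list alone. Called as lower were *PAP3*, *PAP4* and *MYBL2* in the first set and *PAP3* in the second. In WT shoots, 70 of 82 and 72 of 84 were higher, 50 and 45 of them called, and 56 and 57 when adjusted over the list alone, with 0 called lower by limma and 2 past the threshold in that direction over the list alone in each set (1 called in the *hy5-215* set, and 6 and 3 over the list alone, with the slide as a block). The median log2 fold change of the list was 0.34 and 0.23 in roots and 1.84 and 1.71 in shoots. Among the named PSI genes, *IPS1* (AT3G09922) rose most in roots, with log2 fold changes of 9.16 (SE 0.56) and 7.39 in the sets of *hy5-215* and *35S:BBX32-SRDX*. *MGD3* (AT2G11810) followed with 4.79 and 3.67, *PHT1;9* (AT1G76430) with 3.77 and 3.57, *PHT1;4* (AT2G38940) with 3.54 and 2.86, *NPC4* (AT3G03530) with 3.70 and 2.63, *ACP5* (AT3G17790) with 3.46 and 2.75, *RNS1* (AT2G02990) with 2.24 and 2.75, and *SQD1* (AT4G33030) with 2.36 and 1.77. Of the anthocyanin genes named here, *CHS* changed with Pi in shoots and not detectably in roots. The log2 fold change of *CHS* (AT5G13930) was 4.18 and 2.44 in shoots, and -0.35 (adjusted p = 0.786) and -0.15 in roots, where they were 0.16 without Pi-sufficient WT replicate 1 and 0.02 without Pi-sufficient WT replicate 2 of their set, while the probes of *DFR*, *LDOX*, *MYB75* and *MYB90* were not well above background in roots. In shoots, *DFR* (AT5G42800) rose by 4.46 and 3.61 and *LDOX* (AT4G22880) by 4.76 and 3.47. *MYB75* (AT1G56650) rose by 4.66 (adjusted p = 0.0346) and 4.30 (adjusted p = 0.105, and 0.0028 with the slide as a block).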

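To compare the lines with the WT, the PSI genes were taken as those of Supplementary Table 1 that were called as raised in the WT of the other set, so that the WT arrays that chose the genes were not those the line was compared with. Sets were tested with limma's fry, with p adjusted over the 12 set tests of PSI, photosynthesis and chlorophyll synthesis genes. Under Pi deficiency, the median log2 fold change was -0.57 in *hy5-215* roots (13 of 20 genes lower, adjusted p = 0.314) and -0.56 in *35S:BBX32-SRDX* roots (17 of 24 lower, adjusted p = 0.00536). In shoots, it was -1.14 in *hy5-215* (43 of 44 lower, adjusted p = 0.0201) and -1.12 in *35S:BBX32-SRDX* (48 of 50 lower, adjusted p = 0.00374). Fry asks whether the genes of a set changed at all. Under camera with an estimated correlation between genes, which compares a set with all other genes, none of these 4 sets was past the threshold, with adjusted p between 0.100 and 0.631. Blocked by slide as well, a test chosen after the values were seen, 3 of them passed camera (adjusted p = 0.0291 each) and *hy5-215* roots did not (adjusted p = 0.735). Without *hy5-215* replicate 1 the roots of *hy5-215* passed it (median -0.89, adjusted p = 0.0468), and without WT replicate 1 the shoots of *hy5-215* did not (median -0.89, adjusted p = 0.0882). Single genes were called less often than the sets moved. Over all genes of the list, 48 of 76 were lower in *hy5-215* roots and 55 of 80 in *35S:BBX32-SRDX* roots, and 13 and 11 were called as lower, with 18 and 24 when adjusted over the list alone. In each of these, 3 were called as higher, *PAP6*, *PAP22* and *MYBL2* in *hy5-215* and *PAP22*, *PAL3* and *FLS5* in *35S:BBX32-SRDX*, with 10 and 7 higher when adjusted over the list alone. The slide as a block gave 15 and 17 called as lower, 21 and 36 over the list alone, and 3 and 5 called as higher, 11 and 12 over the list alone. In shoots, 69 of 82 and 68 of 84 were lower, with 15 and 28 past the threshold when adjusted over the list alone. With the block these were 38 and 40, and 11 and 15 were called. Without it, the only gene called over all genes in *hy5-215* shoots was *PAP11*, while *PAP5*, *PAP11*, *PAP19*, *TT8* and *PHT1;7* were called in *35S:BBX32-SRDX* shoots, all lower. The root genes were *PHT1;7* (AT3G54700), with log2 fold changes of -1.92 in *hy5-215* and -2.62 in *35S:BBX32-SRDX*, *RNS1* with -1.24 (SE 0.33, adjusted p = 0.0251) and -1.18, and *SQD2* (AT5G01220) with -1.18 and -1.27 (SE 0.14). Other named genes were lower without being called. The paper also measured them by RT-qPCR in *hy5-215* or *35S:BBX32-SRDX*, which was not analysed here. *NPC4* had a log2 fold change of -1.22 in *hy5-215* (adjusted p = 0.154) and was lower in *35S:BBX32-SRDX* too (adjusted p = 0.124), and with the slide as a block the adjusted p was 0.0041 and 0.0104. *ACP5* had -0.87 and -0.73, *IPS1* -0.51 and -1.14, and *MGD3* -0.62 and -1.03, all with an adjusted p above the threshold in the fit of the 4 groups without the block. With only the groups compared, *IPS1* (adjusted p = 0.0246) and *NPC4* (adjusted p = 0.0150) passed the threshold in *35S:BBX32-SRDX*. With normexp on the median spot signal, chosen after the values were seen, *IPS1* (adjusted p = 0.00563) and *MGD3* (adjusted p = 0.0319) passed the threshold there. With the block, *MGD3* (adjusted p = 0.00547) and *ACP5* (adjusted p = 0.00990) passed it in *35S:BBX32-SRDX*. *PHT1;1* (AT5G43350) had 0.18 in *hy5-215* roots.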

Previously reported Pi deficiency-responsive TF genes in Arabidopsis mainly belong to the MYB and WRKY families (Rubio et al., 2001; Bustos et al., 2010; Yeh and Ohme-Takagi, 2015). In this study, various TF genes, including *MYB*, *WRKY*, *AP2/ERF*, *bHLH*, *C2H2ZnF*, and *MADS-box*, were up-regulated or down-regulated in *hy5-215* and *35S:BBX32-SRDX* under Pi-deficient conditions (**Supplementary Table 2**), suggesting their possible roles in the Pi deficiency tolerance. 

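Supplementary Table 2 lists transcription factor genes that the study chose on these samples by fold change, so the tallies describe its list and are not independent evidence. Of the 68 genes listed as up-regulated in roots, all 67 tested were higher in *hy5-215*, 61 of them past the adjusted p of limma over all genes and 65 when adjusted over the list alone. In *35S:BBX32-SRDX*, 61 of 67 were higher, 39 past the adjusted p and 44 over the list alone. The 68 genes listed as down-regulated in roots were lower for 66 of 66 tested in *hy5-215* (58 past the adjusted p, 64 over the list alone) and for 62 of 67 in *35S:BBX32-SRDX* (45 and 53). The median log2 fold changes of the root lists were 1.39 and -1.46 in *hy5-215* and 1.04 and -1.08 in *35S:BBX32-SRDX*. In shoots, the 12 genes listed as up-regulated were all higher in *hy5-215*, with 0 past the adjusted p of limma, 8 when adjusted over the list alone and 10 over the fold limit without a test. In *35S:BBX32-SRDX* shoots, 6 of 11 were higher, with 0 past the adjusted p and 0 over the list alone. Of the genes listed as down-regulated in shoots, 11 of 11 tested were lower in each line. Adjusted over the list alone, 10 passed the threshold in *hy5-215* and 1 in *35S:BBX32-SRDX*, and 11 and 3 were under the fold limit without a test. The genes past the adjusted p over all genes numbered 1 in each line. They were AT4G28790 in *hy5-215* (log2 fold change -2.16, adjusted p = 0.0374) and *TT8* in *35S:BBX32-SRDX* (log2 fold change -1.70, adjusted p = 0.0232), named after their values were seen. Both were no longer past it without WT replicate 1 of their set. With the slide as a block, 8 and 2 shoot genes passed the adjusted p in the listed direction. From these changes, the paper proposes that the transcription factors may have a role in Pi deficiency tolerance.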

Liu et al. (2017) have reported that HY5 negatively regulates expression of *PHR1* and its downstream PSI genes, and *hy5* mutation increases Pi and anthocyanin contents. According to their data, the longer root phenotype of *hy5* under phosphate starvation may result from the increased PSRs and Pi content. Although their root phenotypes of *hy5* are similar to our results, PSI gene expression and PSRs are different between two studies. The expression of PSI genes and anthocyanin content were lower in the *hy5-215* mutant in our study (**Supplementary Figures 3–5** and **Table 1**), which is consistent with previous reports that the expression of anthocyanin biosynthesis genes and anthocyanin accumulation are reduced in *hy5* (Lee et al., 2007; Jeong et al., 2010; Shin et al., 2013). In addition, they reported an increase in total Pi content in *hy5-215* seedlings under Pi sufficient condition; however, we found that free Pi content is significantly lower in *hy5-215* shoots (**Figure 6**). 

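Among the anthocyanin and flavonoid genes of Supplementary Table 1, those called in *hy5-215* roots under Pi deficiency were lower. *FLS1* had a log2 fold change of -7.76, and *MYB12* was among the lowest as well. *CHS* had a log2 fold change of -6.03 (SE 0.77, adjusted p = 0.000532), with *F3H* at -6.05, *TT7* at -5.19, *TT5* at -4.44 and *UGT78D2* at -3.36. The exception was *MYBL2*, which was called as higher with 2.13, and *UF3GT* (AT5G54060) had -0.68 (adjusted p = 0.312). In *hy5-215* shoots under Pi deficiency, *CHS* had -2.06 (adjusted p = 0.107, and 0.0158 with the slide as a block), *DFR* -2.30 (adjusted p = 0.652), *LDOX* -2.20, *MYB75* -1.69 and *MYB90* (AT1G66390) -1.65, none of them past the threshold without the block. For these genes the paper reports lower levels in *hy5-215* by RT-qPCR of seedlings, which was not analysed here. The transcript of *PHR1* (AT4G28610) did not differ detectably from the WT in *hy5-215*. Its log2 fold change was -0.00 in roots (adjusted p = 0.983) and 0.17 in shoots under Pi deficiency, and the root value lay between -0.04 and 0.02 with each array left out, so it had no direction.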

Our results clearly show that the *hy5-215* tolerant phenotype to Pi starvation is unlikely to be related to external Pi uptake because of similar growths of *hy5-215* on Pi-deficient and Pi-free conditions (**Figure 6C**). Further study is required to address whether these inconsistencies result from different growth conditions or plant tissues selected for the experiments. For example, we performed all the experiments by using both shoot and root samples, but Liu et al. (2017) used whole seedlings. Many genes or metabolisms show distinct expression patterns in specific tissues or organs; therefore, analysis using a mixture of shoot and root samples may not detect their real state in each organs. Sakuraba et al. (2018) reported that HY5 can activate high-affinity Pi transporter genes including *PHT1;1*, *PHT1;4*, *PHT1;5*, *PHT1;8*, and *PHT1;9*. Overexpression of *HY5* promotes Pi uptake activity, while loss-of-function of *HY5* reduces the activity. These results to some degree support our findings but not Liu's (Liu et al., 2017). However, Sakuraba et al. (2018) also used Arabidopsis whole seedlings as materials. Their results may mainly reflect the status of the *PHT1* gene expression and Pi content in shoots because the biomass of shoot is much higher than that of root (around 3–5 times in our study). As shown in **Supplemental Figure 7**, the expression patterns of *PHT1;1*, *PHT1;4*, *PHT1;5*, *PHT1;8*, and *PHT1;9* in *hy5-215* shoots are similar to the results shown by Sakuraba et al. (2018). However, the expression of those genes in *hy5-215* roots are opposite. It suggests that the regulation of the *PHT1* genes may be different in shoots and roots. In addition, they concluded that the HY5-mediated activation of Pi uptake is red-light-dependent. However, in this study, the HY5-regulated PR growth inhibition is dependent on blue light treatment. The results indicate that light quality may play different roles in regulating different PSRs.

Unexpectedly, a significant number of photosynthesis-related and chlorophyll synthesis genes were down-regulated in roots but not shoots of *hy5-215* and *35S:BBX32-SRDX* (**Supplementary Figure 11** and **Table 3**). 

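Photosynthesis genes were taken by a rule on gene names, not from Supplementary Table 3, and gave 56 nuclear genes of the light-harvesting complexes, the photosystems and photosynthetic electron transport, together with 22 genes of chlorophyll synthesis. In roots under Pi deficiency, the median log2 fold change of the photosynthesis genes was -2.71 in *hy5-215* (54 of 56 lower, adjusted p = 0.000135 from fry) and -1.79 in *35S:BBX32-SRDX* (54 of 56 lower, adjusted p = 0.00536). Of these, 45 and 38 were called as lower, and 51 and 49 passed the threshold when adjusted over the list alone. The median of the chlorophyll synthesis genes was -0.22 in *hy5-215* (17 of 21 lower, adjusted p = 0.000135) and -0.25 in *35S:BBX32-SRDX* (20 of 21 lower, adjusted p = 0.0106), with 8 and 5 genes called and 11 and 8 when adjusted over the list alone (14 and 15 with the slide as a block). Under camera with an estimated correlation, the adjusted p of these 4 root sets was between 0.100 and 0.143. In shoots under Pi deficiency, the median of the photosynthesis genes was 0.05 in *hy5-215* (adjusted p = 0.685) and -0.07 in *35S:BBX32-SRDX* (adjusted p = 0.605), and it was 0.02 in the latter after quantile normalization. The median of the chlorophyll synthesis genes was 0.08 and 0.13 in the shoots of the lines. The difference between organs was tested in a fit of both organs, a test chosen after the values were seen. The photosynthesis genes were lower in roots than in shoots, relative to the WT, by a median of -2.82 in *hy5-215* (54 of 56 genes, adjusted p = 1.31e-06) and -1.77 in *35S:BBX32-SRDX* (56 of 56 genes, adjusted p = 0.00133). For the chlorophyll synthesis genes it was -0.51 (21 of 22 genes, adjusted p = 0.00103) and -0.38 (21 of 22 genes, adjusted p = 0.00211). Supplementary Table 3 was chosen by the study on these samples. Of its 680 genes tested, 675 were lower in *hy5-215* roots and 648 in *35S:BBX32-SRDX* roots, 566 and 342 of them called and 657 and 515 when adjusted over the list alone.

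**Figure D2:**
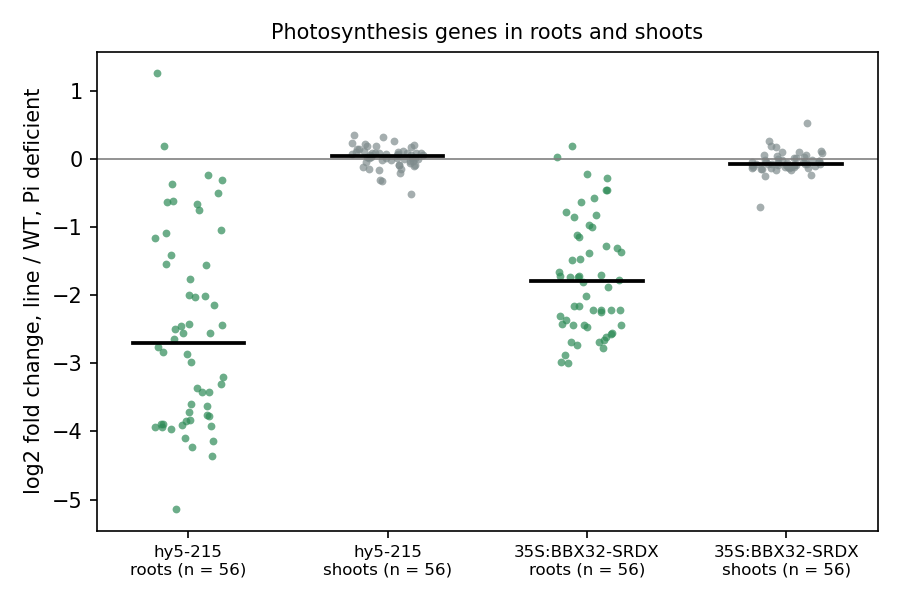
Log2 fold change against the WT under Pi deficiency of each photosynthesis gene in roots and shoots of *hy5-215* and *35S:BBX32-SRDX*, 1 point per gene, with the median of each group. The medians are -2.71 and -1.79 in roots, and 0.05 and -0.07 in shoots, where the last is 0.02 after quantile normalization.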

Reduction of photosynthesis is a well-known PSR due to the reduction of Pi consumption for ATP synthesis (Wu et al., 2003; Kang et al., 2014). Plant roots can accumulate chlorophyll and turn green under light illumination. The green roots are supposed to have photosynthetic ability as green leaves (Kobayashi et al., 2012). We therefore considered whether the Pi-deficiency tolerance of *hy5-215* is related to down-regulation of photosynthesis-related and chlorophyll synthesis genes, which may induce lower Pi consumption by decreasing photosynthesis in *hy5-215* roots. *GLK1* and *GLK2* have been shown to regulate expression of various photosynthetic genes in Arabidopsis roots (Kobayashi et al., 2012; Kobayashi et al., 2013). In addition, it was reported that the roots of *35S:GLK1* accumulate much chlorophyll and are hypersensitive to Pi deficiency (Kang et al., 2014).We thus examined whether the *glk* mutants also show tolerance to Pi deficiency (Nagatoshi et al., 2016). The similar PR lengths between WT and *glk* mutants indicate *GLK1* and *GLK2* may not be involved in Pi-deficiency tolerance (**Supplementary Figures 12A, C**). We further investigated the overexpression lines of *GLK1* and *GLK2* in *hy5-215* background (*35S:GLK1 hy5-215* and *35S:GLK2 hy5-215*), which have a recovered chlorophyll content as WT (Kobayashi et al., 2012). The *35S:GLK1 hy5-215* and *35S:GLK2 hy5-215* plants exhibited longer PR lengths under Pi deficiency similar to *hy5-215* (**Supplementary Figure 12B**), suggesting that tolerance of *hy5-215* to Pi deficiency may not be related to chlorophyll content and photosynthetic activity.

The photosynthetic ability of *hy5-215* and WT plants was also compared in shoots, although photosynthetic gene expression in shoots was not significantly different between *hy5-215* and WT under both sufficient and deficient conditions. 

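In *hy5-215* shoots, none of the 56 photosynthesis genes was called by limma against the WT at either Pi level, and 0 passed the threshold when adjusted over the list alone. Under Pi deficiency, 19 were lower and 37 higher, and single genes had log2 fold changes between -0.51 and 0.35. Under Pi sufficiency, their median log2 fold change was -0.03, with 33 lower and 23 higher. The 22 chlorophyll synthesis genes had a median of -0.01 under Pi sufficiency. Without WT replicate 1 the median of the photosynthesis genes under Pi deficiency was -0.07, so its direction was not determined. In shoots, 14 of the photosynthesis genes were saturated on at least 1 array, and the median of the other 42 was 0.02.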

As shown in **Supplementary Figure 13**, the maximum quantum yield of photosystem II (Fv/Fm) and the actual quantum yield of photosystem II under light (YII) were reduced in the cotyledons of both WT and *hy5-215* in response to Pi deficiency. Although the measurement of Fv/Fm and Y_II_ of *hy5-215* under Pi sufficient treatment were lower than those of WT, there was no significant difference between WT and *hy5-215* in response to Pi depletion. In addition, Fv/Fm and Y_II_ in the true leaves of WT and *hy5-215* were not affected by our low Pi treatment. These data indicate that the tolerance of *hy5-215* to Pi deficiency is not related to photosynthetic ability (**Supplementary Figure 13**). Enhancement of RNA degradation by ribonucleases or phosphatases is another well-known mechanism against Pi deficiency. Therefore, the significant down-regulation of a large number of photosynthesis and chlorophyll biosynthesis genes in *hy5-215* roots might, to some degree, contribute to Pi deficiency tolerance through reduction of Pi consumption for biosynthesis of RNA rather than for photosynthesis.

### Identification of Genes Responsible for Blue Light-Regulated Primary Root Growth Inhibition in Response to Pi Deficiency

Because the PR growth inhibition in response to Pi deficiency only appears under B light illumination, the comparison of root transcriptomes between Arabidopsis WT seedlings grown under B and R light treatments was performed to identify candidate genes responsible for Pi deficiency tolerance. 

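RNA from WT seedlings grown under B or R light with 625 µM or 10 µM Pi was hybridised to arrays of the same design, 8 from roots and 8 from shoots, with 2 replicates for each light quality, organ and Pi level. The paper gives 24 h of light under B and R light, while the sample labels give 16 h of light per day and an age of 3 weeks. Signals were dimmer than in the white-light sets. Between 45.0% and 66.7% of the spots were well above background, and the 75th percentile lay between 79.2 and 266 signal units. The same filter left 18627 genes tested in roots. The 4 root groups were fitted together as above, and the median SD between replicates was between 0.11 and 0.22 on the log2 scale. With 2 arrays against 2, the tests rest on the spread that limma pools over the groups and genes, and no exact permutation test could pass the threshold. Each slide carried the 4 groups of an organ for 1 replicate, and the deviations of root arrays on the same slide correlated with a mean r of 0.22 across genes.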

Genes encoding enzymes involved in different metabolic pathways were analyzed. 

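Under Pi deficiency, 1014 genes were called in WT roots under R against B light, 643 higher and 371 lower. This count fell to 6 with an ordinary LSD comparison adjusted by Benjamini-Hochberg, to 233 without the filter on dim probes, to 345 with normexp on the median spot signal, an alternative chosen after the values were seen, and to 282 without R light replicate 2. With the authors' series values in place of the scanner signals it was 247, and the share of called genes that were higher fell from 63.4% to 49.4%. The lowest included *LCR67* at least 41.3-fold, *GSTU11* at least 24.0-fold and *DIR5* at least 23.9-fold lower under R light, where their probes were not well above background. AT5G38910 and AT1G52820 were the highest with a measured value, with log2 fold changes of 6.41 and 6.37. The paper and its supplement do not list the full PRX family, and the reference annotation names 12 class III *PRX* genes by symbol, of which 11 were tested. Their median log2 fold change from B to R light was -0.55, with 6 lower and 5 higher (adjusted p = 0.00297 from fry over the 10 PRX set tests, and 0.0782 with camera). Of these 11, 5 were called as lower, with 1 called as higher when the slide was a block, and adjusted over the list alone 5 were lower and 2 higher. The pair called as raised by Pi deficiency in the WT of both white-light sets was *PRX52* (AT5G05340) and *PRX37* (AT4G08770), with a median of -4.77 (adjusted p = 0.000246, and 0.0552 under camera with the slide as a block, a test chosen after the values were seen), and of -4.71 with *PRX52* at its bound. Both belong to the genes of Figure 10, which the study chose on these samples, so the pair is not independent evidence. *PRX37* had a log2 signal of -0.53 ± 0.11 under R light and 2.74 ± 0.21 under B light (SD, n = 2 each), a log2 fold change of -3.27 (SE 0.29, adjusted p = 0.00153 from limma). *PRX52* was at least 71.0-fold lower.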

Metabolic pathway analysis indicates that numerous class III peroxidase (PRX) genes were significantly down-regulated in response to Pi deficiency under R light condition (**Supplementary Figure 14**). It has been reported that PR growth inhibition in response to Pi deficiency is mediated by PRX activity at Arabidopsis root tips (Balzergue et al., 2017). Class III PRXs are involved in cell wall tightening by catalyzing crosslinking between some polysaccharides or proteins, subsequently leading to inhibition of cell expansion (Balzergue et al., 2017). Therefore, we next examined the expression levels of the 73 Class III PRX genes in the Arabidopsis genome and identified that 17 of them are Pi deficiency-inducible in three different sets of microarray experiments, including the root transcriptomes of WT corresponding to those of *35S*:BBX32-SRDX and *hy5-215*, and the root transcriptome of WT under B light treatment (columns 1–3 in **Figure 10**). 

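The 17 *PRX* genes of Figure 10 were chosen by the study on these samples as Pi deficiency-inducible, so the tallies are not independent evidence. Under Pi deficiency, 16 of the 17 were higher in WT roots of the *35S:BBX32-SRDX* set, 10 of them called and 13 when adjusted over the list alone, with a median log2 fold change of 1.55 (adjusted p = 1.07e-06 from fry). In WT roots of the *hy5-215* set, 16 were higher, 14 called and 15 over the list alone, with a median of 1.73 (adjusted p = 1.07e-06). Under B light, all 17 were higher, 11 called and 12 over the list alone, with a median of 1.59 (adjusted p = 0.000175). The number called was 3 with the authors' series values, 4 without the filter on dim probes and 8 with only the groups compared. With the authors' series values, the median under B light was 1.34 and its adjusted p was 0.100. Of the 17, 15 were higher in all 3 sets. The exceptions were *PRX33* (AT3G49110), with a log2 fold change of -0.15 (adjusted p = 0.941) in the *hy5-215* set, which was 1.44 without Pi-sufficient WT replicate 2, and *PRX34* (AT3G49120), with -0.09 (adjusted p = 0.817) in the *35S:BBX32-SRDX* set, which was 0.06 after scaling to the median of detected probes. *PRX52* rose most in every set, by 7.89, 9.75 and 5.21. *PRX5* (AT1G14550) followed in the white-light sets with 3.56 and 4.69, and rose at least 5.97-fold under B light, where its probe was not well above background at Pi sufficiency.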

Interestingly, all of these PRX genes were down-regulated or not induced by Pi deficiency under R light illumination. 

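Under R light, the 17 *PRX* genes had a median log2 fold change of 0.10 under Pi deficiency (adjusted p = 0.805 from fry), with 9 higher and 8 lower and a mean of -0.12. With genes not well above background in 1 group at their bound the median was 0.11. The median was -0.35 with the authors' series values, where the median of all genes was -0.44, and -0.40 without Pi-sufficient R light replicate 1, so its direction was not determined. No gene was called as lower in the fit of the 4 groups. Blocked by slide, *PRX33* was (adjusted p = 0.0472), though its probe was not well above background at either Pi level under R light, and with only the groups compared *PRX53* was (-1.04, adjusted p = 0.0191). *PRX70* (AT5G64110) was called as higher, with 1.41 (SE 0.21, adjusted p = 0.0104), and it was not past the threshold with any of the 4 R light arrays left out or with the authors' series values (1.13, adjusted p = 0.811). When adjusted over the list alone, 2 were higher and 1 lower. Over all 18627 genes, Pi deficiency called 528 genes under R light and 1133 under B light. These counts depended on the processing, with 305 and 285 under normexp on the median spot signal, chosen after the values were seen. They were 201 and 321 with the authors' series values, and 214 and 443 without the filter on dim probes. The difference of the Pi responses between R and B light was tested in the same fit, a test chosen after the values were seen. The response under R light was smaller for 16 of the 17 genes, with a median difference of -1.58 (adjusted p = 0.000289). *PRX37*, *PRX53* and *PRX49* were called for this difference, and 11 genes passed the threshold when adjusted over the list alone. Called were 6 with the slide as a block, 1 with the authors' series values and 0 without the filter on dim probes, by limma in each case. With the authors' series values the median difference was -1.92 and its adjusted p was 0.110.

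**Figure D3:**
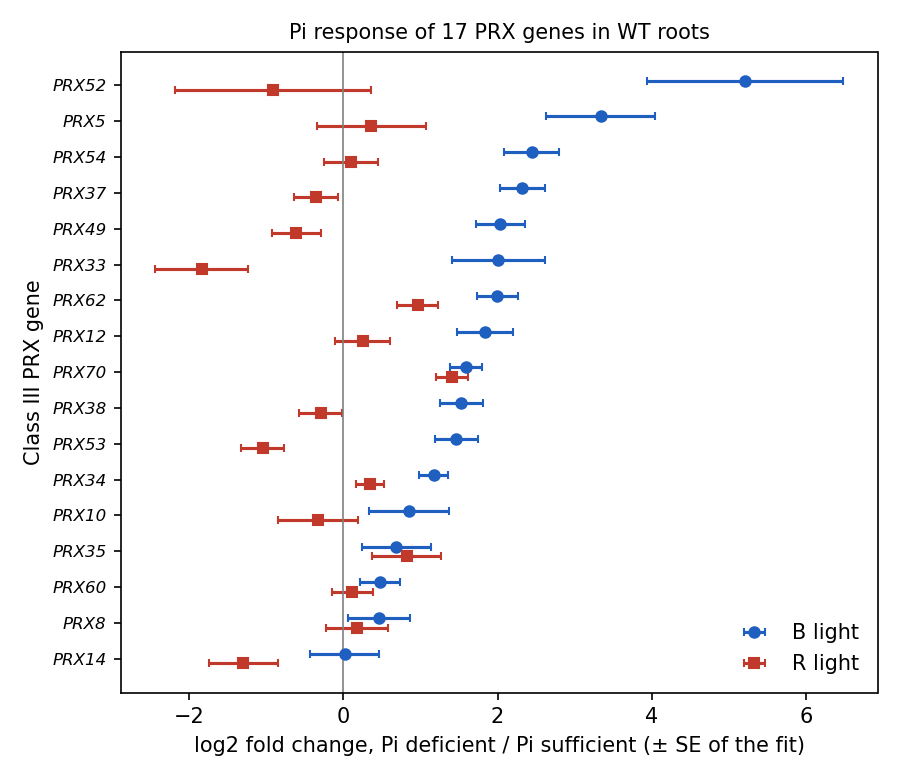
Log2 fold change by Pi deficiency of each of the 17 *PRX* genes in WT roots under B light and under R light, 1 pair of points per gene. The median is 1.59 under B light and 0.10 under R light, and with the authors' series values 1.34 and -0.35.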

The values of log_2_ fold changes from R to B light (R/B) indicate the PRX genes were under-expressed (column 4 in **Figure 10**). In addition, most of these genes show a similar expression pattern in *35S*:BBX32-SRDX and *hy5-215* when compared to the WT (columns 5 and 6 in **Figure 10**). These findings imply that the long PR lengths of *35S*:BBX32-SRDX and *hy5-215* under Pi deficiency may, at least partially, result from lower cell wall stiffness caused by the reduction of PRX gene expression from the blockage of B-light responses. Therefore, the phenotype of *35S*:BBX32-SRDX and *hy5-215* may represent Pi-deficiency insensitivity but not tolerance. However, in addition to longer PR lengths, the shoot sizes and seedling FWs of *35S*:BBX32-SRDX and *hy5-215* are bigger and higher, respectively, than those of WT under Pi-deficient condition. 

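Under Pi deficiency, all 17 *PRX* genes were lower under R than under B light, with a median log2 fold change of -2.26 (adjusted p = 6.40e-05 from fry), which was -2.18 with the 3 genes not well above background under R light at their bound. The measured values of the other 14 lay between -3.39 and -1.06, and *PRX52* was at least 71.0-fold lower. Of the 17, 13 were called and all passed the threshold when adjusted over the list alone. The number called depended on the processing. It was 4 without the filter on dim probes, 6 with normexp on the median spot signal, an alternative chosen after the values were seen, 9 with the authors' series values and 16 with the slide as a block, and 9, 7, 5 and 0 of the 13 were lost in these. The 4 not called were *PRX10* (AT1G49570) with -1.83 (adjusted p = 0.0815, and 0.0105 with the slide as a block), *PRX12* (AT1G71695) with -1.43 (adjusted p = 0.0557, 0.0296 with the block and 0.0271 with the mean of its probes), *PRX5* with -2.45 (adjusted p = 0.0864, and 0.0160 with the block) and *PRX35* (AT3G49960) with -1.06 (adjusted p = 0.216). *PRX49* (AT4G36430) had -3.39, *PRX53* (AT5G06720) -3.03 and *PRX54* (AT5G06730) -2.41. The probes of *PRX33* and *PRX14* (AT2G18150) were not well above background under R light, and these genes were at least 4.60-fold and at least 4.52-fold lower.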

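Under Pi deficiency, 11 of the 17 *PRX* genes were lower in *35S:BBX32-SRDX* roots than in the WT, with a median log2 fold change of -0.35 (adjusted p = 0.00112 from fry), and 14 of the 17 in *hy5-215* roots, with a median of -0.39 (adjusted p = 0.00723). Under camera with an estimated correlation, the adjusted p was 0.0782 and 0.157. Scaling to the median of detected probes gave -0.26 in *hy5-215* (adjusted p = 0.0598 from fry). In each line, 3 genes were called, all lower. In *35S:BBX32-SRDX* they were *PRX70* with -2.12, *PRX34* with -1.38 and *PRX35* with -1.01, and in *hy5-215* *PRX54* with -1.35, *PRX70* with -1.23 and *PRX34* with -1.16. Adjusted over the list alone, 7 were lower and 2 higher in *35S:BBX32-SRDX*, and 5 were lower in *hy5-215*. The highest value was 1.06 in *35S:BBX32-SRDX*, of *PRX10*, and 0.30 in *hy5-215*, and with the slide as a block *PRX10* was called as higher in *35S:BBX32-SRDX* (adjusted p = 0.0345). From the lower expression under R light and in both lines, the paper proposes a possible cause of the long PR under Pi deficiency. In its reading, the long PR may result at least in part from lower cell wall stiffness, through reduced *PRX* expression when B-light responses are blocked.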

The results suggest potential Pi-deficiency tolerance in *35S*:BBX32-SRDX and *hy5-215*.

**Figure 10:**
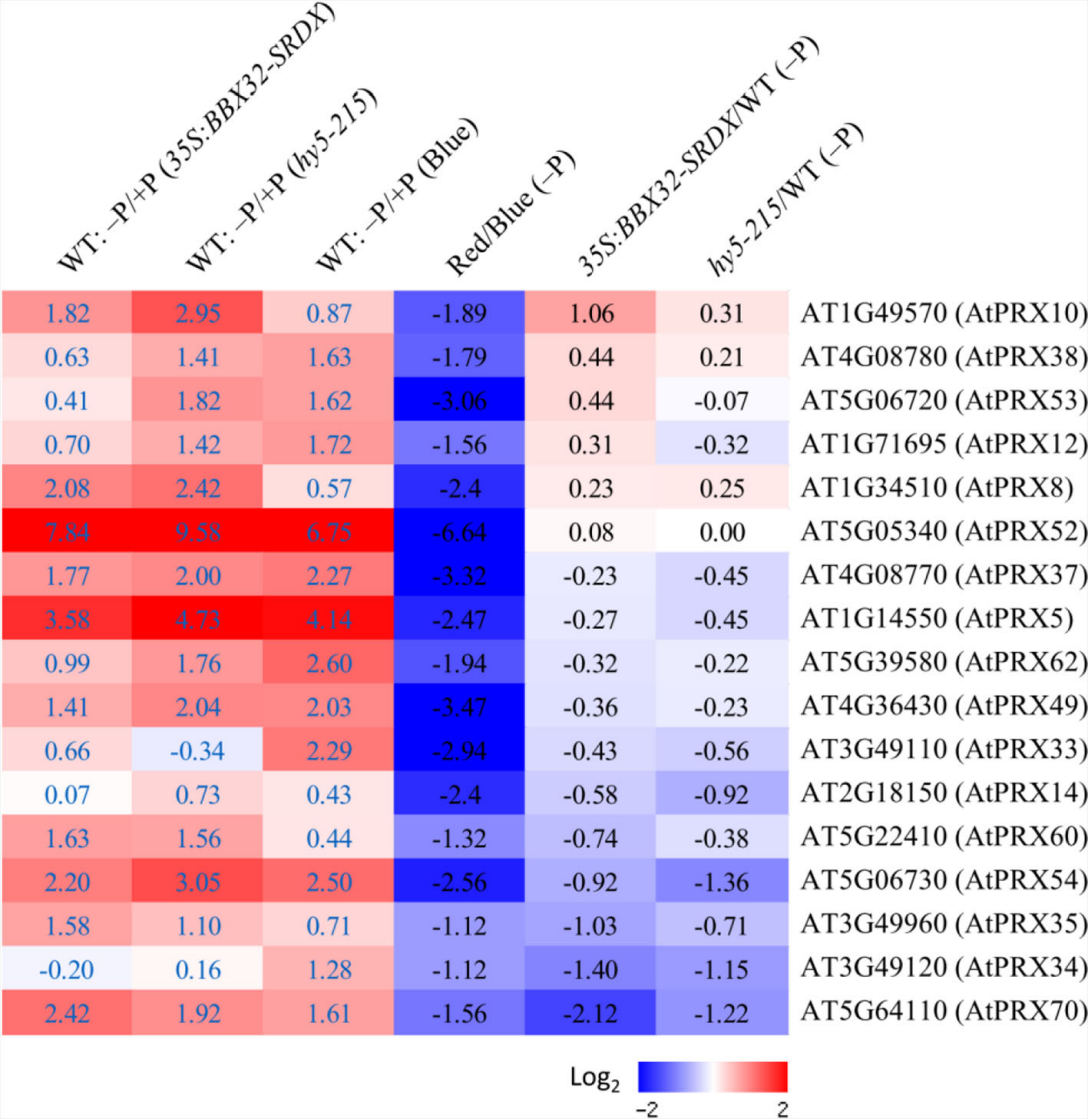
Expression of Pi deficiency-inducible Class III PRX genes under different light treatments. Expression levels of Class III PRX genes were analyzed under different conditions or in different transformants/mutants. The log2 fold change was calculated. Columns 1–3 represent expression levels of PRX genes induced by Pi deficiency in WT roots from different sets of transcriptome experiments (*35S:BBX32-SRDX*, *hy5-215*, and B light, respectively). Columns 4 to 6 represent the expression ratio of PRX genes under criteria of R/B, *35S:BBX32-SRDX*/WT, and *hy5-215*/WT in response to Pi deficiency.

In the pathway proposed by Balzergue et al. (2017), Pi deficiency post-transcriptionally activates STOP1 and subsequently induces *ALMT1* expression leading to malate efﬂux to the apoplast. In turn, Fe chelation by malate and Fe redox cycling mediated by LPR1 ferroxidase activity inhibit cell elongation in PR tip through stimulation of peroxidase-dependent cell wall stiffening. Although the PR growths and suppression of PRXs in *35S*:BBX32-SRDX and *hy5-215* are similar to *stop1* and *almt1*, the expression levels of *STOP1* and *ALMT1* were not reduced in *35S*:BBX32-SRDX, *hy5-215*, or R/B condition. These results indicate that BBX32 and HY5 do not act upstream of STOP1 and ALMT1 and B light regulates pathways distinct to the STOP1–ALMT1-dependent pathway. 

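Under Pi deficiency, the log2 fold change of *STOP1* (AT1G34370) in roots was 0.02 in *35S:BBX32-SRDX* (SE 0.09, adjusted p = 0.960 from limma), 0.17 in *hy5-215* (SE 0.05, adjusted p = 0.0417) and -0.03 from B to R light (SE 0.19, adjusted p = 0.930). The value in *hy5-215* was no longer past the threshold in 5 of the 6 fits with an array left out, or after quantile normalization (0.12, adjusted p = 0.231). The other two changed sign under scaling to the median of detected probes, to -0.04 and 0.10. For *ALMT1* (AT1G08430), the log2 fold change was 0.41 in *35S:BBX32-SRDX* (SE 0.18, adjusted p = 0.206), 0.38 in *hy5-215* (SE 0.21, adjusted p = 0.248) and -0.26 from B to R light (SE 0.20, adjusted p = 0.467). From the absence of a reduction, the paper concludes that BBX32 and HY5 do not act upstream of STOP1 and ALMT1. The pathway it cites has STOP1 activated post-transcriptionally, which transcript levels do not measure. *LPR1*, also part of that pathway, was lower in *hy5-215* roots at both Pi levels and had no stable direction in *35S:BBX32-SRDX* roots, with values given under other observations.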

Altogether, this study indicates that BBX32 and HY5 are involved in the regulation of PSRs and that B light may regulate PR growth inhibition in response to Pi deficiency by the activation of Class III PRX genes. Moreover, a novel mechanism other than the known PSRs may account for the tolerance of *35S*:BBX32-SRDX and *hy5-215* to Pi deficiency. Further studies, such as metabolome analysis, are required to comprehensively address the roles of BBX32, HY5 and light quality in Pi deficiency responses or tolerance.

## Materials and Methods

### Plant Materials and Growth Conditions

Twenty-thousand T2 seeds of Arabidopsis CRES-T lines were used to screen candidates with altered phenotypes in response to Pi deficiency. The seeds were sterilized by 0.5% sodium hypochlorite for 10 minutes and then washed with sterile distilled water for at least three times before sowing on 1/2 Murashige and Skoog (MS) media with 10 μM Pi (K_2_HPO_4_). The CRES-T seedlings were grown on vertical plates for 10 days. Several phenotypes affected by Pi deficiency including plant size, primary root length, and anthocyanin accumulation were observed or measured.

The surface-sterilized seeds of *Arabidopsis thaliana* wild type [ecotypes Columbia (Col-0)], mutants (*hy5-215*, *slr-1*, *hy5-215 slr-1*, *glk1*, *glk2*, *glk1 glk2*, *cry1 cry2*, *phot1 phot2*), and transformants (*35S:BBX32-SRDX*, *35S:BBX32*, *35S:GLK1 hy5-215*, and *35S:GLK2 hy5-215*) were sown on 1/2 MS agar plates containing 625 μM KH_2_PO_4_ (Pi sufficient) or 10 μM KH_2_PO_4_ (Pi deficient). Each experiment used 10 plants and was replicated three to four times. The seedlings were grown at 22°C and illuminated with 100–125 μmol m^-2^ s^-1^ white light for 16 hours per day or with blue (B), red (R), and far-red (FR) light for 24 hours. For determination of primary root (PR) length and fresh weight, the seedlings were cultured on vertical and horizontal plates for 10 and 14 days, respectively. The seedlings were then collected for photographs, measurement of PR length and fresh weight, and further experiments.

### Quantiﬁcation of Anthocyanin Content

The shoots of 10-day-old seedlings were frozen in liquid nitrogen, ground into a powder, and then re-suspended in an extraction buffer containing 45% methanol and 5% acetic acid. The supernatant was taken after centrifugation at 12,000 rpm for 10 minutes. Anthocyanin content was calculated by the absorbance at 530 and 637 nm as described previously (Matsui et al., 2004).

### Determination of Acid Phosphatase Activity

The histochemical staining of acid phosphatase activity was performed according to the method described by Yu et al. (2012) with some modifications. The roots of 10-day-old seedlings were overlaid with a 0.1% agar solution containing 0.01% 5-bromo-4-chloro-3-indolyl phosphate (BCIP). The acid phosphatase activity indicated by blue color on the root surface was observed and photographed after 6 to 24 hours.

### Determination of Lipid Composition

Seedlings were grown on 1/2 MS medium with 625 μM Pi for 10 days and then transferred to 1/2 MS medium with 625 μM Pi or 10 μM Pi for 10 days. Samples were collected and immediately frozen in liquid nitrogen. Lipids were then extracted and analyzed by the method described by Kobayashi et al. (2006).

### RNA Isolation, Reverse-Transcription Quantitative PCR (RT-qPCR), and Microarray Analyses

Total RNA was extracted by using the RNeasy Plant Mini kit (QIAGEN, Hilden, Germany) following the manufacturer's instructions. One microgram (1 μg) of total RNA was subjected to ﬁrst-strand cDNA synthesis using the PrimeScript RT reagent kit (Takara). Quantitative RT-qPCR was performed by the SYBR green method using the ABI7300 real-time PCR system (Applied Biosystems) as described previously (Mitsuda et al., 2005). The *UBQ1* gene was used as an internal control. The microarray experiments and the data analysis were conducted by the method described by Mitsuda et al. (2005). Three biological replicates were performed for the microarray studies except for the experiments conducted under blue and red light treatments (two biological replicates), which aim to isolate candidate genes with similar expression pattern to the microarray experiments performed in *35S:BBX32-SRDX* and *hy5-215*. The expression of the Class III PRX candidate genes isolated from the transcriptomes in response to blue and red light treatments was confirmed by the third biological replicates using RT-qPCR. For confirming the other transcriptomes, the RT-qPCR data are averages from three or four biological replicates.

### Measurement of Photosynthetic Activity

The maximum quantum yield of photosystem II (F_v_/F_m_) and actual quantum yield of photosystem II in light (Y_II_) of cotyledons and true leaves were measured according to the method described by Kobayashi et al. (2013).

### Statistical Analysis

All the experiments were performed in a completely randomized design. Data on root length (cm) and seedling fresh weight (mg) were recorded after growth for 10 and 14 days, respectively. Two-way analysis of variance (ANOVA) and mean comparisons using least significant difference (LSD) tests were conducted. Data represent means of three or four independent experiments. Different letters above bars indicate statistically significant differences (*P < *0.05).

## Data Availability Statement

Arabidopsis Genome Initiative numbers described in this article are as follows: ACP5 (At3g17790), CHS (At5g13930), DFR (At5g42800), GLK1 (At2g20570), GLK2 (At5g44190), HY5 (At5g11260), IPS1 (At3g09922), LDOX (At4g22880), MGD2 (At5g20410), MGD3 (At2g11810), MYB75 (At1g56650), MYB90 (At1g66390), NPC4 (At3g03530), PHT1;2 (At5g43370), PHT1;3 (At5g43360), PHT1;4 (At2g38940), PHT1;5 (At2g32830), PHT1;7 (At3g54700), PHT1;8 (At1g20860), PHT1;9 (At1g76430), RNS1 (At2g02990), SLR/IAA14 (At4g14550), SQD1 (At4g33030), SQD2 (At5g01220) and UF3GT (AT5G54060). The microarray data referred in this study is available from NCBI GEO under the accession number GSE139100.

## Author Contributions

C-MY and MO-T designed the experiments and coordinated the project. C-MY performed most of the experiments. KK and SF conducted the analysis of lipid composition and photosynthetic activity. NM performed the microarray experiments. HF created the *slr* and *hy5 slr* mutants, propagated the seeds, and provided valuable comments on the manuscript. C-MY analyzed the data. C-MY wrote the manuscript and MO-T revised the manuscript.

## Funding

This work was supported by JSPS KAKENHI Grant Numbers 12F02210, 25291055.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Blue Light Regulates Phosphate Deficiency-Dependent Primary Root Growth Inhibition in Arabidopsis
**Source:** Front Plant Sci. 2020 Jan 31;10:1803. doi: 10.3389/fpls.2019.01803
**Supplement:** Supplementary file 1

## **Supplementary Material**

### **Blue light regulates phosphate deficiency-dependent primary root growth inhibition in Arabidopsis**

Chuan-Ming Yeh<sup>1,2,3</sup>, Koichi Kobayashi<sup>4</sup>, Sho Fujii<sup>4</sup>, Hidehiro Fukaki<sup>5</sup>, Nobutaka Mitsuda<sup>2</sup>, Masaru Ohme-Takagi<sup>1,2\*</sup>

## Supplementary Note

Anthocyanin accumulation is one of the typical symptoms induced by Pi starvation in plants (Trull et al. 1997, Ticconi et al. 2001). To confirm tolerance to Pi-deficient conditions in *hy5-215*, anthocyanin accumulation in response to Pi deficiency was examined. The leaves of the 14-day-old seedlings grown on Pi-deficient and Pi-sufficient media were collected for anthocyanin measurements. Anthocyanin content significantly increased in response to Pi deficiency in both wild type (WT) and *hy5-215*; however, the content in *hy5-215* was only one-third of that in WT (Supplementary Figure 3A, B). In addition, the expression of genes involved in anthocyanin biosynthesis was analyzed. The Arabidopsis MYB TF family genes, *MYB75* and *MYB90*, have been reported to be involved in the regulation of anthocyanin biosynthesis (Borevitz et al. 2000). The transcripts of *MYB75* and *MYB90* were significantly induced by Pi deficiency, but the level was much lower in *hy5-215* than in WT (Supplementary Figure 3C, D). Similar results were obtained in the expression of the anthocyanin biosynthesis genes coding for chalcone synthase (CHS), dihydroflavonol 4-reductase (DFR), leucoanthocyanidin dioxygenase (LDOX), and UDP glucose flavonoid 3-glucosyltransferase (UF3GT) (Solfanelli et al. 2006, Sakuraba et al. 2010). Although some of the anthocyanin biosynthesis genes were previously shown to be down-regulated in *hy5* under normal conditions (Lee et al. 2007, Jeong et al. 2010, Shin et al. 2013), a much bigger difference of the expression level between low-Pi treated *hy5-215* and WT was found (Supplementary Figure 4). Taken together, the data somehow suggest *hy5-215* is tolerant to Pi deficiency.

Activation or secretion of acid phosphatases, ribonucleases and organic acids are responsible for scavenging extracellular Pi from insoluble organic complexes. In addition, the activities of acid phosphatases and ribonucleases also contribute to release Pi from intracellular organic Pi sources (Raghothama 2000, Poirier and Bucher 2002). Then, we analyzed the expression of *RNS1* and *ACP5*, which encode a ribonuclease and purple acid phosphatase (PAP), respectively. The expression of *RNS1* and *ACP5* was significantly induced by Pi deficiency in the WT, but their transcript levels were much lower in *hy5-215* than in the WT (Supplementary Figure 5A-D). In addition, acid phosphatase activity, monitored by staining with 5-bromo-4-chloro-3-indolyl phosphate (BCIP), was significantly reduced in *hy5-215* compared to the WT under Pi-deficient conditions (Supplementary Figure 5E). These results indicate that *hy5-215* suffers less stress in Pi-deficient conditions and release less free Pi from organic molecules by ribonucleases or PAP, compared with the WT.

### Supplementary references

- Trull M.C., Guiltinan M.J., Lynch J.P., Deikman J. (1997) The responses of wild-type and ABA mutant Arabidopsis plants to phosphorus starvation. *Plant Cell Environ.* 20, 85-92.
- Ticconi C.A., Delatorre C.A., Abel S. (2001) Attenuation of phosphate starvation responses by phosphite in Arabidopsis. *Plant Physiol.* 127: 963-972.
- Borevitz J.O., Xia Y., Blount J., Dixon R.A., Lamb C. (2000) Activation tagging identifies a conserved MYB regulator of phenylpropanoid biosynthesis. *Plant Cell* 12: 2383-2394.
- Solfanelli C., Poggi A., Loreti E., Alpi A., Perata P. (2006) Sucrose-specific induction of the anthocyanin biosynthetic pathway in Arabidopsis. *Plant Physiol.* 140: 637-646.
- Sakuraba Y., Yokono M., Akimoto S., Tanaka R., Tanaka A. (2010) Deregulated chlorophyll b synthesis reduces the energy transfer rate between photosynthetic pigments and induces photodamage in *Arabidopsis thaliana*. *Plant Cell Physiol.* 51: 1055-1065.
- Lee J., He K., Stolz V., Lee H., Figueroa P., Gao Y. et al. (2007) Analysis of transcription factor HY5 genomic binding sites revealed its hierarchical role in light regulation of development. *Plant Cell* 19: 731-749.
- Jeong S.W., Das P.K., Jeoung S.C., Song J.Y., Lee H.K., Kim Y.K. et al. (2010) Ethylene suppression of sugar-induced anthocyanin pigmentation in Arabidopsis. *Plant Physiol.* 154: 1514-1531.
- Shin D.H., Choi M., Kim K., Bang G., Cho M., Choi S.B. et al. (2013) HY5 regulates anthocyanin biosynthesis by inducing the transcriptional activation of the MYB75/PAP1 transcription factor in Arabidopsis. *FEBS Lett.* 587: 1543-1547.
- Poirier Y., Bucher M. (2002) Phosphate transport and homeostasis in Arabidopsis. *Arabidopsis Book* 1: e0024.
- Raghothama K.G. (2000) Phosphate transport and signaling. *Curr. Opin. Plant. Biol.* 3: 182-187.

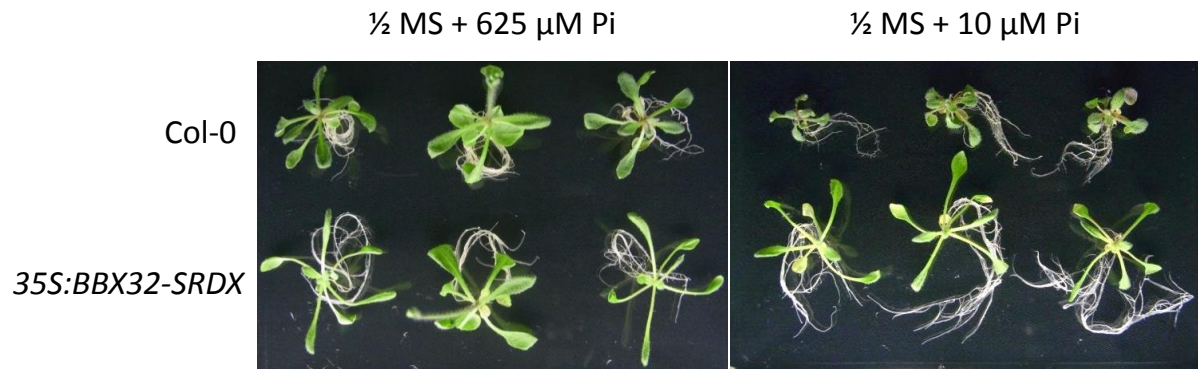

**Supplementary Figure 1. The tolerance phenotype of *35S:BBX32-SRDX* plants to Pi deficiency.** The wildtype (Col-0) and *35S:BBX32-SRDX* (line#2, 5, 7, 12) seedlings were grown on 1/2 MS medium in the presence of 625 or 10  $\mu$ M Pi for 16 days.

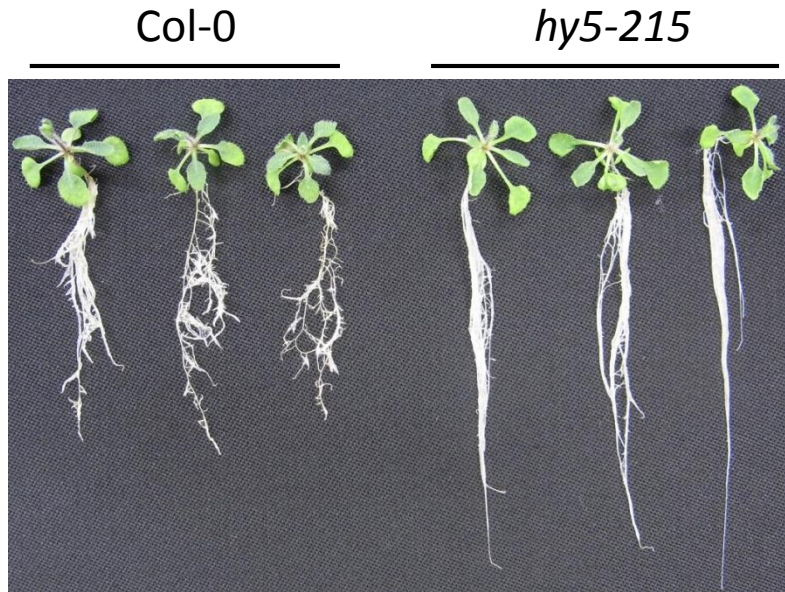

**Supplementary Figure 2. The tolerance phenotype of mature *hy5-215* plants to Pi deficiency.** The Col-0 and *hy5-215* seedlings were grown on 1/2 MS medium in the presence of 625  $\mu$ M Pi for 12 days and then transferred to Pi-deficient condition for another 10 days.

A

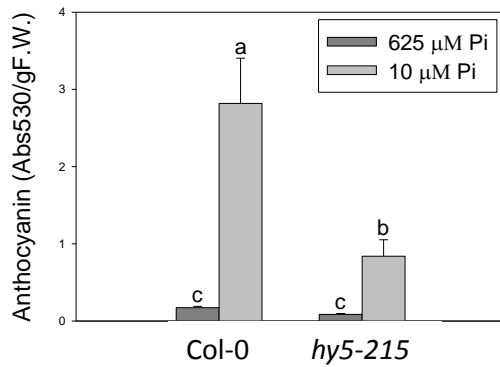

B

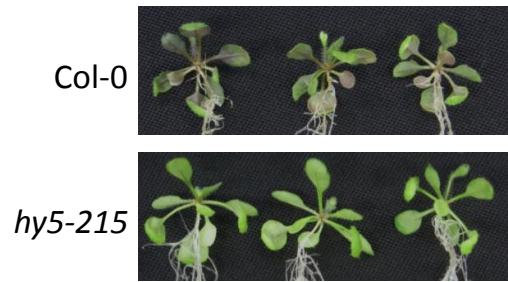

C

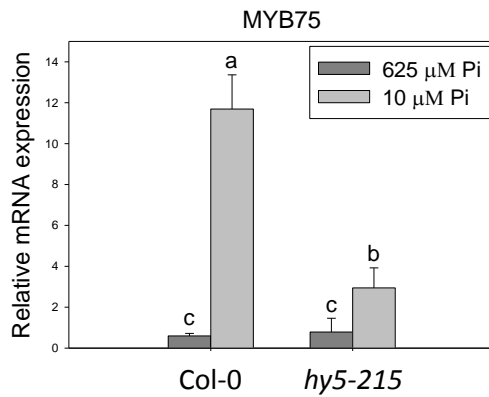

D

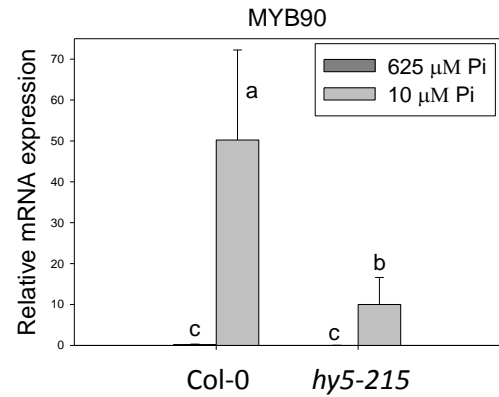

**Supplementary Figure 3. Lower anthocyanin level in *hy5-215* mutants.** Low Pi-induced anthocyanin accumulation in Col-0 and *hy5-215* (A-B). Anthocyanin content of 10-day-old seedlings was extracted by 45% methanol and 5% acetic acid. The relative level of anthocyanin was calculated from the absorbance at 530 and 637 nm. Expression level of TF genes involved in anthocyanin biosynthesis (C-D). RNA extracted from 10-day-old seedlings was subjected to real-time RT-PCR. Data represent means  $\pm$  standard error (SE) of three independent experiments. Different letters above the bars indicate statistically significant differences among the means based on ANOVA followed by Fisher's LSD test ( $P < 0.05$ ).

A

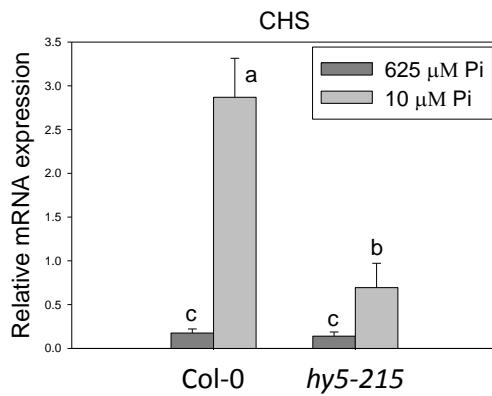

B

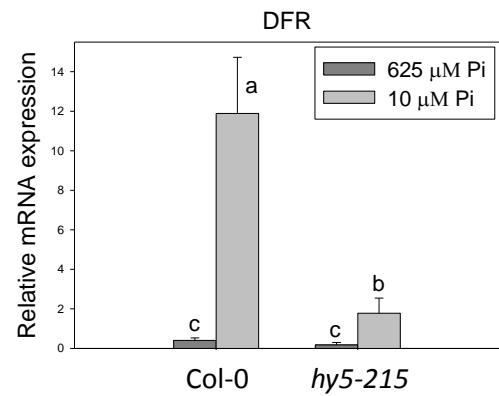

C

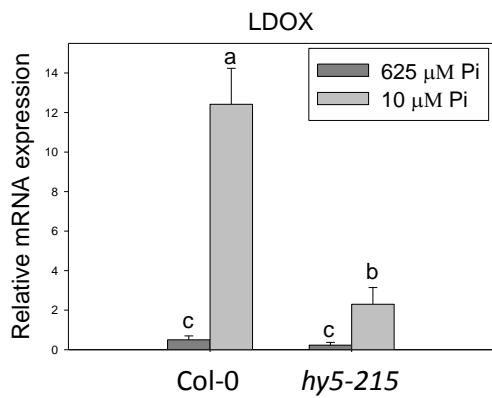

D

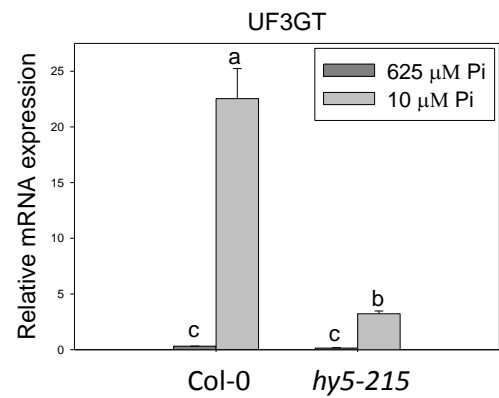

**Supplementary Figure 4. Reduced expression of anthocyanin biosynthetic genes in *hy5-215* mutants.** Expression of *CHS* (A), *DFR* (B), *LDOX* (C), and *UF3GT* (D) involved in anthocyanin biosynthesis were analyzed. RNA extracted from 10-day-old seedlings was subjected to real-time RT-PCR. Data represent means  $\pm$  SE of three independent experiments. Different letters above the bars indicate statistically significant differences among the means based on ANOVA followed by Fisher's LSD test ( $P < 0.05$ ).

A

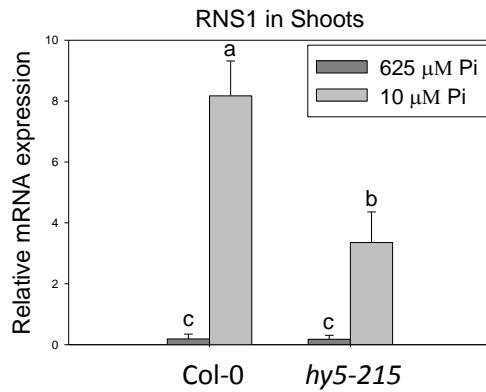

B

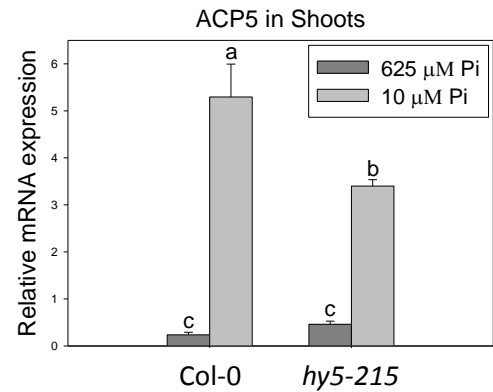

C

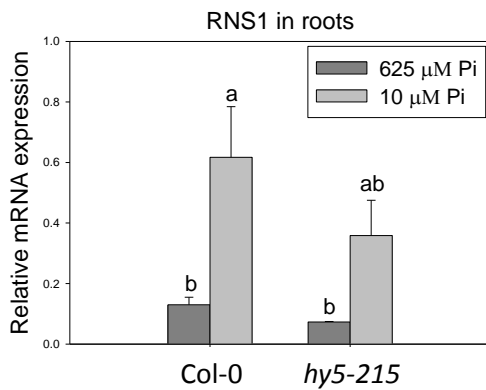

D

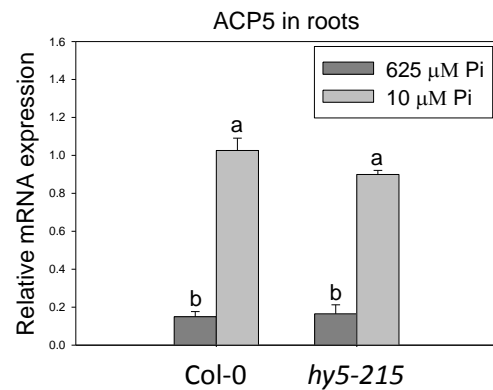

E

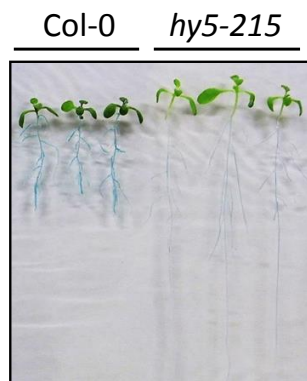

**Supplementary Figure 5. Reduction of Pi deficiency-induced ribonucleases and acid phosphatases in *hy5-215* mutants.** Expression of *RNS1* in shoots and roots (A,C). Expression of *ACP5* in shoots and roots (B,D). Acid phosphatase activity in response to Pi deficiency (E). The seedlings were grown on 1/2 MS medium with 625 or 10  $\mu$ M Pi for 10 days. Total RNA of shoots and roots was extracted for real-time RT-PCR. For acid phosphatase activity, roots were overlaid with 0.01% BCIP, an acid phosphatase substrate, for 5 hours. The clear blue color in

Col-0 roots indicates higher acid phosphatase activity. Data represent means  $\pm$  SE of three independent experiments. Different letters above the bars indicate statistically significant differences among the means based on ANOVA followed by Fisher's LSD test ( $P < 0.05$ ).

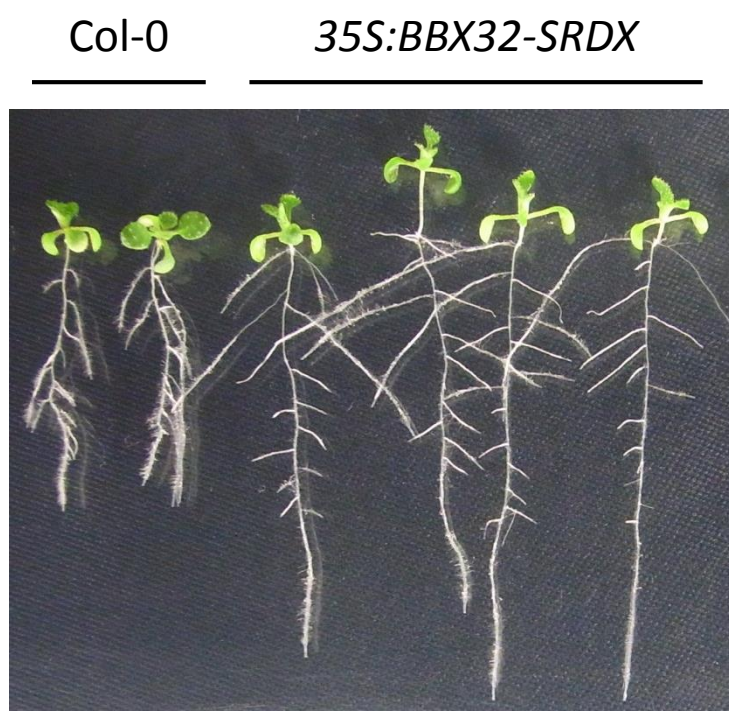

**Supplementary Figure 6. Root architecture of wild-type and *35S:BBX32-SRDX* seedlings in response to Pi treatment.** The seedlings were grown on 1/2 MS medium with 625 or 10  $\mu$ M Pi and root architecture of Col-0 and *35S:BBX32-SRDX* was observed after growth of 10 days.

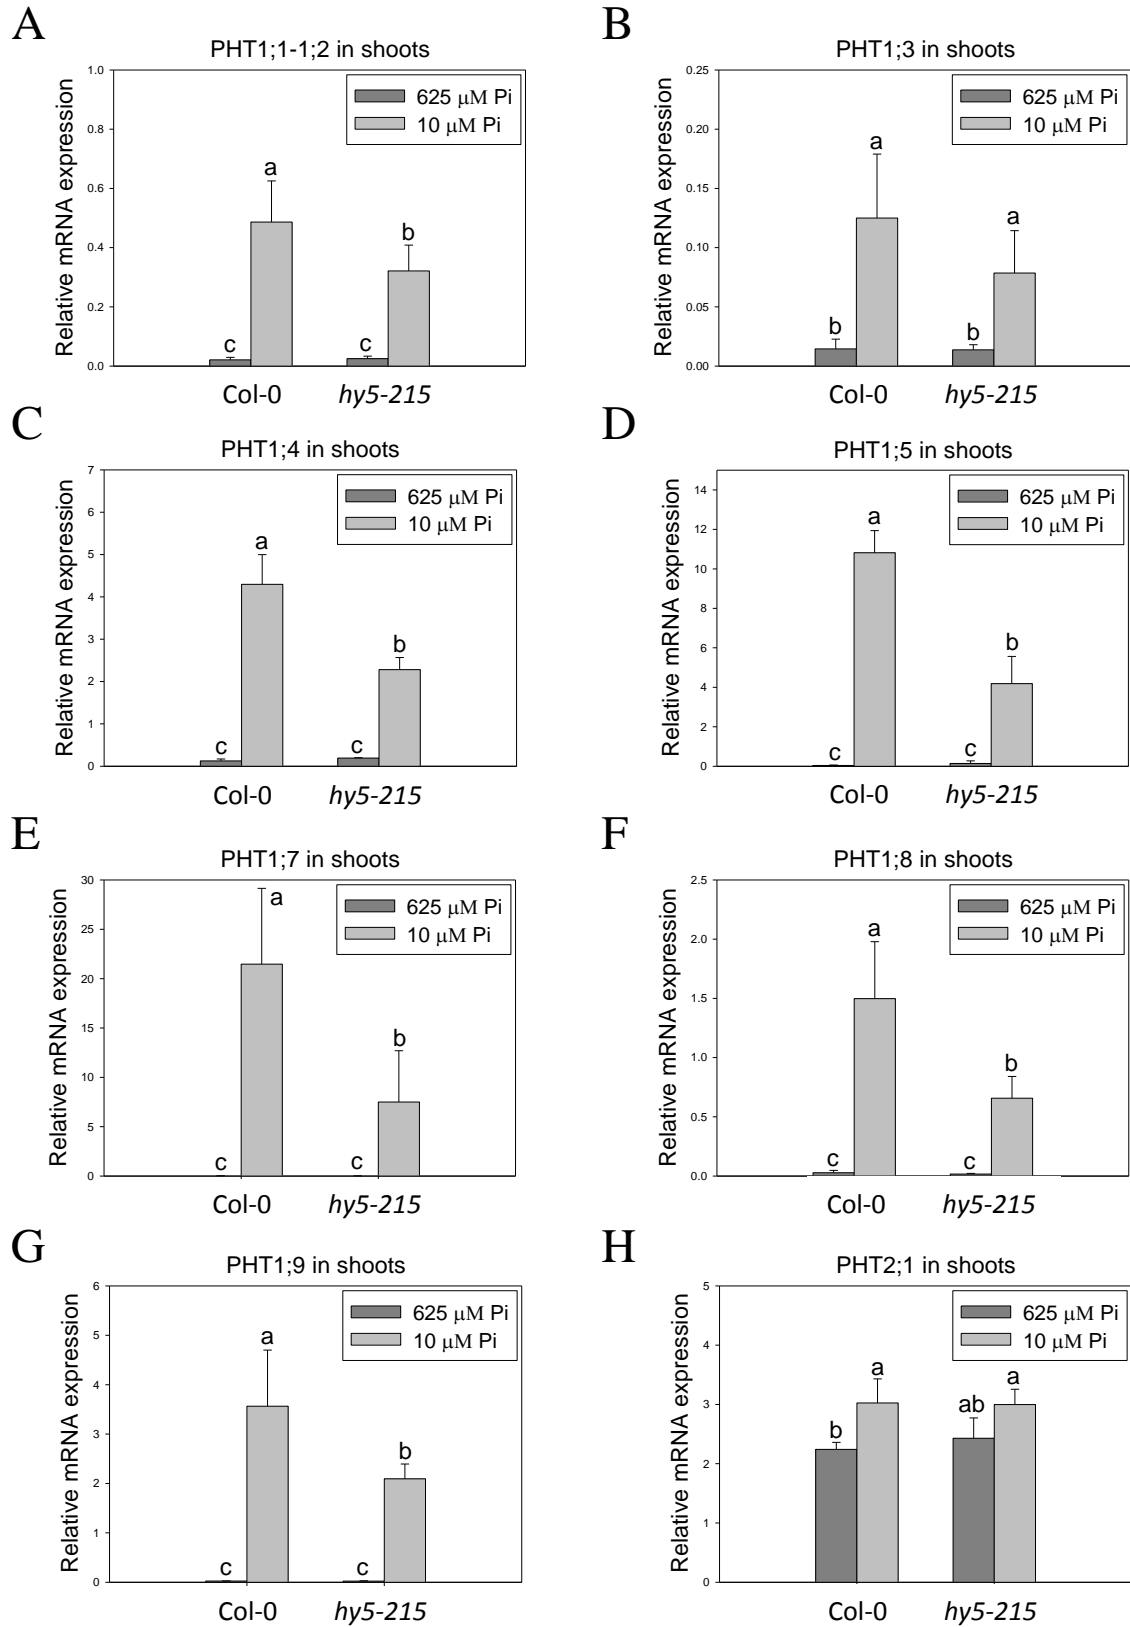

**Supplementary Figure 7. Lower expression of phosphate transporter genes in *hy5-215* shoots.** Expression levels of high-affinity Pi transporter family, *PHT1*, genes (A-G). Similar

expression pattern of low-affinity Pi transporter gene, *PHT2;1*, between Col-0 and *hy5-215* (H). RNA extracted from 10-day-old seedlings was subjected to real-time RT-PCR. Data represent means  $\pm$  SE of three independent experiments.

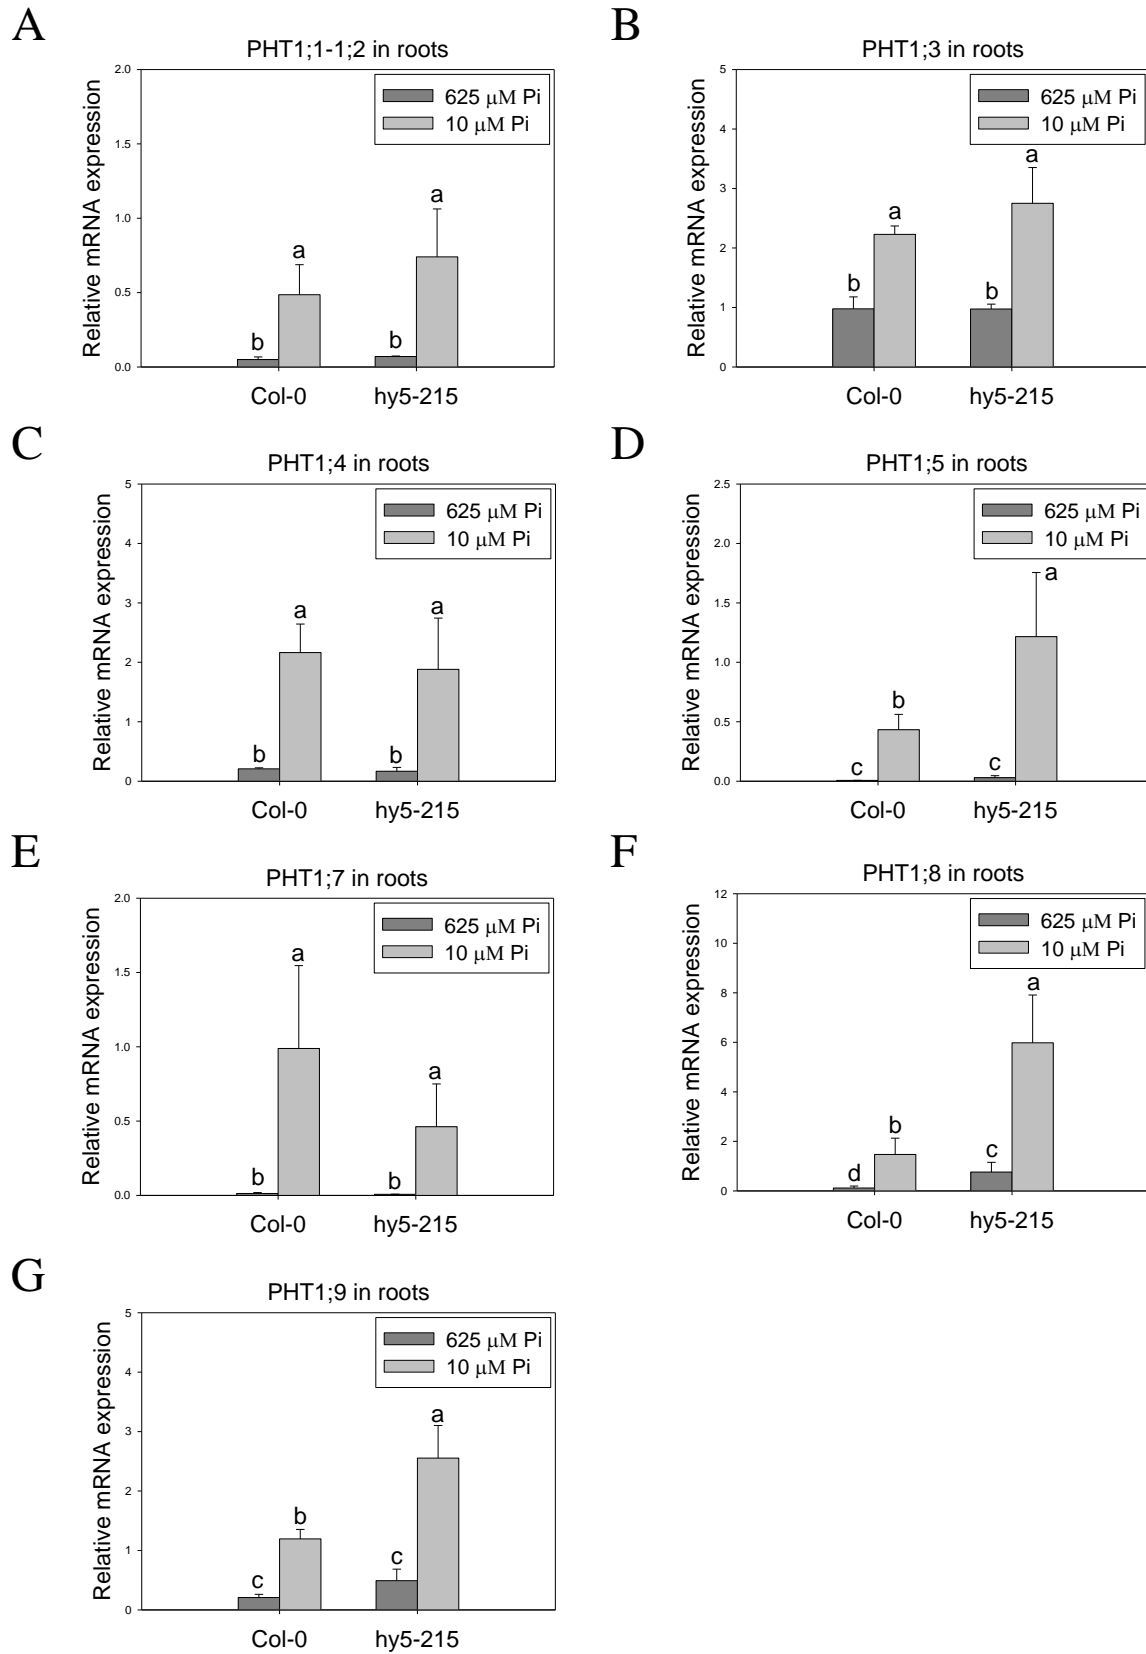

**Supplementary Figure 8. Expression levels of phosphate transporter genes in *hy5-215* roots.** Expression levels of high-affinity Pi transporter family, *PHT1*, genes (A-G). RNA

extracted from 10-day-old seedlings was subjected to real-time RT-PCR. Data represent means  $\pm$  SE of three independent experiments.

A

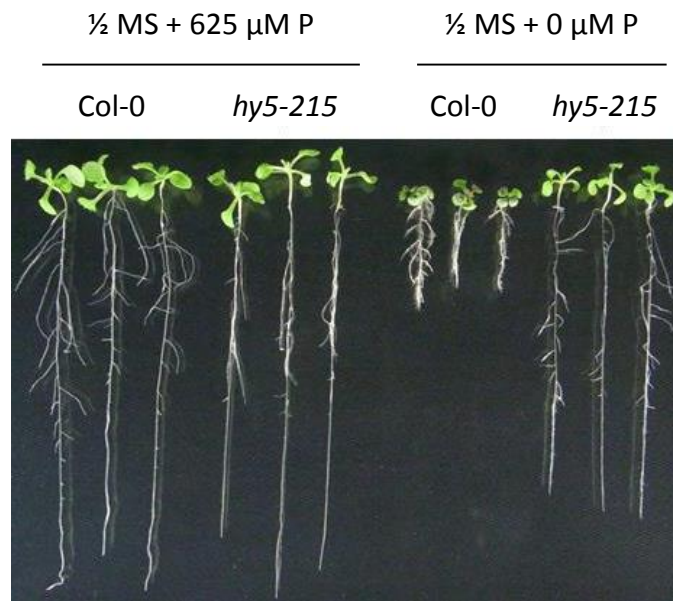

B

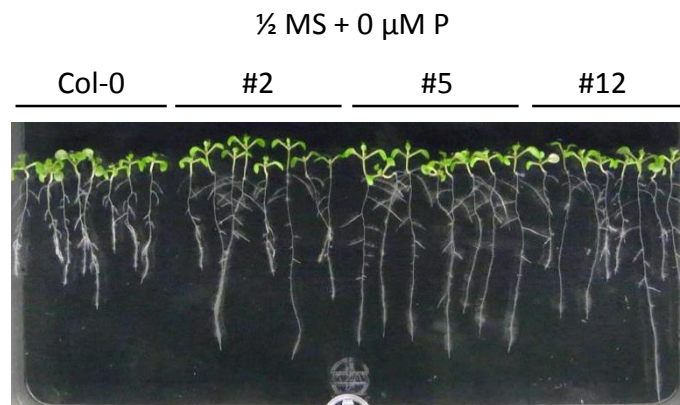

**Supplementary Figure 9. Phenotype of *hy5-215* and *35S:BBX32-SRDX* seedlings grown in Pi-free condition.** (A) Wildtype and *hy5-215* seedlings grown on Pi-sufficient and Pi-free media for 10 days. (B) Wildtype and *35S:BBX32-SRDX* (line#2, 5, 12) seedlings grown on Pi-free medium for 10 days.

A

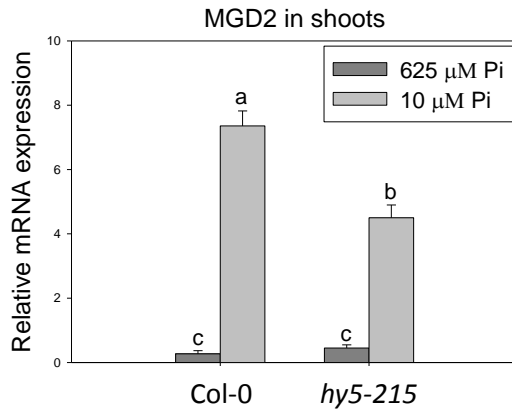

B

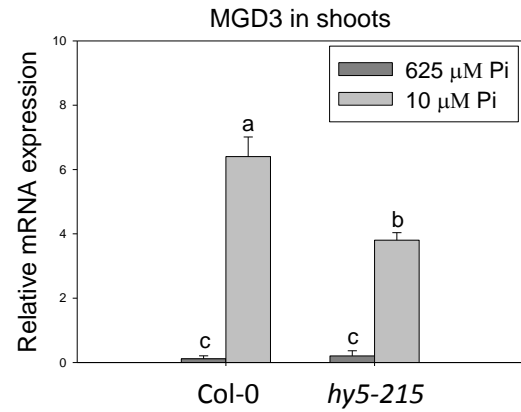

C

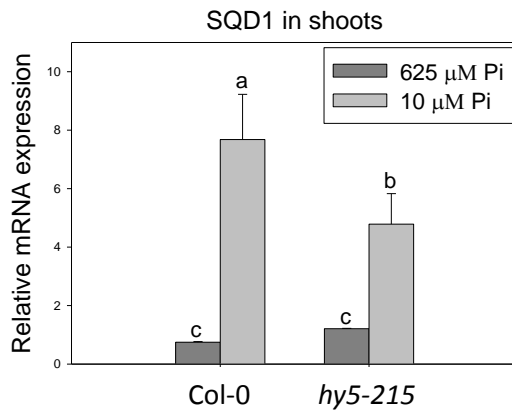

D

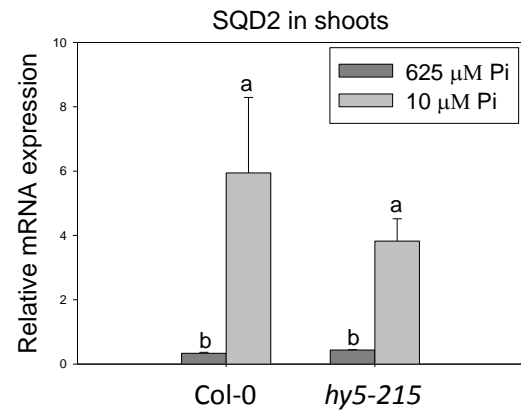

E

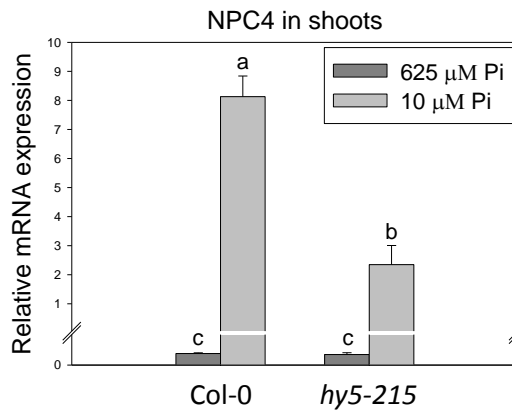

F

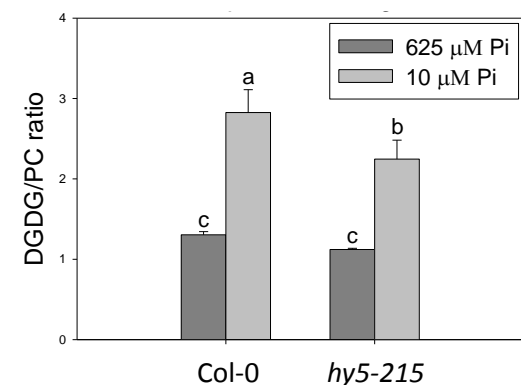

**Supplementary Figure 10. Reduction of lipid remodeling in *hy5-215* mutants.** Expression of *MGD2* (A), *MGD3* (B), *SQD1* (C) and *SQD2* (D) involved in glycolipid biosynthesis and *NPC4* (E) involved in phospholipid hydrolysis were analyzed. RNA extracted from 10-days-old seedlings was subjected to perform real-time RT-PCR. The DGDG/PC molar ratio in response to Pi deficiency (F). The seedlings were grown on 1/2 MS media with 625 or 10  $\mu$ M Pi for 14 days. The leaves were harvested for analysis of membrane lipid composition by gas

chromatography. Data represent means  $\pm$  SE of three independent experiments. Different letters above the bars indicate statistically significant differences among the means based on ANOVA followed by Fisher's LSD test ( $P < 0.05$ ).

A

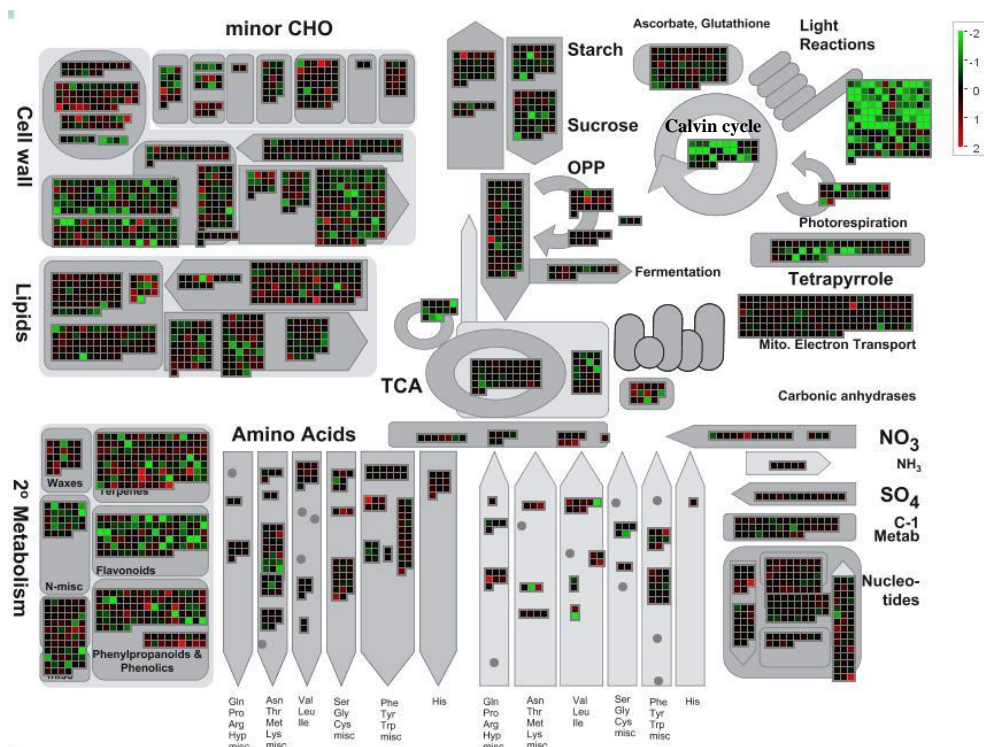

B

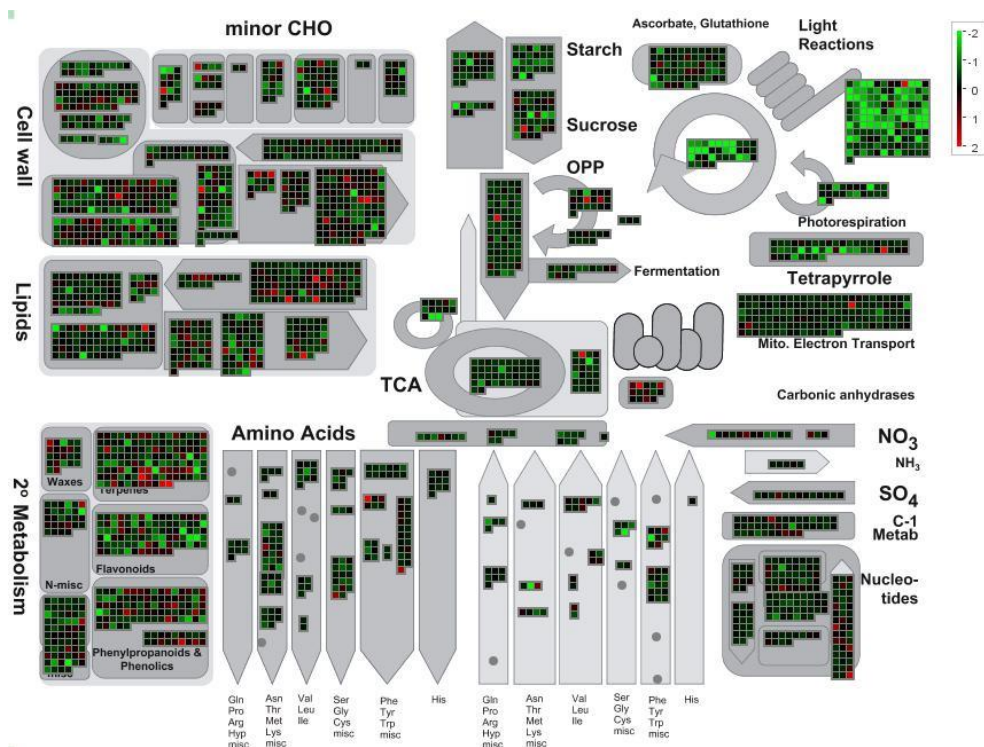

Supplementary Figure 11. Transcriptome analysis of *hy5-215* and *35S:BBX32-SRDX* in response to Pi deficiency by MapMan software. The MapMan metabolism overview maps

indicate a significant down-regulation of genes involved in photosynthesis in *hy5-215* (A) and *35S:BBX32-SRDX* (B) roots under Pi-deficient conditions. Each square in the graph represents one gene involved in different metabolisms. The expression levels (*hy5-215*/WT and *35S:BBX32-SRDX*/WT) calculated by log<sub>2</sub> ratios were from three independent experiments.

A

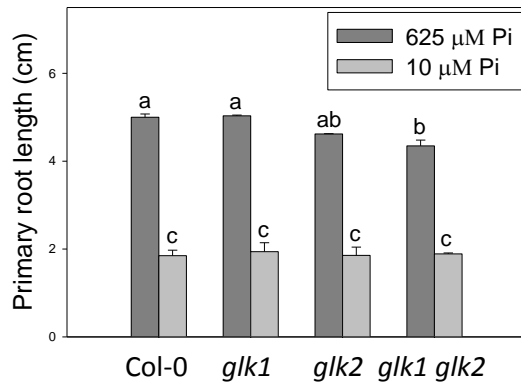

B

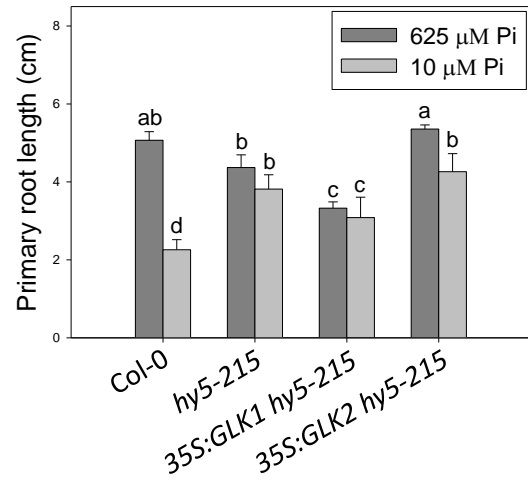

C

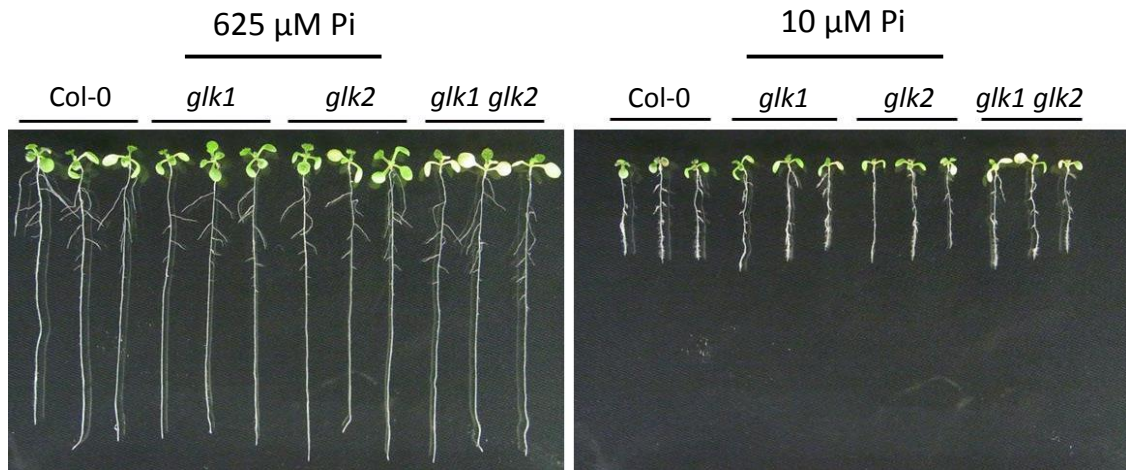

**Supplementary Figure 12. Root growth of *Arabidopsis glk* mutants and *GLK* overexpression lines in response to Pi starvation.** The PR lengths of *glk1*, *glk2* and *glk1 glk2* mutants (A,C). The PR lengths of *35S:GLK1 hy5-215* and *35S:GLK2 hy5-215* (B). The seedlings were grown on 1/2 MS media in the presence of 625 or 10  $\mu\text{M}$  Pi. The PR length was measured after 10 days of growth. Two independent lines of *35S:GLK1 hy5-215* and *35S:GLK2 hy5-215* were used for the measurement of PR length. The average PR lengths are shown in the figure. Data represent means  $\pm$  SE of four independent experiments. Different letters above the bars indicate statistically significant differences among the means based on ANOVA (Analysis of Variance) followed by Fisher's LSD (Least Significant Difference) test ( $P < 0.05$ ).

A

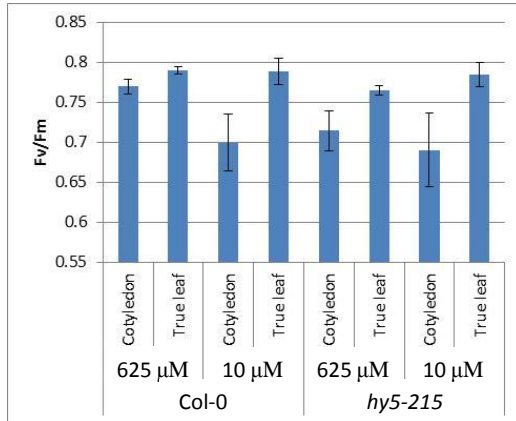

B

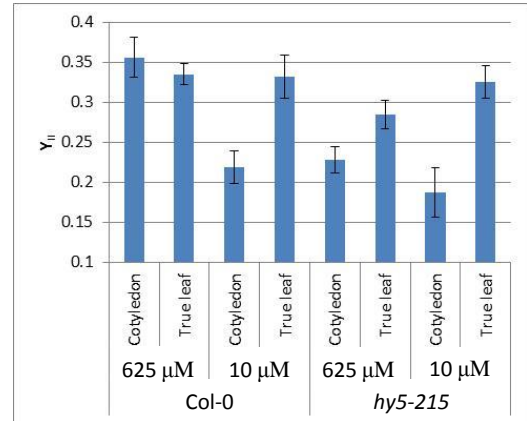

**Supplementary Figure 13. Comparison of photosynthetic ability of *hy5-215* and wild type plants.** (A) Measurement of maximum quantum yield of photosystem II (Fv/Fm). (B) Measurement of actual quantum yield of photosystem II in light (YII). The seedlings were grown on 1/2 MS media in the presence of 625 or 10  $\mu$ M Pi. The Fv/Fm and YII were measured after 10 days of growth.

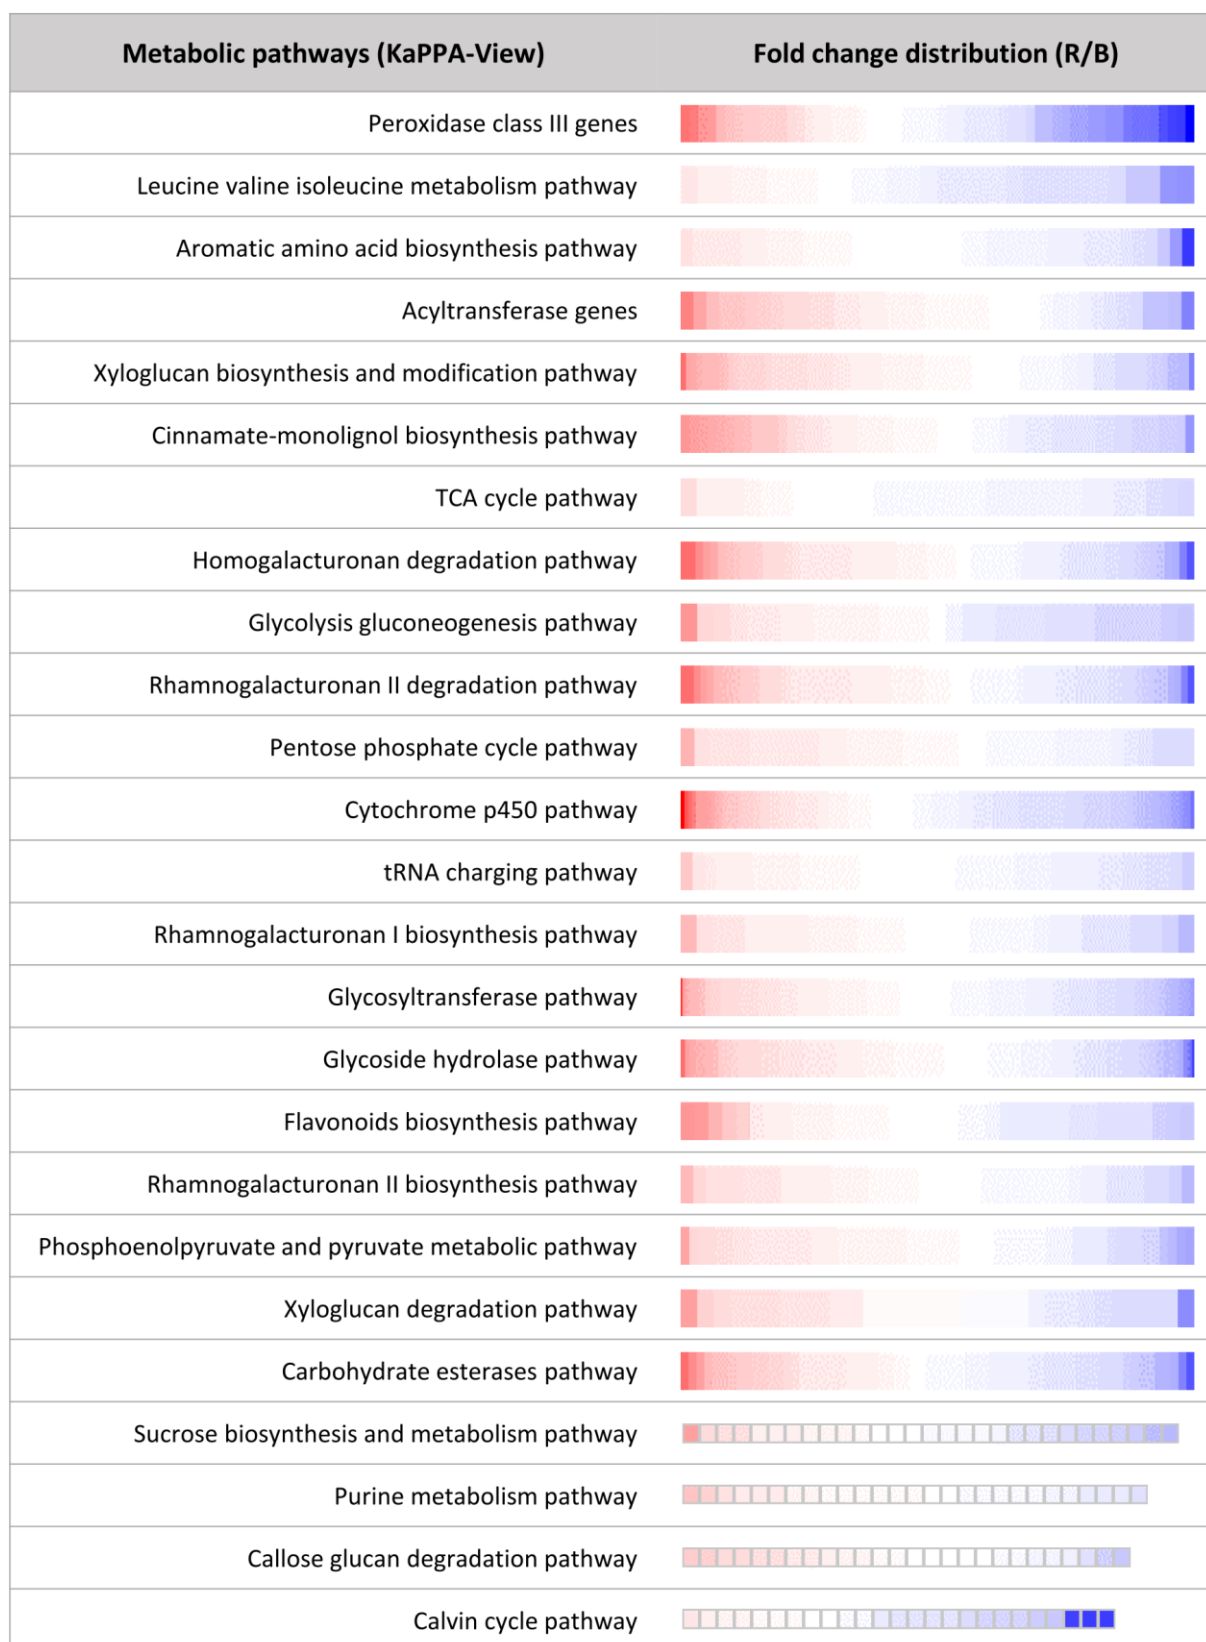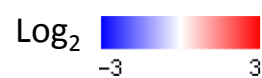

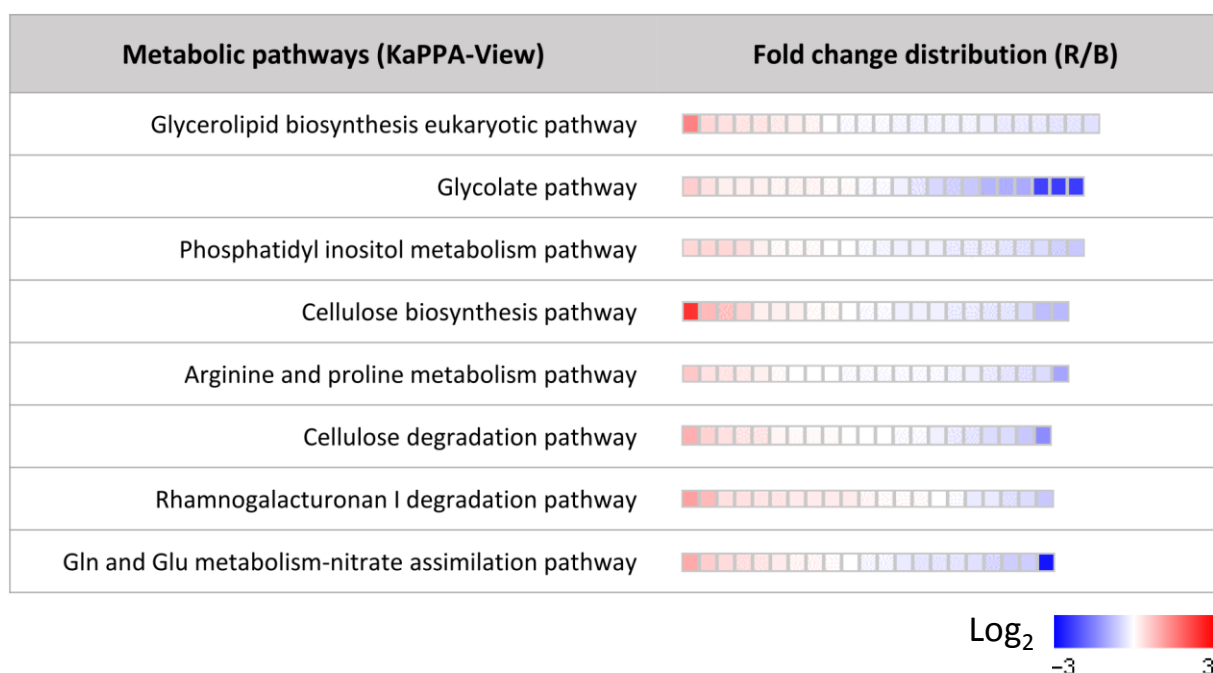

**Supplementary Figure 14. Metabolic pathways affected by light quality under Pi-deficient condition.** Effect of light quality on expression of genes encoding enzymes involved in different metabolic pathways in Arabidopsis roots was analyzed. The log<sub>2</sub> fold change (R/B) was calculated by dividing the expression levels under R light treatment by the levels under B light treatment. The pathways with upregulated or downregulated genes in R light condition are presented.

How the deposited data were processed for this re-analysis (not part of the article)

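Gene expression was measured by the authors on 64 arrays, 1 RNA sample each. The white-light sets compared *hy5-215* and *35S:BBX32-SRDX* with the WT (Col-0) in roots and shoots at 625 µM and 10 µM Pi, with 3 replicates per group and 24 arrays per set. The light set compared WT seedlings under B and R light in the same organs and at the same Pi levels, with 2 replicates per group. Samples were grouped by the deposited labels, which name the genotype, organ, Pi level, light and replicate of every array. Where labels and paper differed, in temperature (23°C and 22°C) and in the hours of B and R light per day (16 and 24), no sample was regrouped. The white-light labels give the tissue as leaf or root, and their leaf arrays are called shoots here, as in the paper. The paper does not state the age of the array plants.

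The authors deposited the scanner output of each array and a table of processed values for all arrays. In the scanner output, as deposited by the authors, the processed signal is a fluorescence intensity, which Agilent's Feature Extraction software had background-subtracted and spatially detrended without normalization between arrays. The table of processed values was deposited by the authors on the natural log scale, which the files do not state and a comparison with the scanner output showed. For the white-light arrays it equals the natural log of the processed signal minus a constant per array, and for the light set it is close to that without being exact. The arrays share 1 layout, since all 45220 spots carry the same probe in the 3 sets. Of 43603 probes, 36309 (83.3%) were matched to 26795 genes of the reference annotation, and 7372 genes had more than 1 probe.

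The processed signal was taken as log2, and the 75th percentile of each array was subtracted. Genes were represented, filtered and called as given beside the first result of each experiment. Tests were made in R 4.3.3 with limma 3.58.1 (group means, contrasts and moderated statistics by eBayes), on the 12 arrays of an organ in a white-light set or the 8 arrays of an organ in the light set, and p was adjusted by Benjamini-Hochberg over all genes tested in a contrast. Adjusted p values in the text are two-sided and come from limma unless another test is named. Gene sets were tested with limma's fry, and with camera using an estimated correlation between genes as an alternative. Fry asks whether the genes of a set changed at all, while camera asks whether they changed more than the other genes. Organ differences were tested in a fit of the 24 arrays of a set. Where a gene was well above background in 1 group and not in the other, its fold change is given as a lower bound against the level of detection, written as at least that fold.

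The genes named in the text follow a rule. They are the 5 highest and the 5 lowest called genes of a contrast whose arrays do not overlap between groups, the genes the paper names for that result or shows in Figure 10, and a fixed list of named PSI, light signalling, root growth and PRX genes. Genes outside the rule are marked where they appear. The 56 photosynthesis genes found by the rule on names are all nuclear. The 73 class III *PRX* genes that the paper counts are listed neither in its text nor in its supplementary files, so the 12 that the reference annotation names by symbol were used beside the 17 of Figure 10.

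The number of arrays sets the precision. In the light set the signal over background limits it further. The calling was tested on simulated arrays, with changes beyond the fold limit planted in 200 genes. Each value was drawn independently from a normal distribution with the mean and spread of its gene. The draws thus lacked the correlation within slides and between genes, so the rates may not hold for the real arrays. With 3 arrays against 3, 186 (93%) were recovered and 6 other genes were called, and with 2 arrays against 2, 169 (84.5%) were recovered and 4 others were called. With nothing planted, 0 genes were called in either. The replicate numbers were checked against the slides, which carry the 4 groups of an organ for 1 replicate, and arrays of the same slide deviated from their group means together, so the limma fits and set tests of the main setting were also run with the slide as a block. In this design the blocks by slide and by replicate are the same fit. Each group also kept its place on the slide, which therefore cannot be told apart from the group within 1 organ.

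Alternatives were another normalization between arrays (quantile), the authors' table of processed values, no filter on dim probes, the mean of the probes of a gene, the slide as a block, only the arrays of the groups compared, other thresholds, the paper's general test (an analysis of variance with Fisher's LSD comparison) and leaving out each array in turn. Background correction by normexp with an offset of 50 was planned on the mean spot signal, which the files do not hold, and was run on the median spot signal in its place. Scaling to the median of detected probes was added after the values were seen. The plants' root lengths, Pi contents, qPCR and other assays have no deposited values and were not analysed here.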

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

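Only the counts of genes whose Pi response differed in roots, the count of genes under R against B light in shoots, and the comparisons with other splits of the arrays were planned, and the other tests of this part, on organs, on gene sets in both light qualities or both Pi levels, on Pi-sufficient roots and on each technical explanation, were chosen only after the result was seen. A split here assigns the same arrays to groups of the same sizes. With 3 arrays against 3 there are 10 splits, so that the share of splits with a result as large is never under 0.1 and chance cannot be excluded in this way, whatever the count.

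The photosynthesis genes differed between roots and shoots in both lines under Pi deficiency. Relative to the WT, they were lower in roots than in shoots by a median log2 value of -2.82 in *hy5-215* (54 of 56 genes, adjusted p = 1.31e-06 over the 6 organ tests) and -1.77 in *35S:BBX32-SRDX* (56 of 56, adjusted p = 0.00133). The chlorophyll synthesis genes had -0.51 (21 of 22, adjusted p = 0.00103) and -0.38 (21 of 22, adjusted p = 0.00211). Over all genes, 786 of 22865 were called for a difference between organs in *hy5-215* and 688 of 23155 in *35S:BBX32-SRDX* (1426 and 1415 with the slide as a block, where the adjusted p of the 4 lists was at most 3.65e-05). Relabelling the line within each organ in 100 drawn splits, the real one included, gave a median as large in 3 for the photosynthesis genes of *hy5-215* and in 8 for its chlorophyll synthesis genes. In *35S:BBX32-SRDX* it did so in 9 for the photosynthesis genes and in 5 for the chlorophyll synthesis genes, and a count of genes as large came in 5 splits for *hy5-215* and in 7 for *35S:BBX32-SRDX*. Of the 100, 17 parted all pairs of arrays that shared a slide, as the real groups do, and among these 17 a result as large came in 2 for each of the lists of *hy5-215* and for each count of genes, in 5 for the photosynthesis genes of *35S:BBX32-SRDX* and in 1 for its chlorophyll synthesis genes. Splits that keep the real groups of the root arrays relabel the shoots alone, where the photosynthesis genes hardly changed, and are no test of chance for the roots. All splits with a result as large were of this kind for the photosynthesis genes of both lines and for both counts, and 0 of the 88 splits that regrouped the root arrays gave a result as large, while for the chlorophyll synthesis genes 3 of the 88 did in each line. The 17 splits are too few to decide on chance by themselves. For the chlorophyll synthesis genes of both lines the share of all splits does not exclude chance. For the photosynthesis genes of both lines and both counts of genes it cannot decide, since every split as large kept the real root groups. The 88 other splits, with 0 as large, draw on only 10 splits of the root arrays, so they cannot exclude chance either.

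Saturation was weighed first, since the photosynthesis genes are bright in shoots. In the set of *hy5-215*, 14 of the 56 were saturated on at least 1 shoot array and 3 on all, in the set of *35S:BBX32-SRDX* 16 and 5, and 0 on any root array by the scanner's saturation mark. The genes never saturated in shoots had medians of 0.019 (42 genes) and -0.037 (40 genes) there, and -2.44 and -1.57 in roots, which argues against saturation. Scaling is also argued against, with root medians of -2.67 and -1.795 after quantile normalization. The place of the array on its slide is too, since the groups lie at the same places in shoots and had medians of 0.046 and -0.071. Traces of shoot RNA in the WT root arrays would need a share of 0.779% in the set of *hy5-215* and 0.652% in that of *35S:BBX32-SRDX* to give the root difference. Of the other genes, 44 and 35 were predicted to be at least 8-fold lower at that share, with median log2 fold changes of -3.88 and -3.78. They had -2.31 in *hy5-215*, where 16 of 44 showed less than 50% of the predicted log2 change and 4 changed by less than 2-fold, so that shoot RNA could account for part of the difference and stays open. In *35S:BBX32-SRDX* they had -1.27, with 27 of 35 below 50% of the prediction and 14 changed by less than 2-fold, which argues against shoot RNA as the whole cause. A hypothesis that stays open beside it is that the lines lower photosynthesis gene expression in roots and not in shoots, which was not tested apart from these arrays.

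The 17 *PRX* genes differed between R and B light in their response to Pi deficiency in roots, with a median difference of -1.58 (16 of 17 genes, adjusted p = 0.00174 over the 20 tests of this kind). The genes were chosen by the study in part on their response under B light, and lists of other genes with the same response under B light and the same level had a median of 0.14 (95% of 2000 lists between -0.12 and 0.37, 0 as low, drawn from the 50 nearest genes of each *PRX* gene), which argues against that choice as the whole cause. A smaller Pi response of all genes under R light was weighed on the 341 other genes raised by Pi deficiency in WT roots of both white-light sets. They had medians of 1.86 under B light and 1.13 under R light and a median difference of -0.31, and of 2000 lists of 17 drawn from them 95% had medians between -1.23 and 0.53 and 3 were as low as the *PRX* genes. This argues against it as the whole cause, while part of a weaker response reached beyond the *PRX* genes. Dim probes are argued against by the 12 *PRX* genes well above background on all 8 arrays (-1.38), and scaling by quantile normalization (-1.61). The place on the slide gave -0.44 in the *hy5-215* set and -0.57 in the *35S:BBX32-SRDX* set for the same difference between places, so it could make up at most part of the value, and these values also hold the effects of the lines. With 2 arrays per group no split of the arrays could exclude chance. A hypothesis that stays open is that B light is needed for the full induction of these *PRX* genes, and the fits without single arrays, with medians between -1.902 and -1.16, leave its size open.

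In WT shoots of the light set, which the paper does not analyse for these genes, 1632 of 17179 genes were called under R against B light at Pi deficiency, 733 higher and 899 lower. The share that was higher, 44.9%, was 23.4% of 1611 genes with the authors' series values, 32.2% of 677 with normexp and 35.7% of 1508 with the scaling to detected probes. Called were also 255 for a difference of the Pi responses (200 with the slide as a block). The photosynthesis genes responded to Pi deficiency with a median difference of 0.97 between R and B light (55 of 55 genes higher, adjusted p = 0.00174), the chlorophyll synthesis genes with 0.58 (21 of 22 higher, adjusted p = 0.0257) and 9 of the *PRX* genes with -1.83 (7 lower, adjusted p = 0.00207). All 55 photosynthesis genes were free of saturation on the 8 arrays. Scaling to the median of detected probes left 0.42 for the photosynthesis genes and the authors' series values 0.49 (p = 0.0891 before adjustment, a rotation test rather than an exact one), against 0.66 after quantile normalization, so scaling could account for part of it and stays open. The place on the slide is argued against by 0.091 for the same genes in *hy5-215* shoots. For the chlorophyll synthesis genes the difference was 0.025 under the scaling to detected probes and 0.046 with the authors' series values, so scaling may be the whole of it, while quantile normalization gave 0.52. For the *PRX* genes, quantile normalization gave -2.12, which argues against scaling, and normexp on the median spot signal gave -0.67. No biological explanation was tested for the shoots, and a difference in the response of photosynthesis to Pi between light qualities stays open.

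The Pi responses of single genes in roots differed between the lines and the WT for 74 genes in *hy5-215* and 16 in *35S:BBX32-SRDX*, and between R and B light for 215. With the slide as a block these were 215, 96 and 457. The first was reached in 4 of 100 drawn relabellings of the line within each Pi level, the real one included, and the second in 8. Among the 17 that parted all pairs of arrays sharing a slide, as the real groups do, it was 2 and 4. The splits as large kept the real groups of the Pi-deficient arrays in 4 of 4 and 7 of 8, and of the 88 that regrouped these arrays 0 and 1 were as large. For the first, the share of all splits cannot decide on chance, since every split as large kept the real groups of the Pi-deficient arrays. For the second it does not exclude chance, and the 17 are too few to decide it by themselves. The counts moved with single arrays, to 38 without Pi-deficient *hy5-215* replicate 3, to 2 without Pi-deficient WT replicate 3 and to 3 without Pi-sufficient R light replicate 2. The PSI genes raised in the WT of the other set responded less to Pi deficiency in *35S:BBX32-SRDX* roots than in the WT, with a median difference of -0.60 (21 of 24 genes, adjusted p = 0.0257). A median as large came in 14 of 100 splits, 9 of which kept the real groups of the Pi-deficient arrays, and in 5 of the 88 that regrouped these arrays. Among the 17 that parted all pairs sharing a slide it came in 4, all with these real groups. By these splits chance is not excluded and may account for the difference, while its adjusted p from fry was 0.000620 with the slide as a block. The value was between -0.76 and -0.60 under the other scalings. In *hy5-215* roots it was -0.64 (19 of 20 genes, adjusted p = 0.225), and a difference between the lines was not tested.

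For roots under Pi sufficiency the paper names 3 *PHT1* genes in *hy5-215*, and the counts here cover all genes. In *hy5-215*, 1111 of 22018 genes were called (451 higher, 660 lower). The share that was higher, 40.6%, was 20.6% of 839 genes with normexp and 50.04% of 1143 with the scaling to detected probes, so the balance of directions depended on the processing. Called were 161 of 22520 in *35S:BBX32-SRDX* (139 higher, 22 lower), which was 477 with the slide as a block (273 higher, 204 lower) and lay between 76 and 192 with single arrays left out. Each count was the largest of the 10 splits of its arrays, 1 of 10. The photosynthesis genes had medians of -2.87 in *hy5-215* (55 of 56 lower, 46 called) and -1.15 in *35S:BBX32-SRDX* (56 of 56 lower, 0 called by limma and 25 past the threshold when adjusted over the list alone, 34 and 51 with the slide as a block, with 34 under the fold limit without a test). Technical explanations are those weighed above for the Pi-deficient roots, and the genotype itself stays open beside them.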

How the results depend on the processing

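The comparisons, thresholds and alternatives were chosen before the data were examined, apart from normexp on the median spot signal, the scaling to the median of detected probes, camera with the slide as a block, the tests of organ differences and of gene lists for differences of the Pi responses, with their scaling and block alternatives, the gene lists in light-set shoots and in plants at Pi sufficiency, and the counts of Pi-sufficient plants, which were chosen only after the result was seen. The planned normexp on the mean spot signal was not run, since the deposited values do not hold that signal. Blocks by slide and by replicate are the same fit here. With 260 results, of which 55 answer a comparison and the others are mostly single genes, the mean of the probes of a gene kept direction and side of the threshold, or a count within 1.5 times, for 258 of 260, quantile normalization for 254, the scaling to detected probes for 238, the authors' series values for 232, the slide as a block for 227 (21 stronger and 0 weaker in limma's fits), no filter on dim probes for 225, normexp for 217, and only the groups compared for 212 of 251. Of 1464 values with 1 array left out, 1178 did so. Where no cause is given below, the cause was not tested.

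The threshold moved the counts. Without the fold limit, by construction, they were higher, at 4114 genes in *hy5-215* roots, 2401 in *35S:BBX32-SRDX* roots, 5946 and 3858 by Pi deficiency in WT roots and shoots of the *hy5-215* set, 3378 and 4685 in those of the *35S:BBX32-SRDX* set, 122 for the difference of Pi responses in *hy5-215* roots, 2859 in shoots under R against B light, and 1437 in the overlap of the lines in roots. With the fold limit alone, also by construction, the difference of Pi responses counted 860 genes in *hy5-215*, 795 in *35S:BBX32-SRDX* and 1726 between R and B light, shoots counted 703 in *hy5-215* and 705 in *35S:BBX32-SRDX* with 210 in the overlap, WT shoots of the *hy5-215* set 2565, and roots 1573 under R against B light and 1018 by Pi deficiency under R light. The LSD comparison with the fold limit gave 405, 367 and 908 for the differences of Pi responses, and 345 and 382 in shoots of *hy5-215* and *35S:BBX32-SRDX*. Adjusted by Benjamini-Hochberg, it gave 35, 2 and 1 for these differences, 11 and 9 in the shoots, 6 for R against B light in roots, 40 and 33 by Pi deficiency under B and R light, and 653 for R against B light in shoots.

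With the slide as a block, the differences of Pi responses rose to 215 genes in *hy5-215*, 96 in *35S:BBX32-SRDX* and 457 between light qualities, the shoot counts to 192 and 257 with 41 in the overlap, the transcription factor genes past the adjusted p in shoots to 8 and 2, and the *PHT1* genes in *hy5-215* shoots to 3. The differences between organs rose to 1426 genes in *hy5-215* and 1415 in *35S:BBX32-SRDX*. Among gene lists, the PSI genes raised in the WT of the other set passed the threshold for a difference of Pi responses in the shoots of *hy5-215* (-1.29, adjusted p = 0.137 without and 0.00305 with the block) and *35S:BBX32-SRDX* (-0.81, 0.0521 and 0.00654), the genes of Supplementary Table 1 did so between R and B light in roots (0.49, 0.124 and 0.0349), and the PSI genes did so for the difference between the organs of *hy5-215* (0.45, 0.190 and 0.0149). The PSI genes called as lower rose to 17 in *35S:BBX32-SRDX* roots, and to 11 in *hy5-215* shoots and 15 in *35S:BBX32-SRDX* shoots, and the *PRX* genes called for the difference between light qualities to 6. The block removes the shared deviations of arrays on 1 slide.

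Normexp gave 34, 28 and 41 genes for the differences of Pi responses in the same order, 62 in *hy5-215* shoots and 3 in *35S:BBX32-SRDX* shoots with 1 in the overlap, 912 by Pi deficiency in WT shoots of the *35S:BBX32-SRDX* set, 345, 285 and 305 in light-set roots (R against B light, and Pi deficiency under B and R light), 677 under R against B light in shoots, 3 and 0 transcription factor genes in shoots of *hy5-215* and *35S:BBX32-SRDX*, and 2 *PHT1* genes in *hy5-215* shoots. With the authors' series values, *hy5-215* shoots had 20 genes with 0 transcription factor genes past the adjusted p of limma, and light-set roots had 247, 321 and 201, with 75 for the difference. Without the filter on dim probes, where more genes are tested, the counts were 15 in *hy5-215* shoots with 0 transcription factor genes, 4 for the difference in *35S:BBX32-SRDX*, 1 in the shoot overlap, 233, 443 and 214 in light-set roots with 0 for the difference, and 2 *PHT1* genes in *hy5-215* roots. Scaling to detected probes gave 43 and 136 for the differences in *hy5-215* and between light qualities, 18 in *hy5-215* shoots with 0 in the overlap and 0 transcription factor genes. Only the groups compared, with fewer arrays for the spread, gave 4 and 3 in the shoots of the lines with 0 in the overlap and 0 transcription factor genes in either, 713 by Pi deficiency under B light and 2 *PHT1* genes in *hy5-215* roots. Quantile normalization gave 37 in *35S:BBX32-SRDX* shoots.

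Among gene sets, camera with an estimated correlation kept every median by construction, and 10 of the 22 set results that were past the threshold or not with fry changed side, all to weaker. Camera compares a set with the other genes, which is a different question from that of fry. In roots of *hy5-215* and *35S:BBX32-SRDX* these were the photosynthesis genes (-2.71, adjusted p = 0.100, and -1.79, 0.132), the chlorophyll synthesis genes (-0.22, 0.109, and -0.25, 0.143), the PSI genes of *35S:BBX32-SRDX* (-0.56, 0.132) and the 17 *PRX* genes (-0.39, 0.157, and -0.35, 0.0782), in shoots the PSI genes (-1.14 and -1.12, both 0.100), and in light-set roots the 11 *PRX* genes named by the annotation (-0.55, 0.0782). Blocked by slide, camera changed the side of 8 of the 22, all to weaker. The PSI genes of *35S:BBX32-SRDX* roots and of the shoots of both lines passed it (adjusted p = 0.0291 each), the photosynthesis genes in roots of the lines did not (0.171 and 0.0953), nor did the chlorophyll synthesis genes (0.174 and 0.104), the 17 *PRX* genes (0.153 and 0.194), the 11 *PRX* genes (0.108) or *PRX37* with *PRX52* (-4.77, 0.0552). The authors' series values left the 17 *PRX* genes with 1.34 under B light (adjusted p = 0.100), the difference of their Pi responses with -1.92 (0.110) and the 11 *PRX* genes with -0.56 (0.153), and reversed the 17 *PRX* genes under R light to -0.35 (0.512). Scaling to detected probes weakened the PSI genes in *hy5-215* shoots (-0.93, 0.100), the 17 *PRX* genes in *hy5-215* roots (-0.26, 0.0598) and the 11 *PRX* genes (-0.42, 0.0524). Only the groups compared weakened the PSI genes in *hy5-215* shoots (-1.14, 0.0909). Quantile normalization reversed the photosynthesis genes in *35S:BBX32-SRDX* shoots to 0.022.

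For single genes, *HY5* in *hy5-215* shoots was 0.0080 with the authors' series values and 0.14 with scaling to detected probes, so it had no direction. *STOP1* reversed in *35S:BBX32-SRDX* (-0.028 with normexp, -0.038 with scaling to detected probes) and from B to R light (0.037 and 0.096), and in *hy5-215* it was not past the threshold with normexp (0.15, adjusted p = 0.144), quantile normalization (0.12, 0.231), no filter (0.17, 0.0628) or only the groups compared (0.17, 0.115). *PHR1* in *hy5-215* roots was 0.019 with normexp, 0.017 with the authors' series values and 0.13 with scaling to detected probes, *PHT1;8* in Pi-sufficient *hy5-215* roots was -0.00017 with normexp, *FAR6* (AT3G56700) in *35S:BBX32-SRDX* shoots 0.11 with normexp, and *PRX34* by Pi deficiency in the *35S:BBX32-SRDX* set 0.055 with scaling to detected probes. With the authors' series values, the Pi response under R light was -0.24 for *PRX12*, -0.19 for *PRX60*, -0.35 for *PRX54* and -0.033 for *PRX34*. In *hy5-215* roots, *PHT1;7* (adjusted p = 0.0561) and *RNS1* (0.0564) were not past the threshold under the scaling to detected probes.

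Leaving out each array in turn gave these lowest and highest counts. In roots they were 1156 and 1257 in *hy5-215*, 897 and 1078 in *35S:BBX32-SRDX*, 1444 and 1673 by Pi deficiency in the WT of the *hy5-215* set, 893 and 1524 in that of the *35S:BBX32-SRDX* set, and 500 and 602 in the overlap. In shoots they were 8 (without *hy5-215* replicate 2) and 30 in *hy5-215*, 5 (without WT replicate 1) and 19 in *35S:BBX32-SRDX*, 1085 and 1768, and 1171 and 2042, by Pi deficiency in the WT of these sets, and 0 and 3 in the overlap, where *hy5-215* replicate 2, *35S:BBX32-SRDX* replicate 1 and WT replicate 1 of the *35S:BBX32-SRDX* set each left 0. For the differences of Pi responses they were 38 (without Pi-deficient *hy5-215* replicate 3) and 93, 2 (without Pi-deficient WT replicate 3) and 24, and 3 (without Pi-sufficient R light replicate 2) and 311 between light qualities. In the light set they were 282 (without Pi-deficient R light replicate 2) and 1193 for R against B light in roots, 692 (without Pi-sufficient B light replicate 2) and 1050 by Pi deficiency under B light, 208 (without Pi-sufficient R light replicate 1) and 291 under R light, and 953 (without Pi-deficient B light replicate 1) and 1555 for R against B light in shoots. A group with 1 array left was taken to vary like the others. Transcription factor genes numbered 102 and 109 in roots of *hy5-215*, 64 and 74 in roots of *35S:BBX32-SRDX*, and 0 and 1 in the shoots of each line. *PHT1* genes numbered 1 (without Pi-sufficient *hy5-215* replicate 3) and 5 in *hy5-215* roots, and 0 in all 12 fits of *hy5-215* shoots by limma.

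The medians of sets lay between these values with single arrays left out. In *hy5-215* roots the PSI genes had -0.89 (without *hy5-215* replicate 1, adjusted p = 0.0468) and -0.11, the photosynthesis genes -3.104 and -2.402, the chlorophyll synthesis genes -0.26 and -0.20 and the 17 *PRX* genes -0.51 and -0.35. In *hy5-215* shoots the PSI genes had -1.5999 and -0.82, and were not past the threshold without WT replicate 1 (-0.89, 0.0882), *hy5-215* replicate 2 (-1.12) or *hy5-215* replicate 3 (-0.82, 0.0652), the photosynthesis genes -0.074 and 0.10 and the chlorophyll synthesis genes -0.081 and 0.18, both reversed without WT replicate 1. In *35S:BBX32-SRDX* roots the PSI genes had -0.67 and -0.47, the photosynthesis genes -2.06 and -1.54, the chlorophyll synthesis genes -0.33 and -0.22 and the 17 *PRX* genes -0.51 and -0.21, and in its shoots -1.17 and -0.91, -0.13 and 0.016 (without WT replicate 3), and 0.018 and 0.17 for the first 3. The Pi response of the 17 *PRX* genes had 1.39 and 1.58 in the *35S:BBX32-SRDX* set, 1.44 and 1.84 in the *hy5-215* set, 1.45 and 1.82 under B light, and -0.40 (without Pi-sufficient R light replicate 1) and 0.22 under R light, with -1.902 and -1.16 for the difference. From B to R light they had -2.26 and -1.95, the 11 *PRX* genes -0.74 and -0.37, and *PRX37* with *PRX52* -5.01 and -4.54.

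For single genes, the values with an array left out lay between -2.13 and -1.91 for *HY5* in *hy5-215* roots and -0.52 and 0.51 in its shoots, 9.67 and 11.67 for *BBX32* in *35S:BBX32-SRDX* roots and 7.79 and 8.42 in its shoots, -0.028 and 0.070 for *STOP1* in *35S:BBX32-SRDX*, 0.15 and 0.20 in *hy5-215* (past the threshold in 1 of 6) and -0.21 and 0.14 from B to R light, and 0.34 and 0.54, 0.24 and 0.51, and -0.47 and -0.05 for *ALMT1* in the same order. Signs also changed for *PHT1;5* in *hy5-215* (-0.024 and 0.94 in Pi-deficient roots, -0.048 and 0.47 in Pi-sufficient shoots), *ARF19* (-0.041 and 0.078) and *PHR1* (-0.038 and 0.024) in *hy5-215* roots, *LPR1* in *35S:BBX32-SRDX* roots (-0.53 and 0.060), and by Pi deficiency in WT roots for *CHS* (-0.81 and 0.16 in the *hy5-215* set, -0.30 and 0.018 in the other) and *PRX33* (-1.302 and 1.44 in the *hy5-215* set). Under R light, the Pi response lay between -1.07 and 0.42 for *PRX10*, -0.69 and 0.10 for *PRX38*, -0.32 and 0.67 for *PRX8*, -2.49 and 0.66 for *PRX52*, -0.76 and 1.49 for *PRX5*, and -0.13 and 0.33 for *PRX54*.

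Signal over background limits the light set, where the filter on dim probes left 18627 genes in roots and 17179 in shoots, against at least 21451 in the white-light sets. Some scalings moved the median of all genes by over 0.1 on the log2 scale. Scaling to detected probes moved it by 0.13 in *hy5-215* roots, 0.17 in *hy5-215* shoots and 0.13 under R against B light in roots, all at Pi deficiency, by 0.14 for Pi deficiency in WT roots of the *35S:BBX32-SRDX* set, 0.18 in WT shoots of the *hy5-215* set and 0.65 in shoots under B light, and by 0.47 under R against B light in shoots at Pi sufficiency. The authors' series values moved it by -0.20 and -0.38 for Pi deficiency in roots under B and R light, by 0.37 for Pi deficiency in shoots under B light, and by -0.21 and 0.27 under R against B light in shoots at Pi deficiency and sufficiency. Normexp moved it by 0.12 in *35S:BBX32-SRDX* shoots at Pi deficiency.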

Differences from the paper's values

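The scaling to the median of detected probes was chosen only after the result was seen, and so were the comparisons with it in this part. All values are log2 fold changes, since Figure 10 gives ratios on that scale and the signals of Supplementary Table 1 were put on it. Of 102 values compared with Figure 10, read by eye, 3 differed by more than the larger error and of 38 compared with Supplementary Table 1, 3 did, and each of these 6 is given with the alternatives chosen before the data were examined.

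For *PRX62* by Pi deficiency in the WT of the *35S:BBX32-SRDX* set, the paper has about 0.99 in Fig. 10, read by eye, and the value here was 0.28. It came within the error with the mean of probes (0.92) and stayed apart under quantile normalization, the authors' series values, no filter, the slide as a block and only the groups compared, and with each array left out. For *PRX62* in the WT of the *hy5-215* set, the paper has about 1.8 in Fig. 10, read by eye, and the value here was 1.21. It came within the error with the mean of probes (1.63), without Pi-deficient WT replicate 3 (1.31) and without Pi-sufficient WT replicate 2 (1.51), and stayed apart under the other 5 and the other 4 arrays. For *PRX62* under B light, the paper has about 2.6 in Fig. 10, read by eye, and the value here was 2.00. It stayed apart under all 6 and with each array left out.

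For *PHT1;8* in Pi-sufficient *hy5-215* roots, the signals of the paper's Supplementary Table 1 give 1.49 and the value here was 0.30. It came within the error with the mean of probes (1.37, adjusted p = 0.00609) and stayed apart under the other 5 and with each array left out. Under Pi deficiency, the paper's signals give 0.87 and the value here was 0.41. It came within the error with the mean of probes (0.74), with only the groups compared, where the value is the same and the error is larger, and without Pi-deficient WT replicate 3 (0.49) or *hy5-215* replicate 2 (0.59), and stayed apart under the other 4 alternatives and the other 4 arrays. It also came within the error under the scaling to detected probes (0.54), which was chosen after seeing the values. For *PHT1;1* in Pi-deficient *hy5-215* shoots, the paper's signals give -0.44 and the value here was -0.78. It stayed apart under all 6 alternatives and with each array left out, and came within the error under the scaling to detected probes (-0.61), chosen after seeing the values.

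The paper states that the majority of the known PSI genes were significantly lower in the lines at Pi deficiency. Lower were 48 of 76 genes in *hy5-215* roots, 55 of 80 in *35S:BBX32-SRDX* roots, 69 of 82 in *hy5-215* shoots and 68 of 84 in *35S:BBX32-SRDX* shoots, and of these 13, 11, 1 and 5 were called over all genes, 18, 24, 15 and 28 were past the threshold when adjusted over the list alone, and 16, 18, 28 and 28 were under the fold limit without a test. Of the genes raised in the WT of the other set, tested for 20, 24, 44 and 50 in the same order, 3, 5, 1 and 5 were called as lower, 4, 13, 18 and 30 were past the threshold when adjusted over the list alone, and 6, 7, 26 and 26 were under the fold limit without a test. A majority was reached with these genes in *35S:BBX32-SRDX* roots and shoots when adjusted over the list alone, and in the shoots of both lines by the fold limit. Blocked by slide, 15, 17, 11 and 15 genes of the whole list were called as lower and 21, 36, 38 and 40 were past the threshold over the list alone. Of the genes raised in the WT of the other set, 5, 7, 10 and 14 were then called and 6, 15, 33 and 39 were past it over the list alone, a majority in all but *hy5-215* roots.

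The paper states that Pi deficiency did not raise the *PRX* genes under R light. Of the 17 genes, 9 were higher and 8 lower there, and *PRX70* was called as higher with 1.41 (adjusted p = 0.0104). It was not past the threshold with normexp (0.67), with the authors' series values (1.13), without the filter on dim probes (adjusted p = 0.0624), or with any of the 4 arrays left out. The paper also states that *PRX* genes were lower in response to Pi deficiency under R light. Read as the Pi response under R light alone, 0 of the 17 were called as lower by limma in the fit of the 4 groups, 1 was past the threshold when adjusted over the list alone and 3 were under the fold limit without a test. *PRX33* was called as lower with the slide as a block (adjusted p = 0.0472), though its probe was not well above background at either Pi level, and *PRX53* with only the groups compared (-1.04, adjusted p = 0.0191). Read as R against B light at Pi deficiency, 13 of the 17 were called as lower.

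The paper states that the 17 *PRX* genes of Figure 10 were raised by Pi deficiency in all 3 sets. Here 15 of 17 were higher in all 3. *PRX33* had -0.15 in the *hy5-215* set, where Fig. 10 of the paper has about -0.34, read by eye, and it was 1.44 without Pi-sufficient WT replicate 2. *PRX34* had -0.09 in the *35S:BBX32-SRDX* set, where Fig. 10 of the paper has about -0.2, read by eye, and it was 0.055 under the scaling to detected probes, chosen after seeing the values.

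The paper names *PHT1;5*, *PHT1;8* and *PHT1;9* as higher in *hy5-215* roots, from RT-qPCR of seedlings as well as from the arrays, and only the arrays were analysed here. All 6 values at both Pi levels were above 0 and none was past the threshold in the fit of the 4 groups. *PHT1;8* passed it with the mean of probes at Pi sufficiency (adjusted p = 0.00609), and *PHT1;9* at Pi sufficiency with the slide as a block (0.0278) and without *hy5-215* replicate 2 (1.41, 0.0495). The paper lists transcription factor genes as changed in shoots. Of the 12 listed as up-regulated, 12 were higher in *hy5-215* and 0 passed the adjusted p of limma over all genes, while 8 did when adjusted over the list alone and 10 were over the fold limit without a test. In *35S:BBX32-SRDX* shoots 6 of 11 were higher, with 0 past either threshold.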

Other observations

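The trace of transgenic RNA, the probe of *SUP*, the labels of the shoot arrays and the values of genes in conditions outside the paper's claims were tests chosen only after the result was seen, while the comparisons with other splits of the arrays were planned.

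Other splits of the 6 arrays were compared with the real one for each comparison of a line with the WT and of the Pi levels in the WT. The real split gave the highest count of called genes, 1 of 10 splits, in all 12 comparisons of roots and shoots, and also for the transcription factor genes in roots and shoots of both lines and the *PHT1* genes in *hy5-215* roots at each Pi level. It gave the largest median, 1 of 10, for the photosynthesis genes in roots of both lines, the chlorophyll synthesis genes in *hy5-215* roots, the PSI genes in shoots of both lines and in *35S:BBX32-SRDX* roots, and the 17 *PRX* genes in all 4 comparisons of the white-light sets. A median as large came in 2 of 10 for the PSI genes in *hy5-215* roots and the chlorophyll synthesis genes in *35S:BBX32-SRDX* roots, in 8 for both lists in *hy5-215* shoots, and in 6 and 4 for the photosynthesis and the chlorophyll synthesis genes in *35S:BBX32-SRDX* shoots. For the *PHT1* genes in *hy5-215* shoots it was 10 of 10 at each Pi level, since 0 passed the adjusted p of limma. Chance cannot be excluded by any of these, as 10 splits are too few. Relabelling the arrays of each line in 100 drawn splits gave an overlap of the lines as large as the real one in 1, the real one, in roots and also in 1 in shoots. This argues against chance. In each organ it was 1 of 17 among the splits that part all pairs of arrays sharing a slide, as the real groups do, which are too few to decide it by themselves, and the shoot overlap holds only 3 genes and moved with single arrays.

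The WT root arrays of the *35S:BBX32-SRDX* set under Pi deficiency had log2 signals of *BBX32* of -5.80, -1.92 and -5.92 in replicates 1, 2 and 3, and of *SUP* (AT3G23130) of -8.20, -2.47 and -7.64. A candidate explanation is a trace of transgenic RNA in replicate 2, from the plants, the preparation or the hybridisation. Both genes imply nearly the same share, 0.4304% by *BBX32* and 0.4299% by *SUP*, which might have differed. Without that array the log2 fold change was 11.67 for *BBX32* and 13.22 for *SUP*, so a trace lowers both. No biological explanation was tested, and which step could have brought in the RNA stays open.

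*SUP* was the gene with the highest log2 fold change in *35S:BBX32-SRDX* roots under Pi deficiency, with 11.41 (SE 1.19), and it was at least 5152-fold higher in shoots. Its probe was well above background on 12 of 12 transgenic arrays and on 0 of 24 arrays of the *hy5-215* set, by the scanner's mark. In the WT of its own set it was so on 3 of 3 root arrays at each Pi level, with mean log2 signals of -6.72 under Pi sufficiency and -6.11 under Pi deficiency, and on 0 of 3 shoot arrays at each Pi level, and a reason for the root signal was not tested. The probe may read the repression domain of the transgene, and this cannot be told apart from induction of the gene itself, since both raise the signal on all transgenic arrays.

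The transcript of *HY5* was lower in *hy5-215* roots and had no direction in shoots. Mislabelled shoot arrays would leave no gene changed strongly in roots that separates the shoot arrays of *hy5-215* and the WT. Of 30 genes changed over 16-fold in *hy5-215* roots at both Pi levels, 4 separated the 6 *hy5-215* from the 6 WT shoot arrays in the direction of the roots, AT3G28899, *QQS* (AT3G30720), AT5G35760 and AT5G57785, which argues against swapped labels. They were named after their values were seen. A difference between organs in the level of the mutant transcript stays open as a hypothesis and was not tested.

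The genes that the paper gives for auxin-dependent root hair elongation had these log2 fold changes in *hy5-215* roots under Pi deficiency: *TAA1* -0.14, *AUX1* 0.23 (adjusted p = 0.180), *ARF19* 0.04, *RSL2* 0.53 (adjusted p = 0.148) and *RSL4* -0.41 (adjusted p = 0.166). With the slide as a block, the adjusted p was 0.0215 for *AUX1*, 0.0278 for *RSL2* and 0.0121 for *RSL4*. In *35S:BBX32-SRDX* roots, *AUX1* had 0.49 (adjusted p = 0.0233), *RSL4* -1.44 (adjusted p = 0.00686), *RSL2* -0.19, *TAA1* -0.10 and *ARF19* 0.08. *LPR1* had -2.01 (SE 0.37, adjusted p = 0.00413) in *hy5-215* roots under Pi deficiency and -1.96 under Pi sufficiency, and -0.20 in *35S:BBX32-SRDX*, which was 0.060 without *35S:BBX32-SRDX* replicate 3. *HYH* had -2.81 and -1.66 (adjusted p = 0.00578) in the lines. *GLK2* had -1.56 in *35S:BBX32-SRDX* roots (adjusted p = 0.000843), 0.25 in *hy5-215* (adjusted p = 0.0100 with the slide as a block), and 1.14 from B to R light (adjusted p = 0.0400, and not past the threshold with normexp, the authors' series values, scaling to detected probes or no filter). *HY5* had -0.65 in *35S:BBX32-SRDX* roots (adjusted p = 0.0522, and 0.00785 with the slide as a block).

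In *hy5-215* shoots under Pi deficiency, *PHT1;1* had -0.78 (adjusted p = 0.0818, and 0.0244 with the slide as a block), *PHT1;2* -1.04 (0.137 and 0.0450) and *PHT1;7* -2.13 (0.0976 and 0.0284). Under R against B light at Pi sufficiency, 57 genes were called in roots (175 with the slide as a block, 7 with normexp and 21 with the authors' series values) and 55 in shoots (36.4% higher). The shoot count depended on the scaling, with 94 after quantile normalization (52.1% higher), 139 with the authors' series values (83.5% higher) and 1388 with scaling to detected probes (94.5% higher). For the difference of the Pi responses between a line and the WT in shoots, limma called 0 genes in *hy5-215* and 0 in *35S:BBX32-SRDX*, with 674 and 503 at an unadjusted p under 0.05, 229 and 97 by the LSD comparison with the fold limit, and 0 and 0 by that comparison adjusted by Benjamini-Hochberg. In shoots under Pi sufficiency, 9 genes were called in *hy5-215* (between 5 and 13 with single arrays left out) and 5 in *35S:BBX32-SRDX* (between 2 and 3), where the slide as a block gave 18 and 17. The 5 were *BBX32*, *SUP*, *GLIP7* (AT5G15720), AT5G62080 and AT4G15430, all higher and named after their values were seen. By Pi deficiency in WT roots, the photosynthesis genes had a median of -1.01 in the *hy5-215* set (55 of 56 lower, 23 called, p = 0.00297 before adjustment by fry, a rotation test rather than an exact one). In the *35S:BBX32-SRDX* set the median was -0.81 (54 of 56 lower, with AT1G71500 and *LQY1* called, named after their values were seen, and 12 called with the slide as a block), and the list was not past the threshold (p = 0.0503 before adjustment by the same rotation test, not an exact one, and 0.00175 with the slide as a block).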
